# Characterization of the heterogeneity of endothelial cells in bleomycin-induced lung fibrosis using single-cell RNA sequencing

**DOI:** 10.1007/s10456-021-09795-5

**Published:** 2021-05-24

**Authors:** Xiucheng Liu, Xichun Qin, Hao Qin, Caili Jia, Yanliang Yuan, Teng Sun, Bi Chen, Chang Chen, Hao Zhang

**Keywords:** Idiopathic pulmonary fibrosis, Endothelial cells, Extracellular matrix, Cell–cell interaction

## Abstract

The loss of normal alveolar capillary and deregulated angiogenesis occurs simultaneously in idiopathic pulmonary fibrosis (IPF); however the contributions of specific endothelial subpopulations in the development of pulmonary fibrosis are poorly understood. Herein, we perform single-cell RNA sequencing to characterize the heterogeneity of endothelial cells (ECs) in bleomycin (BLM)-induced lung fibrosis in rats. One subpopulation, characterized by the expression of Nos3 and Cav1, is mostly distributed in non-fibrotic lungs and also highly expresses genes related to the “response to mechanical stimulus” and “lung/heart morphogenesis” processes. Another subpopulation of ECs expanded in BLM-treated lungs, characterized by Cxcl12, is observed to be closely related to the pro-fibrotic process in the transcriptome data, such as “regulation of angiogenesis,” “collagen binding,” and “chemokine activity,” and spatially localized to BLM-induced neovascularization. Using CellPhoneDB software, we generated a complex cell–cell interaction network, which predicts the potential roles of EC subpopulations in recruiting monocytes, inducing the proliferation of fibroblasts and promoting the production and remolding of the extracellular matrix (ECM). Taken together, our data demonstrate the high degree of heterogeneity of ECs in fibrotic lung and it is proposed that the interaction between ECs, macrophages, and stromal cells contributes to pathologic IPF.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-021-09795-5.

## Introduction

Idiopathic pulmonary fibrosis (IPF), a common form of interstitial lung disease, is a chronic, debilitating, and progressive lung disease with a poor prognosis [1]. Epidemiological studies have revealed that the incidence and prevalence of IPF is increasing worldwide, and this may be a consequence of multiple interacting genetic and environmental risk factors [2]. Currently, there is no comprehensive understanding of IPF pathogenesis. Recent literature defines the loss of alveolar epithelial cells, the progressive deposition of the extracellular matrix (ECM), and deregulated angiogenesis as the core factors in the destruction of functional alveolar units [3–5]. However, previous conventional approaches have failed to detect and quantify the detailed contributions of altered cell types (epithelial cells, myofibroblasts, alveolar macrophages (AMs), endothelial cells (ECs)) in the IPF progression.

Single-cell RNA sequencing (scRNA-seq) has shown the potential to overcome the large-scale changes and spatial heterogeneity in cell types and allowed the reliable identification of related cell populations and confirmation of the complex molecular procedures in IPF. Xu and co-workers have profiled the roles of epithelial cells in IPF and identified an additional atypical transitional cell which contributes to the pathological processes [6]. ScRNA-seq has also demonstrated the diversity of stromal cells and their contributions to ECM expansion in human and mouse lung fibrosis [7–9]. Monocyte-derived macrophages transitioning to an alveolar form have also been localized to the fibrotic niche and exerted a pro-fibrotic effect [10]. Overall, these data provide detailed maps of single-cell transcriptomes in fibrotic lung and brought unprecedented insights into the central roles of epithelial cells, myofibroblasts, and macrophages in IPF pathogenesis. However, no studies to date have specifically focused on the role of ECs, which are intrinsically associated with fibrogenic progression in pulmonary fibrosis.

In normal lungs, contiguous capillaries occupy virtually all of the alveolar walls and are responsible for gas exchange. It has been recognized that the loss of pulmonary microvascular endothelial cells (PMVECs) and deregulated angiogenesis are the critical biological processes of pulmonary fibrosis [11–13]. Over the last decade, new data have shown proliferation of PMVECs with excessive formation of alveolar capillaries in the early pathological process of IPF, and angiogenesis inhibitor (nintedanib, kallistatin, endostatin) treatments can effectively ameliorate ECM accumulation and restore alveolar structure [14]. In other words, these revascularizations are often suboptimal due to an inability to reconstruct functional alveolar units that allow normal gas exchange. Overall, studies of ECs and their role in IPF appear to have lagged behind other cell studies perhaps due to the complexity of the lung with its two different circulatory beds.

To develop a more comprehensive understanding of the heterogeneity of ECs in IPF and explore the cross-talk between ECs, AMs, stromal cells, and their surrounding ECM, we performed scRNA-seq to identify ECs in mixed samples of uninjured and bleomycin (BLM)-treated rat lungs. The results indicated that increased cluster *a* ECs in BLM-treated lungs were enriched for processes associated with lung fibrosis, such as “chemotaxis activity,” “VEGF production,” “collagen binding,” and “ECM constituent.” In contrast, cluster *d* ECs were enriched in the control lungs and highly expressed genes related to “response to mechanical stimulus/cellular response to mechanical stimulus” and “lung/heart morphogenesis” programs. Notably, results of proximity ligation in situ hybridization showed that Nos3 + Cav1 + ECs were widely distributed in lung and heart tissue, but rarely in liver, brain, kidney, and fibrotic lung. It implies that the PMVECs adapt to continuous mechanical stimulation to acquire a unique phenotype and mediate unknown but important biological signals. In addition, in the context of pulmonary fibrosis, we further discuss the communication between ECs, macrophages, and stromal cells and emphasize the importance of ECs in recruiting monocytes, inducing the proliferation of fibroblasts and promoting the production and remolding of ECM.

## Methods

### Animal and treatment

Sprague Dawley (SD) rats (250 ± 20 g, at 8–10 weeks age) were obtained from the Experimental Animal Center of Xuzhou Medical College. The rats were kept on a 12-h light–dark cycle with free access to food and water. All experiments were performed in adherence with the National Institutes of Health (NIH Publication, 8th Edition, 2011) guidelines for the use of laboratory animals. The care and experimental protocols for rats were approved by the Animal Care and Use Committee of Xuzhou Medical University.

After adequate anesthesia (intraperitoneal injection of sodium pentobarbital; 60 mg/kg), BLM (Hanhui Pharmaceutical, China) was administered by oral tracheal intubation via a 16-gauge catheter. One dose of BLM (5 mg/kg, the BLM-treated group) or an equal volume of saline (the control group) was administered via the catheter. The rats were rotated immediately after instillation to ensure thorough drug distribution in the lungs. All rats were killed by cervical dislocation and lungs were harvested 28 days after intratracheal BLM or saline treatment.

### Measurement of lung fibrosis

Lung fibrosis was determined by Masson’s trichrome (MTC) staining (Solarbio Life Sciences, cat# G1345). The fibrotic area was determined by calculating the area of positive MTC staining region (blue).

### Single cell suspension

Rat lungs were harvested after perfusion through the right ventricle with PBS and 3 mm^3^ lung tissues were taken for digestion. Single-cell suspensions were generated as previously reported [15]. Briefly, minced tissues were placed in a digestion solution containing 480 U/ml Collagenase Type I (Sigma, cat #C0130), 50 U/ml Dispase (Collaborative Biosciences), and 0.33 U/ml DNase (Roche). It was allowed to incubate in a 37 ℃ water bath with frequent agitation for 45 min. Cell solution was filtered through 70 μm cell strainer (BD Biosciences). Red blood cell lysis solution (Thermo Fisher, cat #00–4333-57) was used to remove blood cells. Countess ® II Automated Cell Counting Chamber slides (Thermo Fisher, USA) were used to count living cells.

### ScRNA-seq library preparation and sequencing

Single cell capture was achieved by random distribution of a single cell suspension across approximately 200,000 microwells. Beads with unique molecular identifier (UMI) and cell barcodes were loaded close to saturation, so that each cell was paired with a bead in a microwell. After incubation with cell lysis buffer, polyadenylated RNA molecules were hybridized to the beads. Beads were retrieved into a single tube for reverse transcription. During synthesis, each cDNA molecule was tagged on the 5’ end (i.e., the 3’ end of a messenger RNA transcript) with UMI and cell label indicating its cell of origin. Whole transcriptome libraries were prepared using the BD Rhapsody system (BD Biosciences) as previously reported [16, 17]. Briefly, Rhapsody beads were used for second-strand cDNA synthesis, adaptor ligation, and universal amplification. Sequencing libraries were prepared using random priming PCR of the whole transcriptome amplification products to enrich the 3’end of the transcripts linked with the cell label and UMI. Sequencing libraries were quantified using a high sensitivity DNA chip on a Bioanalyzer 2100 and the qubit high sensitivity DNA assay. The libraries were sequenced on NovaSeq6000 (Illumina) using 2 × 150 chemistry.

### Cell type annotation of single cells

SingleR and known marker genes were used to annotate each single cell independently as previously reported [18]. Firstly, we calculated a spearman coefficient for single cell and then performed correlation analysis on highly variable genes among cell types in the reference data set. Multiple correlation coefficients were made per cell type according to the named annotations of the reference data set and aggregated to provide a single value per cell type per single cell. Secondly, the least relevant cell types (or values more than 0.05 below the top value) were successively removed, and this action was repeated until annotation of the target cells was achieved.

### Identification of marker genes

The Wilcoxon rank sum test was performed to determine genes differentially expressed between clusters as described previously [19]. Differentially expressed genes were scored by group one vs. the remainder. Genes that were specifically and highly expressed (logFC > 0.25) and expressed in at least 20% of cells were considered to be ideal marker genes for each cluster.

### CellPhoneDB annotation of cell–cell communication

CellPhoneDB software was used to systematically analyze cell–cell communication molecules. Lists of interacting protein chains/receptor-ligands complexes are available at https://www.cellphonedb.org/downloads. Pairwise comparisons between all cell types were conducted in this study. Only receptors and ligands expressed in more than 10% of the cells in the specific cluster were considered to indicate relevant interactions between cell types. Interactions that were highly enriched between cell populations based on the number of significant pairs were emphasized and those which were biologically relevant were selected manually.

### Immunohistochemical staining (IHC)

After antigen retrieval using EDTA, the specimens were blocked with goat serum for 20 min before applying the primary antibody. Specimens were incubated with anti-CD31 (Servicebio, cat# GB13428) for 12 h at 4 °C. Next, the sections were washed twice with phosphate buffer saline (PBS) and subsequently incubated with HRP polymer-conjugated secondary antibody at room temperature for 30 min. Finally, the microarrays were stained with 3, 3-diaminobenzidine solution and hematoxylin. The slides were photographed with an inverted microscope (Olympus).

### Fluorescence probe-FISH and Immunofluorescence

Sections were covered with proteinase K (20 μg/ml) working solution at 37 ℃ for 60 min. After washing with PBS (5 min × 3), pre-hybridization solution was added to the sections and incubated at 37 ℃ for 1 h. Sections were further incubated with probe hybridization solution (Nos3, Cav1, Cxcl12, Mki67) in a humidity chamber overnight. Before applying the primary antibody, sections were blocked with serum at room temperature for 30 min. PBS solution containing anti-VE-cadherin (Abcam, cat# ab33168) was added and incubated at 4 °C overnight. Samples were then washed with PBS at room temperature (5 min × 3). After washing, sections were incubated for 50 min with secondary antibody at room temperature. Nuclei were stained with DAPI (4’, 6-diamidino-2-phenylindole, Key-Gen Biotech, catalog #KGA215–10). Then, the sections were observed under a fluorescence microscope (Olympus). Fluorescence was calculated by viewing five randomly selected fields for each group. Image-Pro Plus software (v6.0, Media Cybernetics, Inc) was used for quantification.

### Statistical analysis

The statistical methods used for each analysis are described in the above “Methods” sections and in the figure legends.

## Results

### Single-cell atlas of BLM-treated and control rat lungs

Appreciable amounts of lung fibrosis and angiogenesis were observed at day 28 in rats treated with BLM (Supplementary Fig. 1). Single-cell suspensions were generated from three BLM-treated (day 28) and three vehicle control rat lungs. 

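Lungs of 3 rats given bleomycin (BLM), a drug that injures the alveolar epithelium and leaves scarring, at 5 mg/kg into the trachea and of 3 vehicle control rats were digested on day 28. The cells were captured in the microwells of the BD Rhapsody system, in which every captured mRNA receives a unique molecular identifier (UMI), so that a count stands for a molecule and not for a PCR copy. The authors deposited whole UMI counts, not normalized, per gene for each cell they had kept. The aligner and the counting program are not given in the sources used here, and the submitters' processing notes name the build mm9 although the gene names are those of the rat. Control replicates 1 to 3 held 3372, 2568 and 4598 cells with 7577199, 3860028 and 12171722 UMIs in all. BLM-treated replicates 1 to 3 held 3657, 7481 and 3871 cells with 8082376, 16598959 and 8763046 UMIs. The median cell held 1501.5 UMIs of 879 genes in the control group and 1355 UMIs of 817 genes in the BLM-treated group. Between 9.97% and 16.9% of the cells of a rat had fewer than 500 UMIs, and all were kept. Counts per cell were scaled to 10000, log-transformed and clustered with the Leiden algorithm on 30 principal components. For every comparison the UMIs of all cells of a class were summed per rat, so that the rat and not the cell was the replicate (n = 3 per group). Genes were tested with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Shares of cells were tested with the same quasi-likelihood test on cell counts, without TMM scaling in the main test. They were also tested with a two-sided exact permutation test, for which 3 rats against 3 give no p below 0.1.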

ScRNA-seq was performed on the samples using the BD Rhapsody system (Fig. 1a). In total, 25,547 single-cell transcriptomes were profiled (10,538 cells from the control lungs, 15,009 cells from the BLM-treated lungs). Using previous canonical markers, we defined 25 clusters of cells and visualized these cells in two dimensions by t-distributed stochastic neighborhood embedding (t-SNE), as indicated (Fig. 1b, c). 

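The 25547 cells fell into 26 clusters, of which 22 received a name because the genes of a marker list written down in advance were higher there. The B cell-like class was the largest single cluster, with 2587 cells, and the alveolar macrophage-like class was spread over 3 clusters of 2198, 2151 and 1649 cells. A cluster of 1801 cells without a name, led by Gjb2, Mal, S1pr5 and Spn, took 9.81% ± 0.753 (SD, n = 3) of the cells of control rats and 5.38% ± 0.787 (SD, n = 3) of those of BLM-treated rats. The class closest to it was that of monocytes. It stayed unnamed because only 2 of the 6 measured monocyte markers were higher there, under the 3 needed. Another unnamed cluster, led by Siglech and Ccr9, genes known from plasmacytoid dendritic cells, took 1.87% ± 0.67 and 0.608% ± 0.268. A cluster of 66 cells led by Trpm5, Gnat3 and Pou2f3, genes of chemosensory tuft cells, took 0.589% ± 0.355 and 0.0545% ± 0.0725. The remaining unnamed cluster was led by the lymphatic endothelial genes Ccl21 and Mmrn1 together with the hemoglobin gene Hbb. It took 0.137% ± 0.12 of the cells of control rats and 1.16% ± 1.18 of those of BLM-treated rats, with 189 of its 240 cells from BLM-treated replicate 2, and it was kept apart from the endothelial class. Without that rat its log2 fold change was 1.76 in place of 3.07 and did not pass. At resolution 2.0 its genes led 2 clusters, an erythroid one of 134 cells, 121 of them from that rat, and a lymphatic endothelial one of 105 cells. All 4 unnamed clusters differed in share between the groups (adjusted p from 0.0149 to 0.0367, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and only the cluster led by Gjb2 kept its call with each rat left out in turn.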

Overall, each cluster was identified both in the control and BLM-treated lungs, but in different proportion, especially ECs, stromal cells, and macrophages. In comparison with the control lungs, the populations of ECs (cluster 3, 22; 11.67% versus 2.17%), stromal cells (cluster 5, 11, 13; 17.29% versus 4.54%), and ciliated cells (0.73% versus 0.08%) were increased. 

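Endothelial cell-like cells made up 1.89% ± 1.26 (SD, n = 3 rats) of the cells of control lungs and 11.8% ± 3.65 (SD, n = 3) of those of BLM-treated lungs. This is a log2 fold change of 2.63 (standard error 0.52, adjusted p = 0.00848 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over classes). The stromal, smooth muscle or pericyte and mesothelial classes, which together correspond to the stromal cells of the study, rose from 4.47% ± 1.18 to 17.5% ± 5.45 (log2 fold change 1.97, standard error 0.31, adjusted p = 0.00194 from the same edgeR test). Within this union the smooth muscle or pericyte-like cells rose from 0.79% ± 0.544 to 4.9% ± 1.51, and the fibroblast-like cells from 2.54% ± 1.02 to 7.51% ± 3.2. The mesothelial cells rose from 1.14% ± 0.408 to 5.1% ± 5.25 (adjusted p = 0.0367 from the same edgeR test), with 1.64%, 2.51% and 11.1% in BLM-treated replicates 1 to 3. Their call was not kept with each rat left out. Ciliated cell-like cells, 16 in the control lungs and 178 in the BLM-treated lungs, rose from 0.175% ± 0.118 to 1.01% ± 0.62. The share of alveolar type 2 cell-like (AT2-like) cells, the makers of surfactant, fell from 7.12% ± 1.1 to 0.682% ± 0.553 (log2 fold change -3.37, standard error 0.71). Monocyte-like cells fell from 3.95% ± 0.727 to 1.85% ± 0.164. They do not include the unnamed cluster led by Gjb2, which was closest to monocytes. The shares of B cell-like, T cell-like, NK cell-like and neutrophil-like cells did not pass the test. In each of the classes that did pass, all 3 rats of one group lay above all 3 of the other (exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). The call for ciliated cells was lost without control replicate 1, 2 or 3 and without BLM-treated replicate 2. That for fibroblast-like cells was lost without control replicate 1 or 2 and without BLM-treated replicate 2, that for smooth muscle or pericyte-like cells without control replicate 2, and that for monocyte-like cells without control replicate 1 or 3 and without BLM-treated replicate 1, 2 or 3. The calls for endothelial cells, AT2-like cells and the stromal union were kept with each rat left out.

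**Figure D1:**
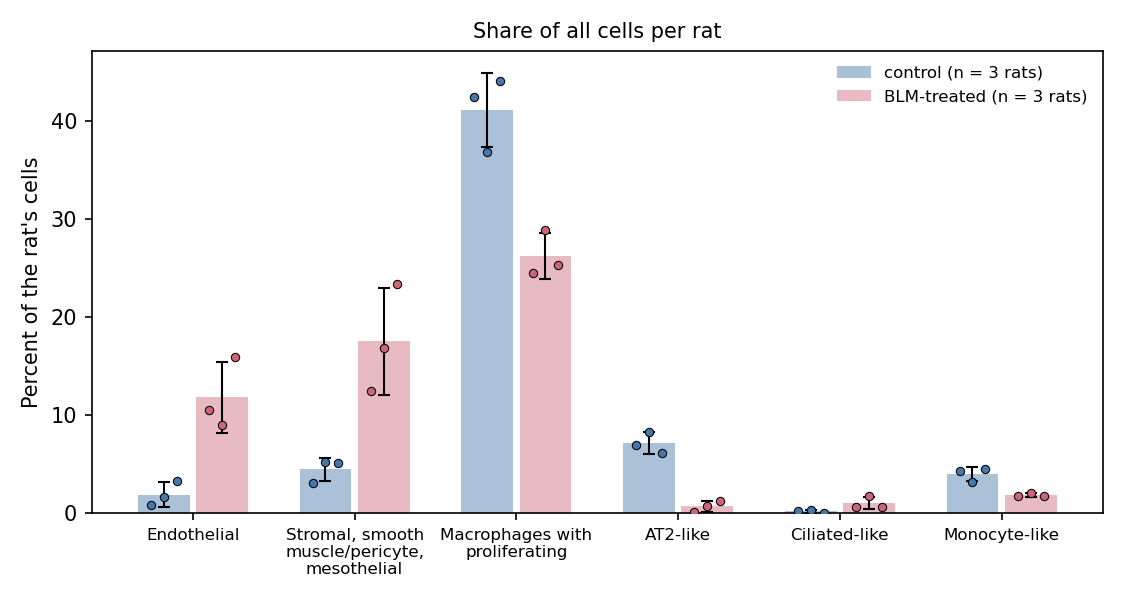
Share of all cells of a rat, in percent, taken by 6 cell classes in control and BLM-treated lungs. Bars are means, error bars are SDs and points are single rats (n = 3 per group). Endothelial, stromal and ciliated classes are higher in the BLM-treated rats, and macrophages, AT2-like and monocyte-like cells are lower.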

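Alveolar macrophage-like, interstitial macrophage-like and proliferating cells together made up 41.1% ± 3.79 (SD, n = 3 rats) of the cells of control lungs and 26.2% ± 2.37 (SD, n = 3) of those of BLM-treated lungs. The log2 fold change was -0.65 (standard error 0.11, adjusted p = 0.00719 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The classes within it moved in opposite directions. Alveolar macrophage-like cells, the resident cells of the airspace, fell from 34.9% ± 3.91 to 15.2% ± 0.822 of all cells, and proliferating cells fell from 3.26% ± 0.603 to 1.07% ± 0.152, a call that was lost without BLM-treated replicate 3. Interstitial macrophage-like cells rose from 2.89% ± 0.503 to 9.95% ± 2.99 (log2 fold change 1.78, standard error 0.30). They came from a cluster led by the complement genes C1qc, C1qb and C1qa, at 2.81% ± 0.503 and 4.2% ± 0.982 of all cells, and a cluster led by Spp1, Apoe and Pf4, at 0.0866% ± 0.0618 and 5.75% ± 2.94, without a test for each (SD, n = 3). The alveolar macrophage-like cells of control rats came mainly from a pair of clusters led by Alpk3 and by Slc39a2, and those of BLM-treated rats from a cluster led by Fabp4 and Olr1. With TMM scaling over the classes, which takes the bulk of classes as unchanged, the log2 fold change of all macrophages was -0.45 and no longer passed the test.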

The proportion of macrophage cells (cluster 0, 2, 7, 14, 15) decreased from 40.34% [BLM-treated] to 27.50% [control] (Supplementary Fig. 2). The top three differentially expressed genes of these clusters are shown in Supplementary Fig. 3.

**Fig. 1:**
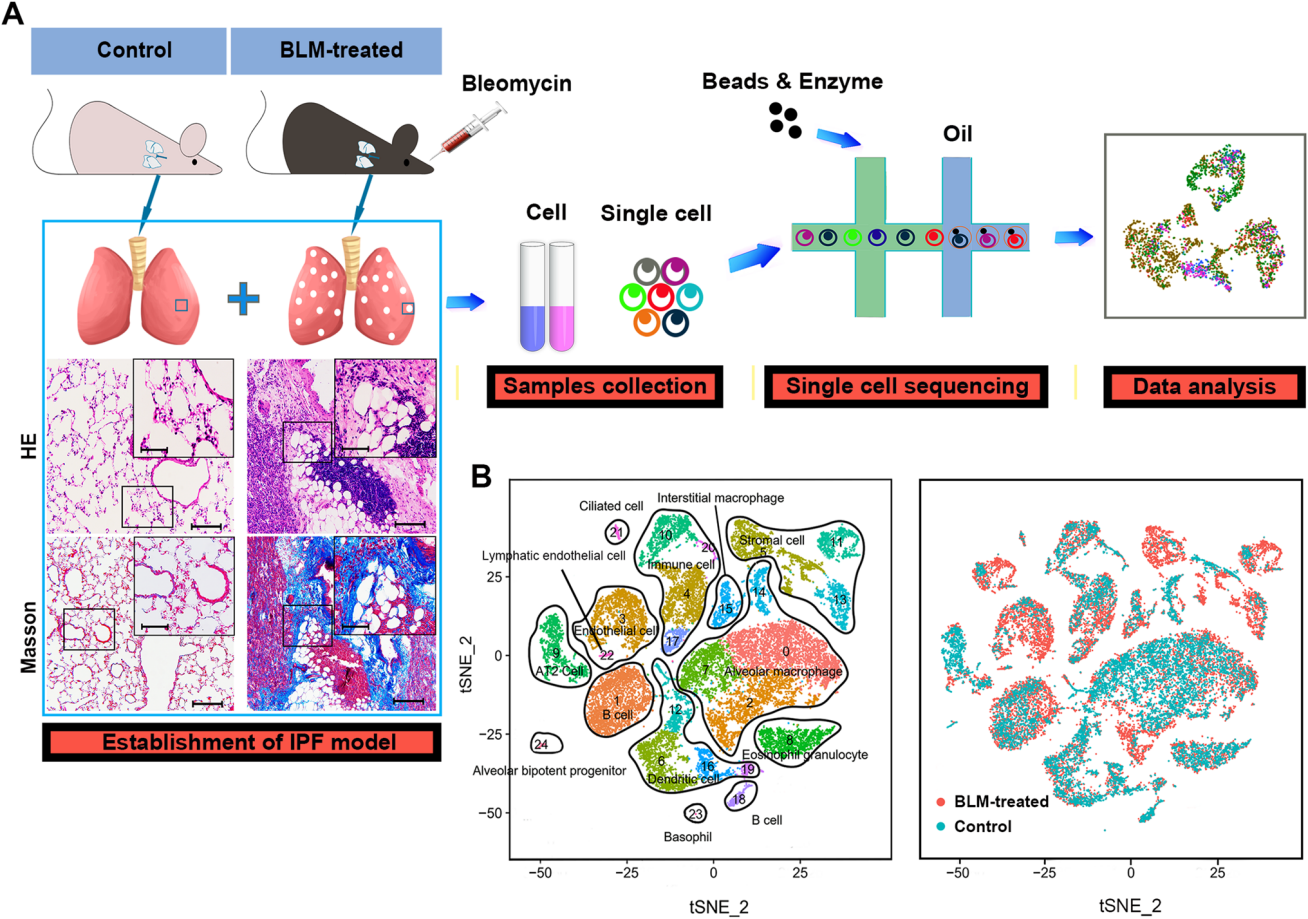
Single-cell atlas of BLM-treated and control rat lungs. **a** Schematic of workflow for scRNA-seq using the BD Rhapsody system. Representative H&E and MTC staining of rat lungs, bar (up) = 50 μm, bar (down) = 100 μm. **b** T-distributed stochastic neighborhood embedding (t-SNE) plot of 25,547 cells to visualize cell-type clusters based on the expression of known marker genes. **c** Injury status

### The transcriptomic heterogeneity of ECs

To further determine the detailed role of ECs (cluster *3*) in fibrotic lungs, we performed focused analyses on 2,181 ECs (479 cells from the control lungs, 1,702 cells from the BLM-treated lungs) and identified five distinct subtypes/subpopulations (Fig. 2a, Supplementary Fig. 4). 

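The endothelial cell-like class held 1889 cells here, 218 of control and 1671 of BLM-treated rats, with 27, 41 and 150 cells in control replicates 1 to 3. In these cells 252 genes were higher and 175 lower in BLM-treated than in control rats, of 6175 tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Without control replicate 3 there were 191 higher and 75 lower. Lyve1, a hyaluronan receptor, fell by 3.25 on the log2 scale (standard error 0.25, adjusted p = 9.4e-07 from edgeR), and Gpx2, a glutathione peroxidase gene, fell by 4.72 (standard error 0.35, adjusted p = 7e-07 from edgeR). Fosl1, a subunit of the transcription factor AP-1, had no UMI in the endothelial cells of control rats, which makes it at least 2.89 higher on the log2 scale in BLM-treated rats at a floor of 3 counts over the group. Of 12 tested genes of glycolysis, 5 rose and none fell (9 rose when adjusted over the list alone). Among them the glucose transporter gene Slc2a1 rose by 2.22 (standard error 0.51) and Ldha, which encodes lactate dehydrogenase A, by 1.18 (standard error 0.24). The list as a whole moved up in camera's test with a preset correlation of 0.01 (adjusted p = 0.000862), with adjusted p = 0.486 with an estimated correlation. Sftpc, a surfactant gene of AT2 cells whose free RNA reaches other cells, fell by 4.12 (standard error 0.37) in the same endothelial cells. Re-clustering without the 38 genes that the study names for its endothelial subtypes gave 5 subclusters of 1380, 184, 124, 122 and 79 cells. By the study's own marker genes the first matched cluster a, the 184 cells matched cluster d and the 122 cells matched cluster e, and they are called a-like, d-like and e-like here. The 124 cells, all from control rats, and the 79 cells, of which 79.7% held the leukocyte gene Ptprc, matched none of the letters a, c, d and e.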

Previously known marker genes for ECs, including CD31, CD34, CD144, Vegfr, Vwf, and Pecam1, failed to distinguish these subtypes. 

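Of the endothelial genes in question Cdh5, Kdr, Flt1 and Vwf could be tested between the subclusters, with the rat as a block, while Pecam1 was not analysed here. Vwf, which encodes von Willebrand factor, was 3.31 higher on the log2 scale in d-like cells than in the mean of the other subclusters (standard error 0.26, adjusted p = 5.7e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also 2.91 higher in e-like cells (standard error 0.27) and -3.22 from the mean in a-like cells (standard error 0.40). Kdr, the receptor VEGFR2, was 3.72 higher in the 124 control-only cells (standard error 0.38) and -3.76 from the mean in d-like cells (standard error 0.37). It was also 0.85 higher in a-like cells (standard error 0.25, adjusted p = 0.0184 from edgeR). Cdh5, the gene of VE-cadherin, was 0.70 higher in a-like cells (standard error 0.19, adjusted p = 0.0129 from edgeR). Flt1, the receptor VEGFR1, was 0.85 higher in e-like cells (standard error 0.21, adjusted p = 0.00373 from edgeR) and did not pass in a-like cells at 0.06 (standard error 0.22). Cd34 was too low for the test, with UMIs in 3.19% of a-like cells and 8.15% of d-like cells. These genes were kept out of the clustering. The study gives them as previously known markers of endothelial cells.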

Here, subpopulation markers were identified and the top three differentially expressed genes are listed in Fig. 2b, c. The venn diagram shows that cluster *a*, *b*, and *c* ECs were distinct in the transcriptome, although there was a spatially close relation in t-SNE (Fig. 2d). 

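The a-like cells, with Ntrk2, a neurotrophin receptor gene, and Cxcl12, a chemokine gene, took 14.6% ± 2.54 (SD, n = 3 rats) of the endothelial cells of control rats and 80.6% ± 3.29 (SD, n = 3) of those of BLM-treated rats. The log2 fold change of this share was 2.60 (standard error 0.18, adjusted p = 1.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over subclusters). The d-like cells took 16.9% ± 8.19 and 9.49% ± 0.832, a log2 fold change of -0.61 (standard error 0.60) that did not pass the test (adjusted p = 0.401 from edgeR). The e-like cells took 15.1% ± 10.3 and 6% ± 1.18, which did not pass it either (adjusted p = 0.213 from edgeR). The d-like cells were led by genes that include Gja5, a member of the list of arterial genes, at 2526 ± 959 CPM (SD over 6 rats). The paper places its cells with Nos3 and Cav1 in alveolar capillaries, so that the d-like share cannot test a loss of capillary cells. The subcluster without a letter that held Kdr at the highest level took 50.2% ± 12.3 of the endothelial cells of control rats. It held 0 endothelial cells of BLM-treated rats, and the shares of all 3 control rats lay above 0 (exact permutation test, p = 0.1). Over the whole class Ntrk2 rose by 3.14 on the log2 scale (standard error 0.37), from 80.9 ± 72.6 to 958 ± 184 CPM (counts scaled to a common total per rat; SD, n = 3), and Cxcl12 by 3.11 (standard error 0.40). Of 11 tested genes of aerocytes, the capillary cells that line the gas exchange surface, 6 fell and 1 rose (7 fell when adjusted over the list alone). Car4, which encodes carbonic anhydrase 4, fell by 1.95 (standard error 0.26) and Apln, the gene of apelin, by 2.42 (standard error 0.47). This list moved down in camera's test (adjusted p = 0.00223), with adjusted p = 0.551 with an estimated correlation. The a-like cells of control rats were 29 cells with a median of 530 UMIs, against 1203 UMIs in the 1351 of BLM-treated rats. With fewer subclusters, at a lower resolution, the log2 fold change of the share was 0.11.

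**Figure D2:**
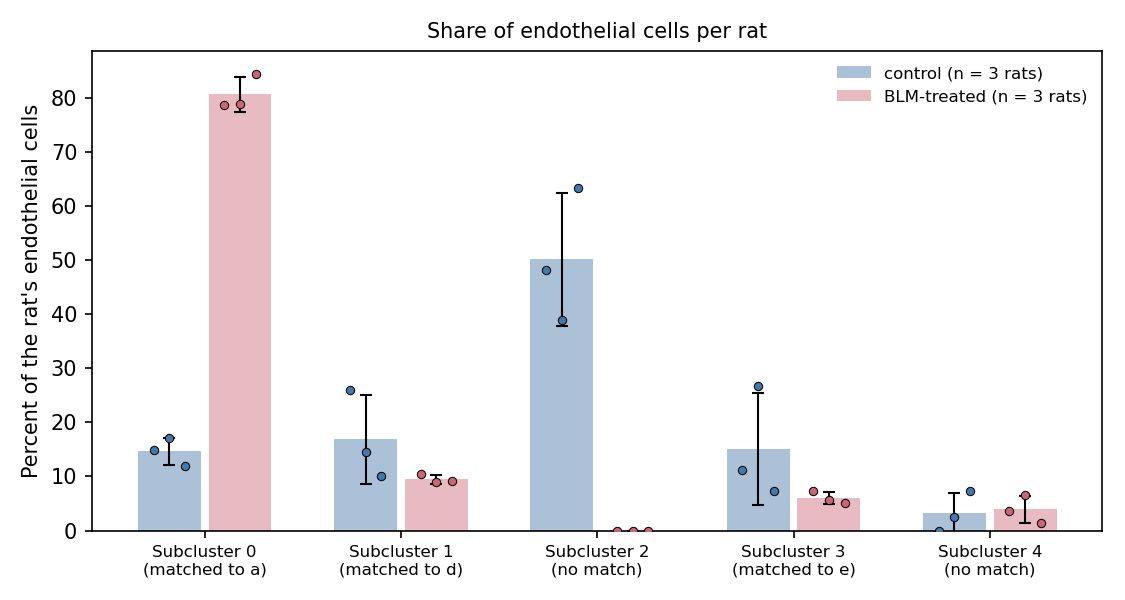
Share of the endothelial cells of a rat, in percent, in each of 5 endothelial subclusters of control and BLM-treated lungs. Bars are means, error bars are SDs and points are single rats (n = 3 per group). The a-like subcluster holds most endothelial cells of every BLM-treated rat, and the subcluster with no cell of BLM-treated rats holds about as large a part in control rats as all others together.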

Compared to samples from the control lungs, the number and proportions of clusters *a, b*, and* c* ECs were increased, while cluster *d* ECs decreased in the BLM-treated lungs (Fig. 2e).

**Fig. 2:**
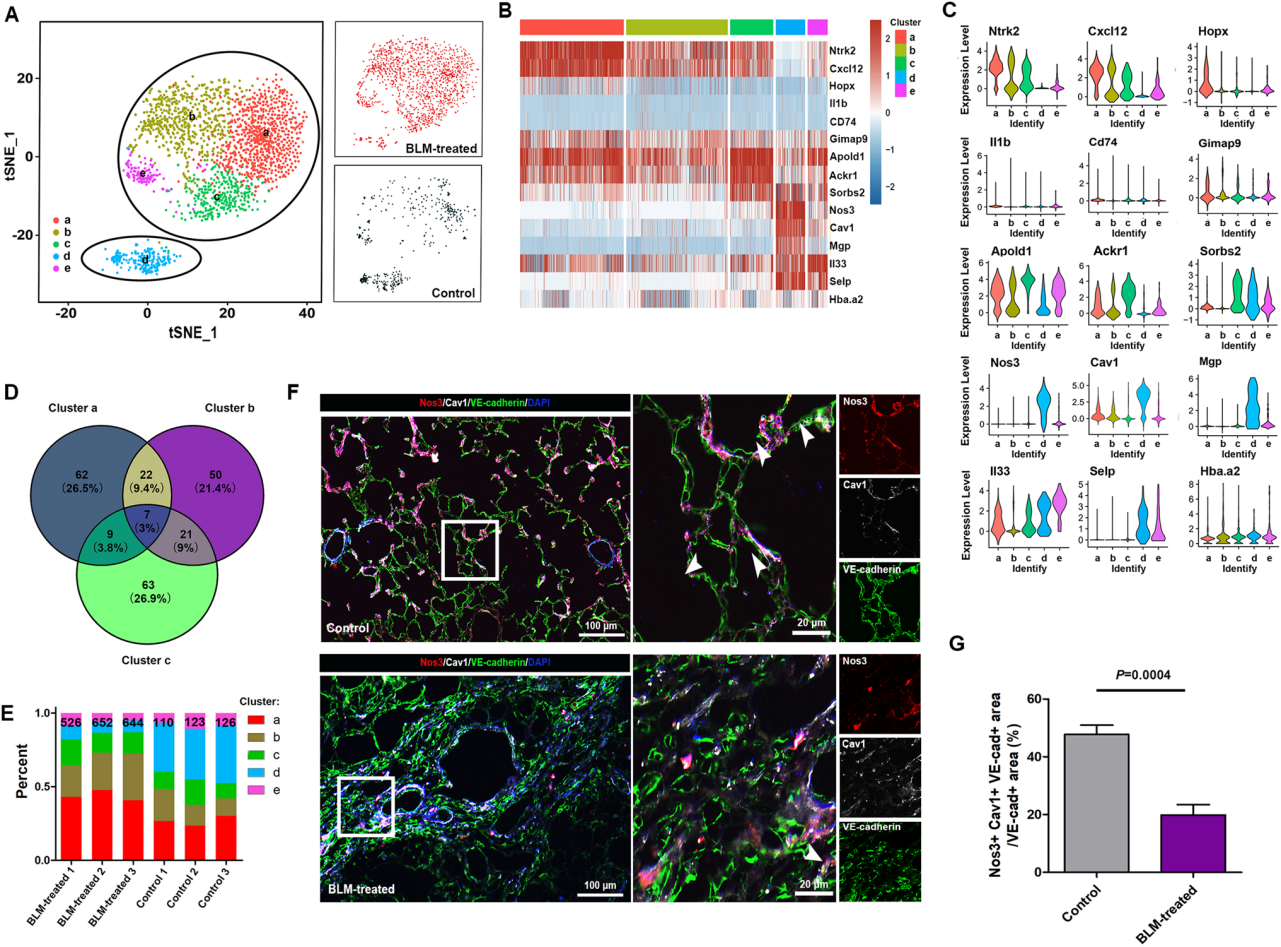
The transcriptomic heterogeneity of ECs. **a** Clustering 2,181 ECs (left) and annotation by injury condition (right). **b** Heatmap: ECs cluster marker genes (top 3, color coded by cluster and condition), exemplar genes labeled (right), cells columns, genes rows. **c** The expression of the top three differentially expressed genes within five recognized EC clusters. **d** Venn diagram of the top 100 differentially expressed genes in cluster *a*, *b*, and *c* ECs. **e** Fractions of ECs subpopulations in three control and three BLM-treated lungs. **f** Representative immunofluorescence image: Nos3 (red), Cav1 (white), VE-cadherin (green), DAPI (blue), bar (left) = 100 μm, bar (right) = 20 μm, the white arrows indicate Nos3 + Cav1 + ECs. **g** Quantitative analysis of Nos3 + Cav1 + ECs, Data is shown as Mean ± SEM. Statistical analysis using Mann–Whitney two-tailed test (n = 5)

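In the a-like subcluster Ntrk2, the receptor of brain-derived neurotrophic factor, stood at 758 ± 535 CPM (SD over 5 rats) and Cxcl12, a chemokine that attracts cells bearing Cxcr4, at 679 ± 479 CPM. In d-like cells the levels were 0 CPM for Ntrk2, with no UMI in 184 cells, and 112 ± 128 CPM for Cxcl12 (SD over 6 rats). Nos3, the endothelial nitric oxide synthase gene, stood at 116 ± 64.9 CPM and Selp, the gene of the adhesion molecule P-selectin, at 11.3 ± 14 CPM in a-like cells. Mgp, an inhibitor of calcification, stood at 263 ± 230 CPM. Cav1, the coat protein gene of caveolae, stood at 2485 ± 832 CPM in a-like cells, with UMIs in 88.4% of them, and at 2416 ± 781 CPM in d-like cells. Ntrk2, Cxcl12 and Hopx served to match the subcluster to its letter, so that their levels there are no independent result, while all genes given here were kept out of the clustering. These levels carry no test.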

Cluster *a* ECs expressed high levels of Ntkr2 and Cxcl12 and relatively low levels of Nos3, Cav1, Mgp, and Selp. Compared with other subpopulations, cluster *b* ECs lacked markedly different marker genes. 

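The text of the study names no gene for cluster b, and the genes that Fig. 2b, c shows for it were not used for matching, so that no subcluster was matched to it here. The 2 subclusters left without a letter differed from the rest in endothelial genes. The 124 control-only cells were higher in Cdh5 by 1.33 on the log2 scale (standard error 0.28), in Igfbp7 by 2.19 (standard error 0.37) and in Dll4, a Notch ligand of sprouting vessels, by 1.60 (standard error 0.51), all past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the 79 cells with Ptprc, 14 of the 23 tested genes of the study's endothelial lists were lower than in the mean of the other subclusters. Among these were Cdh5, Flt1 and Vwf. The 3 that were higher were Vim, Cxcl2 and Lpl. Cells there held a median of 2597 UMIs, more than in any other subcluster.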

Cluster *c* expressed high levels of Ackr1, Apold1, and Vcam1 (Supplementary Fig. 5). 

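Apold1, an endothelial gene induced by hypoxia and injury, stood at 2070 ± 1569 CPM (SD over 5 rats) in a-like cells, 1628 ± 840 CPM in e-like cells and 917 ± 998 CPM in d-like cells. Vcam1, which encodes an adhesion molecule for leukocytes, stood at 2511 ± 1389 CPM in d-like cells (SD over 6 rats) and at 1019 ± 514 CPM in e-like cells. In a-like cells it stood at 33.6 ± 43.3 CPM. The 2 genes were thus highest in different subclusters, and Ackr1 was not analysed here. The best mean log2 fold of the markers of cluster c was 1.05, in the subcluster that matched cluster d at 2.53, and no subcluster received the letter c. Over all endothelial cells Apold1 rose by 2.33 on the log2 scale in BLM-treated rats (standard error 0.32) and Vcam1 fell by 1.36 (standard error 0.21; both past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).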

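Mgp stood at 12206 ± 6219 CPM (SD over 6 rats) in d-like cells, where 85.9% of cells held a UMI of it, and at 768 ± 215 CPM in e-like cells, the next highest of the 5 subclusters. Nos3 stood at 438 ± 268 CPM in d-like cells and at 158 ± 94 CPM in e-like cells. Cav1 stood at 2416 ± 781 CPM in d-like cells, within the spread of the other subclusters. Hopx, a homeobox gene, stood at 9.69 ± 11.8 CPM in d-like cells, 174 ± 97.8 CPM in a-like cells and 526 ± 291 CPM in the control-only cells. Nos3, Cav1 and Mgp served to match the subcluster to cluster d, so that their high mean there is no independent result. Between the groups, over all endothelial cells, the log2 fold change of Nos3 was -0.14 (standard error 0.26, adjusted p = 0.858) and that of Mgp was -0.09 (standard error 0.38, adjusted p = 0.949), neither past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cav1 rose by 0.72 (standard error 0.21).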

Cluster *d* expressed high levels of Nos3, Cav1, and Mgp and relatively low levels of Ntkr2, Cxcl12, and Hopx. Cluster *e* expressed high levels of Il33 (encoding interleukin-33) and Selp, which were closely related to the interaction of activated ECs or platelets with leukocytes in the initial steps of inflammation.

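Il33, the gene of an alarmin cytokine that is released from injured cells, stood at 3815 ± 2889 CPM (SD over 5 rats) in e-like cells and had UMIs in 79.5% of them. The next highest levels were 1731 ± 1058 CPM in d-like cells and 1190 ± 282 CPM in the control-only cells. Selp stood at 810 ± 584 CPM in e-like cells and at 582 ± 284 CPM in d-like cells. Both genes served to match the subcluster to cluster e. Over all endothelial cells Il33 fell by 1.97 on the log2 scale in BLM-treated rats (standard error 0.31, adjusted p = 0.000736) and Selp rose by 0.96 (standard error 0.26, adjusted p = 0.032; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of 12 tested genes of venous endothelium, a list that holds Selp and Vcam1, 4 fell and 1 rose (6 fell when adjusted over the list alone). Slc6a2, a norepinephrine transporter gene of lung veins, fell by 3.96 (standard error 0.61). The list moved down in camera's test (adjusted p = 0.00188), with adjusted p = 0.486 with an estimated correlation.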

Furthermore, the latest data shows that endothelial-mesenchymal transition (EndMT) is involved in the pathogenesis of fibrosis [20, 21]. 

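Vim, the gene of the intermediate filament vimentin that mesenchymal cells hold at high levels, was 1.58 higher on the log2 scale in the endothelial subcluster with Ptprc than in the mean of the others (standard error 0.24, adjusted p = 5.6e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a-like cells Vim stood at -0.63 from that mean (standard error 0.25, adjusted p = 0.12 from edgeR), and it passed the test in none of the 4 other subclusters. The subcluster with Ptprc was led by genes of leukocytes, and 69.6% of its cells were among the 5% of cells with the highest doublet scores. Cdh5, the junction gene that endothelial cells lose in a mesenchymal transition, was lower in d-like cells by a log2 value of -1.13 (standard error 0.22, adjusted p = 4.6e-05 from edgeR). In the Ptprc-high cells it stood at -0.74 (standard error 0.24, adjusted p = 0.0198 from edgeR), and in control-only cells it was higher. Cdh2, the gene of N-cadherin, was too low to be tested, at 49.5 CPM in e-like cells and 3.33 CPM in a-like cells. Cdh1, the gene of E-cadherin, stood at 0.505 CPM in a-like cells and at 0 in the other subclusters. Over all endothelial cells Vim had a log2 fold change of 0.47 between BLM-treated and control rats (standard error 0.25) and did not pass the test.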

The expression levels of EndMT-related genes were analyzed, and results indicated that there were no differences in the expressions of Vim, Cadh1, Cadh2, and Cdh5 among five EC subpopulations (Supplementary Fig. 6).

The highly sensitive FISH technique was used to determine whether scRNA-seq accurately localized specific gene expression to specific cell populations. RNA-ISH for Cxcl12 better identified cluster *a* ECs than Ntrk1 (neurotrophic receptor tyrosine kinase 2) since Ntrk1 also stained ECM (data not shown). Next, multiplexed immunofluorescence staining of Cxcl12-VE-cadherin and Nos3-Cav1-VE-cadherin was performed to examine the spatial localizations of cluster *a* and *e* ECs (Fig. 2f, Supplementary Fig. 7). In detail, Nos3 + Cav1 + ECs were topographically located in alveolar capillaries in the control lungs. Quantitative analysis showed that the number of Nos3 + Cav1 + ECs was significantly decreased in the fibrotic area (Fig. 2g). By contrast, BLM-treated lungs contained more Cxcl12 + ECs.

### The potential functional heterogeneity of ECs

We further performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses on marker genes (top 100) of these EC clusters. Cluster *a* ECs were enriched for “cell chemotaxis,” “VEGF production,” “regulation of angiogenesis,” and “ECM binding” processes, and VEGF, Toll-like receptor, and TGF-beta signaling pathways (Fig. 3a, f, Supplementary Fig. 8A). 

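Cxcl2, a chemokine gene for neutrophils, was 5.34 higher on the log2 scale in the endothelial subcluster with Ptprc than in the mean of the other subclusters (standard error 0.39, adjusted p = 5.7e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a-like cells it stood at -0.78 (standard error 0.65, adjusted p = 0.552 from edgeR), against a mean that includes the subcluster with Ptprc. The level of Cxcl2 was 1493 ± 1097 CPM in the subcluster with Ptprc and 95.1 ± 79.4 CPM in a-like cells. In e-like, d-like and control-only cells it was 37.8 ± 53.1, 35.4 ± 69 and 4.7 ± 8.15 CPM. Cxcl10, an interferon-induced chemokine gene for T cells, was higher in e-like cells by 1.57 (standard error 0.31, adjusted p = 0.000122 from edgeR). In a-like cells it stood at -0.54 (standard error 0.32, adjusted p = 0.35 from edgeR). Cxcl12 had UMIs in 45.3% of a-like cells, at a median depth of 1185.5 UMIs per cell. In d-like, e-like, control-only and Ptprc-high cells the shares were 17.4%, 15.6%, 8.87% and 39.2%. The median depths of these were 1544.5, 1927.5, 1289 and 2597 UMIs per cell. Ccl8 was not analysed here. Of 9 tested chemokine genes of a wider list, 3 rose in the endothelial cells of BLM-treated rats and none fell (3 when adjusted over the list alone): Cxcl1, Cxcl12 and Cxcl16. That list moved up in camera's test (adjusted p = 0.022), with adjusted p = 0.564 with an estimated correlation.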

Heatmap and violin plots for the expression levels of known chemotaxis activity-related genes showed that Ccl8, Cxcl2, Cxcl10, and Cxcl12 were highly expressed in cluster *a* ECs (Fig. 3h, i). In addition, cluster *a* ECs also express high levels of ECM-related genes*,* such as Eln, Col3a1, Igfbp7, and Lpl, indicating potential cross-talk between cluster *a* ECs and ECM-producing cells (Supplementary Fig. 9).

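Igfbp7, a secreted protein of the vessel matrix, was 1.26 higher on the log2 scale in a-like cells than in the mean of the other subclusters (standard error 0.24, adjusted p = 0.00017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpl, the gene of lipoprotein lipase, was 1.13 higher there (standard error 0.30, adjusted p = 0.00836 from edgeR). It was 1.49 higher in the Ptprc-high cells (standard error 0.32, adjusted p = 0.000267 from edgeR). Without control replicate 3 the value of Lpl was -0.84 in a-like and -1.23 in Ptprc-high cells, and neither passed. Eln, the gene of elastin, was highest in d-like cells, at 3.87 above the mean of the others (standard error 0.25, adjusted p = 8.2e-19 from edgeR), and stood at -0.997 in a-like cells (standard error 0.34), which did not pass (adjusted p = 0.0509 from edgeR) but passed as lower when adjusted over the list alone (adjusted p = 0.00636 from edgeR). Col3a1, a fibrillar collagen gene, was 2.77 higher in d-like cells (standard error 0.32) and stood at -0.82 in a-like cells (standard error 0.40), which did not pass (adjusted p = 0.224 from edgeR) but passed as lower when adjusted over the list alone (adjusted p = 0.0453 from edgeR). In all endothelial cells of BLM-treated rats Igfbp7 rose by 0.86 (standard error 0.21) and Lpl by 1.44 (standard error 0.23), while Eln fell by 0.99 (standard error 0.25). Among the 4 genes 2 rose and 1 fell, with the same calls when adjusted over the list alone, and the study chose this list on these samples, so that it is not independent evidence. From the matrix genes of cluster a, the paper proposes that these cells communicate with cells that produce matrix.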

**Fig. 3:**
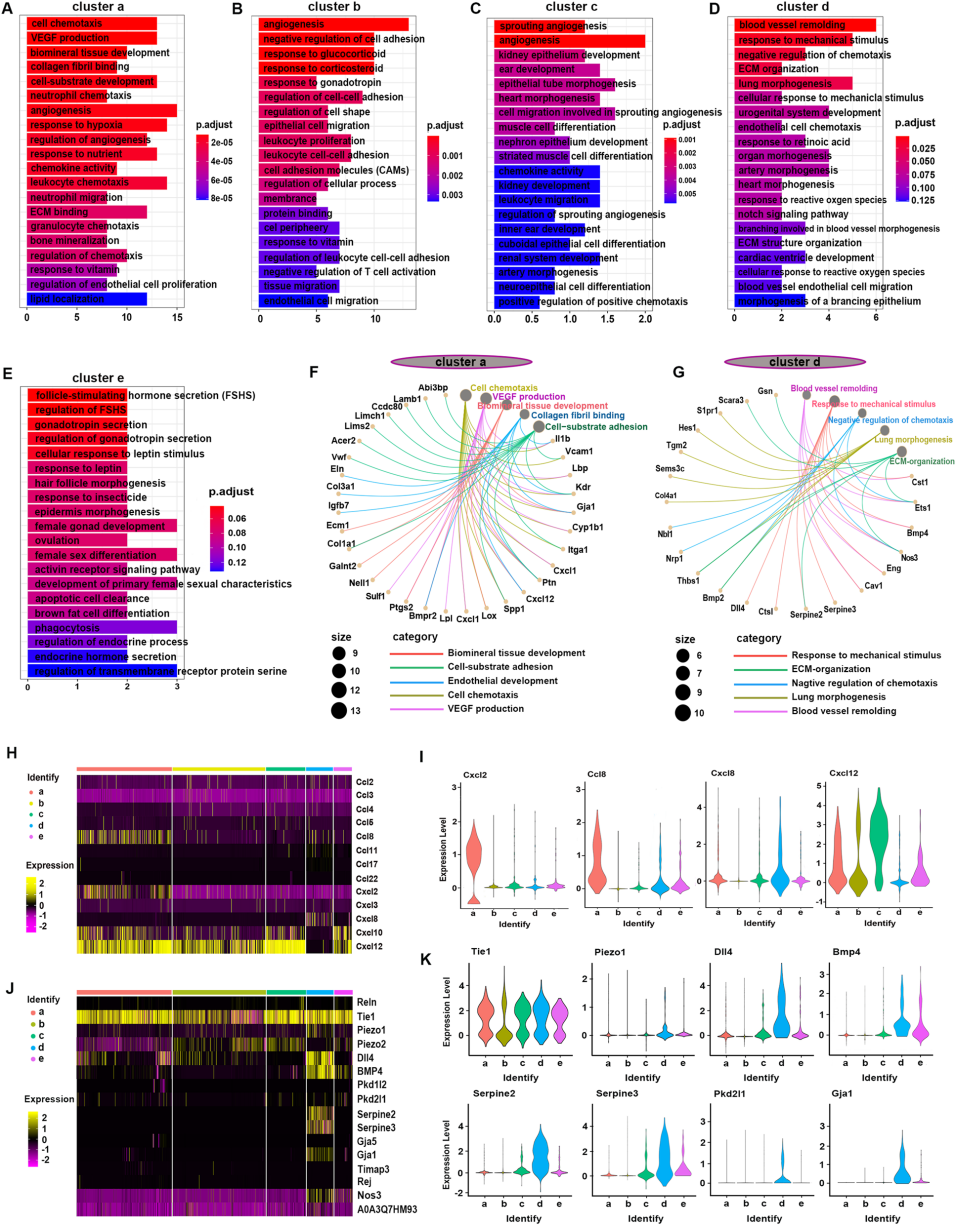
The potential functional heterogeneity of ECs. **a–e** The top 20 GO enrichment of cluster *a*–*e* ECs. **f** The top 5 Go enrichment network of cluster *a* ECs. **g** The top 5 Go enrichment network of cluster *d* ECs. **h** Heatmap depicting relative expression of known genes related to “chemotaxis activity”. **i** Violin plot showing the Cxcl2, Ccl8, Cxcl8, and Cxcl12 in EC subpopulations. **j** Heatmap depicting relative expression of known genes related to “response to mechanical stimulus” previously shown to be increased in fibrotic lung. **k** Violin plot showing the Tie1, Piezo1, Dll4, Bmp4, Serpine2, Serpine3, Pkd2l1, and Gja1 in EC subpopulations

Enrichment analyses of highly expressed genes indicated increased “regulation of cell adhesion,” “response to corticosteroid,” and “epithelial cell migration” processes, and increased ErbB signaling pathway in cluster *b* ECs (Fig. 3b, Supplementary Fig. 8B). Cluster *c* ECs were enriched for “sprouting angiogenesis” and “epithelial tube morphogenesis” processes and pathways in cancer (Fig. 3c, Supplementary Fig. 8C). Cluster *e* ECs were enriched for “follicle-stimulating hormone secretion (FSHS),” “gonadotropin secretion,” and “cellular response to leptin stimulus” processes (Fig. 3e, Supplementary Fig. 8E).

Notably, cluster *d* ECs were enriched for “response to mechanical stimulus/cellular response to mechanical stimulus,” “lung/heart morphogenesis,” “blood vessel remolding,” and “cardiac ventricle development” processes (Fig. 3d, g, and Supplementary Fig. 8D). 

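Clu, the gene of the secreted chaperone clusterin, was 2.53 higher on the log2 scale in d-like cells than in the mean of the other subclusters (standard error 0.28, adjusted p = 1.3e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp4, a growth factor gene, was 1.88 higher (standard error 0.28, adjusted p = 2.1e-07 from edgeR), and Tie1, an orphan receptor gene of the endothelium, 0.80 higher (standard error 0.20, adjusted p = 0.00165 from edgeR). Gja1, a gap junction gene of the same list, was 2.95 higher (standard error 0.48). Piezo1, a stretch-activated ion channel gene, stood at -0.58 (standard error 0.36, adjusted p = 0.265 from edgeR) and Dll4 at 0.16 (standard error 0.32, adjusted p = 0.785 from edgeR) in d-like cells. Clu was also 2.00 higher in e-like cells (standard error 0.30), where the other genes apart from Gja1 did not pass. Of the 6 genes of the list that could be tested 4 were higher in d-like cells and none was lower, over all genes and when adjusted over the list alone, and the study chose the list on these samples, so that it is not independent evidence. Serpine2, a protease inhibitor gene, stood at 4.9 ± 7.64 CPM (SD over 6 rats) in d-like cells and 42.9 ± 37.1 CPM in e-like cells, too low for the test. Serpine3 was not analysed here.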

Known mechanical stimulation related genes, such as Cav1, Serpine2, Serpine3, Piezo1, Dll4, Tie1, BMP4, and Clu, were highly expressed in cluster *d* ECs (Fig. 3j, k). In addition, the plasma membrane proteins/receptors (e.g., Itga1, Icam1, Edn1, Aqp1, Tubb5, and Jam2) which were reported to play roles in transmitting mechanical stress into biochemical signaling cascades were observed to be highly expressed in cluster *d* ECs (Supplementary Fig. 10) [22–25]. 

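Of these 6 genes Jam2, which encodes a junctional adhesion molecule, was 0.61 higher on the log2 scale in d-like cells than in the mean of the other subclusters (standard error 0.23, adjusted p = 0.0495, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass when adjusted over the list alone (adjusted p = 0.0575 from edgeR). The other 5 did not pass in d-like cells, with Icam1, an adhesion molecule gene, at 0.60 (standard error 0.25, adjusted p = 0.0742 from edgeR) and Aqp1, a water channel gene, at -0.06 (standard error 0.23, adjusted p = 0.902 from edgeR). In e-like cells 4 of the 6 were higher. Jam2 was higher there by 1.99 (standard error 0.22), Aqp1 by 1.83 (standard error 0.21), Icam1 by 1.36 (standard error 0.25) and the integrin gene Itga1 by 1.19 (standard error 0.29), and these 4 passed in both adjustments. Edn1, the gene of the vasoconstrictor endothelin 1, and Tubb5, a tubulin gene, passed in no subcluster. None of the 6 genes passed between BLM-treated and control rats over all endothelial cells, while 2 were higher and 1 was lower when adjusted over the list alone. The study chose this list on these samples, so that it is not independent evidence.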

Immunofluorescence staining showed that Nos3 + Cav1 + ECs could be identified in the lung and heart instead of kidney, brain, and liver (Supplementary Fig. 11).

### Single-cell profiling of macrophages and stromal cells

Previous genetic studies in rodents have revealed macrophage and stromal cell subpopulations orchestrating both fibrotic diseases progression and regression. In this study, five macrophage clusters and five stromal cell clusters were identified.

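The 8439 macrophage-like cells, re-clustered without the genes that the study names for its macrophage clusters, fell into 5 subclusters of at least 20 cells and 1 of 16 cells. The largest, of 4057 cells led by Alpk3, Fcrla and Vopp1, took 82.2% ± 0.872 (SD, n = 3) of the macrophages of control rats and 11.7% ± 1.58 (SD, n = 3) of those of BLM-treated rats. A subcluster of 2132 cells led by Olr1, an oxidized lipid receptor gene, and Nlrp3, an inflammasome gene, took 3.81% ± 2.39 and 50.3% ± 6.26, a log2 fold change of 3.68 (standard error 0.58, adjusted p = 0.00197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither matched cluster 1, 2, 4 or 5. Cluster 3, for which the text of the study names no gene, was not compared. By the study's marker genes 3 others matched clusters 2, 4 and 5, and they are called 2-like, 4-like and 5-like here. Lgals3, the gene of galectin-3, which alveolar macrophages hold at high levels, was higher in the 2 largest subclusters by 0.92 (standard error 0.12) and 0.85 (standard error 0.12), and in 2-like cells by 1.01 (standard error 0.14). In the 5-like cells it stood at -2.94 (standard error 0.15). Ear2 was not analysed here.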

Macrophages were annotated as Ear2 high-AMs (cluster *1*, *2*, *3*, *4*) and interstitial macrophages (IMs) (cluster *5*) (Fig. 4a–d). 

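Mrc1, the mannose receptor gene of alveolar macrophages, stood at 2019 ± 393 CPM (SD over 6 rats) in the subcluster led by Olr1 and at 1796 ± 452 CPM in the one led by Alpk3. It stood at 1026 ± 264 CPM in 5-like cells. Cd14, a receptor gene for bacterial lipopolysaccharide, was highest in 2-like cells, at 891 ± 148 CPM (SD over 4 rats). Il1b, an inflammatory cytokine gene, was highest in 5-like cells, at 2675 ± 924 CPM, and stood at 1146 ± 508 CPM in the Olr1-led cells and 147 ± 78.1 CPM in the Alpk3-led cells. No subcluster was highest in all 3 genes, and none matched cluster 1, whose best mean log2 fold of 1.01 lay in the 5-like cells. Over all macrophages of BLM-treated rats Cd14 rose by 2.14 on the log2 scale (standard error 0.23, adjusted p = 0.000468) and Il1b by 2.23 (standard error 0.27, adjusted p = 0.000821; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Mrc1 had a log2 fold change of 0.18 (standard error 0.14) and did not pass. Of 11 tested genes of the inflammasome and of acute cytokines 9 rose and none fell (9 rose and 1 fell when adjusted over the list alone). This list moved up in camera's test (adjusted p = 1.38e-05), with adjusted p = 0.29 with an estimated correlation.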

Cluster *1* macrophages expressed relatively high levels of Mrc1, as well as CD14, IL1B. GO analysis demonstrated that cluster *1* AMs was enriched for “chemokine receptor binding,” “monocyte chemotaxis,” and “complement activation” processes. Cluster *2* AMs highly expressed genes related to “inflammatory response,” “phagocytosis,” and “collagen metabolic processes,” such as Spp1, Trem2, Ctsl, Arg1, and Mmp14, suggesting that cluster *2* AMs may correspond to the scar-associated macrophage (SAMΦ) reported by Ramachandran et al. [10]. 

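The 2-like macrophages took 0.202% ± 0.198 (SD, n = 3) of the macrophages of control rats and 18.5% ± 9.02 (SD, n = 3) of those of BLM-treated rats, 10 and 867 cells. In them Spp1, the gene of osteopontin, stood at 4554 ± 3988 CPM (SD over 4 rats), while the other 4 large subclusters lay between 33.1 and 164 CPM. Trem2, a lipid receptor gene, stood at 312 ± 169 CPM, Ctsl, a lysosomal protease gene, at 999 ± 652 CPM and Mmp14, a membrane-bound collagenase gene, at 276 ± 128 CPM, each the highest of the 5 large subclusters. These genes served to match the subcluster. Among genes not used for the match Ctsb, the gene of cathepsin B, was 1.98 higher there on the log2 scale (standard error 0.12, adjusted p = 1.2e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Lgals1, the gene of galectin-1, 2.07 higher (standard error 0.22). Of 21 tested genes of scar-associated macrophages, a list that also holds Ctsk and Gpnmb, 11 rose over all macrophages of BLM-treated rats and 1, Cd9, fell (12 rose when adjusted over the list alone). Spp1 rose by 6.11 (standard error 0.90), Trem2 by 3.41 (standard error 0.20) and Ctsl by 2.84 (standard error 0.48). Mmp14 at 0.19 (standard error 0.31) did not pass. The list moved up in camera's test (adjusted p = 1.38e-05), with adjusted p = 0.449 with an estimated correlation. Sftpc fell by 3.77 (standard error 0.57) in the same cells. The macrophages of control rats came mainly from the Alpk3-led and those of BLM-treated rats from the Olr1-led and 2-like subclusters. From genes that include Spp1, Trem2, Ctsl and Mmp14, the paper proposes that its cluster 2 corresponds to scar-associated macrophages described in another study.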

Cluster *3* AMs were enriched for processes relevant to responses to “glucocorticoid,” “collagen metabolic processes,” and “regulations of SMC proliferation.” Cluster *4* AMs highly expressed genes closely related to “mitosis” and “cell proliferation,” such as Mki67, Ckap2, and Smc4. 

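In the 4-like subcluster of 452 cells Mki67, which encodes a nuclear protein of dividing cells, stood at 1461 ± 177 CPM (SD over 6 rats), and Smc4, a condensin gene, at 2001 ± 247 CPM. Ckap2, a spindle gene, stood at 263 ± 64 CPM. These genes served to match the subcluster. Among proliferation genes not used for the match 9 of 11 were higher in 4-like cells than in the mean of the other subclusters, with the same count when adjusted over the list alone. Nusap1, a spindle assembly gene, was 6.86 higher on the log2 scale (standard error 0.21, adjusted p = 3e-25, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Aurkb, a mitotic kinase gene, 4.56 higher (standard error 0.17). Sptbn1, a spectrin gene, did not pass, at 0.46 (standard error 0.25), and Snx18, a sorting nexin gene of endocytosis, was lower at -1.06 (standard error 0.16). The study chose this list on these samples, so that it is not independent evidence. The 4-like cells took 7.11% ± 0.539 (SD, n = 3) of the macrophages of control rats and 3.35% ± 0.575 (SD, n = 3) of those of BLM-treated rats, a log2 fold change of -1.09 (standard error 0.19, adjusted p = 0.00278 from edgeR).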

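The 5-like subcluster was led by Lyve1, Cd74 and genes of MHC class II, the molecules that present antigens to T cells, and took 6.69% ± 1.81 (SD, n = 3) of the macrophages of control rats and 15.8% ± 3.58 (SD, n = 3) of those of BLM-treated rats. The log2 fold change of this share was 1.25 (standard error 0.27, adjusted p = 0.00588, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C1qa, a complement gene, stood at 2219 ± 622 CPM (SD over 6 rats) there, against 2.12 ± 2.61 CPM in the Alpk3-led cells. Of 13 tested genes of monocyte-derived macrophages, a list that holds the C1q genes, 10 rose over all macrophages of BLM-treated rats and 1, Lyz2, fell (12 rose when adjusted over the list alone). Apoe, the gene of apolipoprotein E, rose by 5.85 on the log2 scale (standard error 0.43) and C1qa by 2.24 (standard error 0.32). The list moved up in camera's test (adjusted p = 4.13e-06), with adjusted p = 0.338 with an estimated correlation. Of 19 tested chemokine genes 12 rose and 1, Ccl9, fell (13 rose and 2 fell when adjusted over the list alone). Ccl2, which draws monocytes, rose by 2.28 (standard error 0.30). The chemokine list moved up in camera's test (adjusted p = 1.38e-05), with adjusted p = 0.29 with an estimated correlation.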

The cluster *5* IMs were enriched for processes of “inflammatory response,” “chemokine activity,” and “the external side of the plasma membrane” (Supplementary Figs. 12–15).

**Fig. 4:**
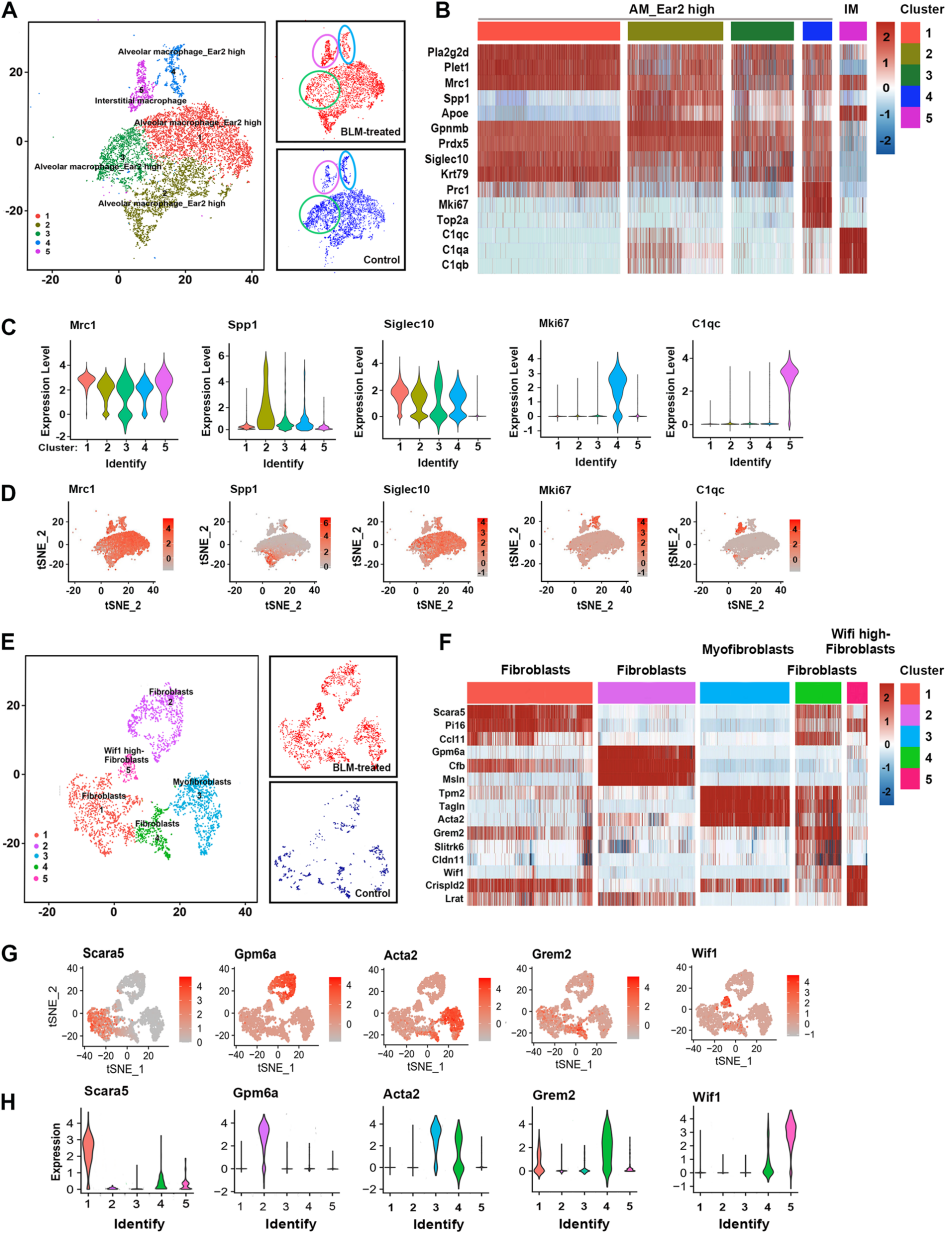
Single-cell profiling of macrophages and stromal cells. **a** Clustering and annotating 8,379 macrophages (left), annotating injury condition (right). **b** Heatmap: macrophage cluster marker genes (top 3, color coded by cluster and condition), exemplar genes labeled (right), cells are shown in columns, genes are shown in rows. **c**, **d** The expressions of selected marker genes across 5 macrophage subpopulations. **e** Re-clustering and annotating 3,067 stromal cells (left), annotating injury condition (right). **f** Heatmap: stromal cell cluster marker genes (top 3, color coded by cluster and condition), exemplar genes labeled (right), cells columns, genes rows. (G, H) The expressions of selected marker genes across 5 stromal cell subpopulations

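The 3085 stromal-like cells, taken from the fibroblast-like, smooth muscle or pericyte-like and mesothelial classes, gave 5 subclusters of 1100, 749, 720, 408 and 108 cells when the genes that the study names for its stromal clusters were kept out. By the study's marker genes 3 matched clusters 1, 3 and 4, and they are called 1-like, 3-like and 4-like here. The 749 cells were mesothelial, with Gpm6a in 93.7% of cells. They took 27% ± 18.8 (SD, n = 3) of the stromal cells of control rats and 24.1% ± 19.1 (SD, n = 3) of those of BLM-treated rats, a share that did not pass the test. Of the 108 cells, which were led by the macrophage genes Ccl6, Cybb, Clec7a and Mrc1, 75.9% held Ptprc. In the fibroblast-like class alone 437 genes were higher and 364 lower in BLM-treated than in control rats, of 6211 tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Postn, the gene of the matrix protein periostin, had no UMI in those cells of control rats, which makes it at least 4.75 higher on the log2 scale in BLM-treated rats at a floor of 3 counts over the group. Hhip, an inhibitor gene of hedgehog signalling, fell by 4.37 (standard error 0.29). Without control replicate 3 the count was 359 genes in all, and without control replicate 1 it was 522. The main kind of cell in the fibroblast-like class differed between the groups, so that changes over the class can come from that shift.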

Re-clustering the 3,067 stromal cells revealed five discrete populations of fibroblasts (Fig. 5e–h). Cluster *1* expressed high levels of Scara5, Pi16 and the highest levels of Col1a1, Col3a1, and Cthrc1, suggesting that cluster *1* stromal cells may correspond to the collagen-producing Cthrc1 + cells as reported by Tsukui et al. [26]. 

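The 1-like subcluster took 9.31% ± 5.59 (SD, n = 3) of the stromal cells of control rats and 37.5% ± 16.8 (SD, n = 3) of those of BLM-treated rats, a log2 fold change of 1.97 (standard error 0.66, adjusted p = 0.0295, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost without control replicate 1, 2 or 3 and without BLM-treated replicate 1 or 2. In these cells Scara5, a ferritin receptor gene, stood at 526 ± 384 CPM (SD over 5 rats), Pi16, a marker gene of adventitial fibroblasts, at 1552 ± 1413 CPM and Cthrc1, a secreted protein gene of matrix-producing fibroblasts, at 520 ± 392 CPM, each the highest of the 5 subclusters. These genes served to match the subcluster, so that their levels there are no independent result. Col1a1, the main gene of fibrillar collagen, was 2.71 higher there on the log2 scale than in the mean of the others (standard error 0.30, adjusted p = 2.6e-08 from edgeR), and Col3a1 1.67 higher (standard error 0.29). Over all fibroblast-like cells Scara5 rose by 4.01 in BLM-treated rats (standard error 0.38), Pi16 by 3.25 (standard error 0.59), Cthrc1 by 2.70 (standard error 0.44) and Col1a1 by 1.30 (standard error 0.28). Col3a1 had a log2 fold change of 0.37 (standard error 0.22) and did not pass. The fibroblast-like cells of control rats came mainly from a cluster led by Slitrk6 and Cldn11, and those of BLM-treated rats from a cluster led by Dpt and C7. From Col1a1, Col3a1 and Cthrc1, the paper proposes that its cluster 1 corresponds to collagen-producing cells with Cthrc1 described in another study.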

Cluster *2* stromal cells expressed high levels of Gpm6a, in addition to lipofibroblast markers (e.g., Fabp4, Fabp5, and Krt79). 

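Gpm6a, a membrane glycoprotein gene of the mesothelium, stood at 4385 ± 1362 CPM (SD over 6 rats) in the mesothelial subcluster and at 609 ± 474 CPM in the 108 cells with Ptprc (SD over 4 rats), while the other 3 subclusters lay between 1.02 and 35.3 CPM. Fabp4, a fatty acid-binding protein gene, stood at 362 ± 266 CPM in the 108 cells and at 15.4 ± 24.4 CPM in the mesothelial cells. Krt79, a keratin gene, stood at 410 ± 278 CPM and 1.86 ± 2.47 CPM in the same order. Fabp5, another fatty acid-binding protein gene, stood at 634 ± 80.6 CPM and 294 ± 229 CPM. The markers of cluster 2 reached their best mean log2 fold, 2.3, in the 108 cells and 1.5 in the mesothelial cells. No number was given to a subcluster with Ptprc in most cells, a rule set after its leading genes were seen.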

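In the 3-like subcluster Acta2, the gene of smooth muscle actin, stood at 4058 ± 1069 CPM (SD over 6 rats), Myh11, the smooth muscle myosin gene, at 3867 ± 861 CPM and Actg2, the gene of enteric smooth muscle actin, at 818 ± 329 CPM. The next highest levels were those of the 4-like cells, at 1966 ± 573, 2385 ± 508 and 443 ± 137 CPM. These 3 genes served to match the subcluster. Col1a1 stood at -2.64 on the log2 scale from the mean of the other subclusters in 3-like cells (standard error 0.38) and Col3a1 at -2.87 (standard error 0.36), both past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3-like cells took 15.6% ± 8.92 (SD, n = 3) of the stromal cells of control rats and 28.6% ± 14.1 (SD, n = 3) of those of BLM-treated rats, a share that did not pass the test (log2 fold change 0.84, standard error 0.63, adjusted p = 0.348 from edgeR). In the fibroblast-like class, which leaves out most of these cells, 9 of 15 tested myofibroblast and contractile genes fell in BLM-treated rats and 4 rose (10 fell and 4 rose when adjusted over the list alone). Acta2 fell by 3.89 (standard error 0.36) and Myh11 by 3.58 (standard error 0.46), while Postn, Cthrc1, Sfrp1 and Spp1 were the 4 that rose. In 1-like cells Acta2 and Myh11 stood at 167 ± 135 and 74.4 ± 54.4 CPM, far below their levels in 4-like cells. The fibroblast-like class went from mainly Cldn11-led to mainly Dpt-led cells, so that these falls could come from that shift. A change within a kind of cell was not tested. The list moved down in camera's test (adjusted p = 0.00769), with adjusted p = 0.516 with an estimated correlation.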

Cluster *3* stromal cells were annotated as myofibroblasts given their high expression of Acta2, Actg2, and Myh11. 

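Cldn11, a tight junction gene, stood at 1065 ± 169 CPM (SD over 6 rats) in the 4-like subcluster and between 15.7 and 90 CPM in the other 4 subclusters. It served to match the subcluster. The 4-like cells took 45.7% ± 4.09 (SD, n = 3) of the stromal cells of control rats and 6.57% ± 2.16 (SD, n = 3) of those of BLM-treated rats, a log2 fold change of -2.78 (standard error 0.54, adjusted p = 0.00143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all fibroblast-like cells Cldn11 fell by 3.35 (standard error 0.27).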

Cluster *4* stromal cells expressed high levels of Grem2 and Coldn11. 

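Vegfa, the main growth factor gene of blood vessels, stood at 1555 ± 932 CPM (SD over 5 rats) in 1-like cells and at 334 ± 141 CPM (SD over 6 rats) in the mesothelial cells, the next highest subcluster. Reck, a membrane inhibitor of matrix proteases, stood at 628 ± 404 CPM in 1-like and 498 ± 108 CPM in 4-like cells. Mmp2, the gene of gelatinase A, stood at 2304 ± 380 CPM in 1-like and 1319 ± 261 CPM in 4-like cells. The best mean log2 fold of these markers, 2.13, lay in the 1-like subcluster, and no other subcluster received the number 5. Over all fibroblast-like cells Mmp2 rose by 0.72 on the log2 scale in BLM-treated rats (standard error 0.20, adjusted p = 0.0348) and Reck fell by 0.77 (standard error 0.20, adjusted p = 0.0243; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Vegfa had a log2 fold change of 0.81 (standard error 0.27, adjusted p = 0.0705 from edgeR) and did not pass.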

Cluster *5* stromal cells expressed high levels of genes related to angiogenesis (e.g., Vegfa, Reck, and Mmp2) (Supplementary Fig. 16). A heatmap of known ECM components and GO enrichment analysis of the highly expressed genes showed that all subtypes were enriched for ECM-related processes (Supplementary Fig. 17A, 17B). In addition, cluster *1*, *2*, and *5* stromal cells were enriched for processes of “response to VEGF stimulus” and “blood vessel remolding,” and cluster *2*, *4*, and *5* were closely relevant to “monocyte chemotaxis” (Supplementary Fig. 17C–17G). These data imply potential communication between stromal cells, ECs, and macrophages in fibrotic processes.

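Of 28 tested genes of fibrillar collagens and matrix 15 rose in the fibroblast-like cells of BLM-treated rats and 1, Col12a1, fell (19 rose when adjusted over the list alone). Fn1, the gene of fibronectin, rose by 2.43 on the log2 scale (standard error 0.27), Sparc, a collagen-binding protein gene, by 1.29 (standard error 0.23) and Lox, the enzyme gene that cross-links collagen, by 1.32 (standard error 0.25). The list moved up in camera's test (adjusted p = 5.42e-07), with adjusted p = 0.264 with an estimated correlation. Of 14 tested genes of matrix degradation 7 rose, among them Ctsk and Timp1, and 2, Adamts1 and Reck, fell (the same counts when adjusted over the list alone). That list moved up too (adjusted p = 0.0258 from camera), with adjusted p = 0.344 with an estimated correlation. Sftpc fell by 3.25 (standard error 0.60) in these fibroblast-like cells. Across the subclusters Col3a1 stood at 21869 ± 4864 CPM in 1-like, 19191 ± 9493 CPM in mesothelial and 16939 ± 7125 CPM in 4-like cells, and at 2852 ± 1769 CPM in 3-like cells. Fn1 stood at 1880 ± 659 CPM in 1-like and 177 ± 88.2 CPM in 4-like cells. Rises of matrix genes could thus come from the shift of the fibroblast-like class from Cldn11-led to Dpt-led cells. A change within a kind of cell was not tested. The gene values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.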

**Fig. 5:**
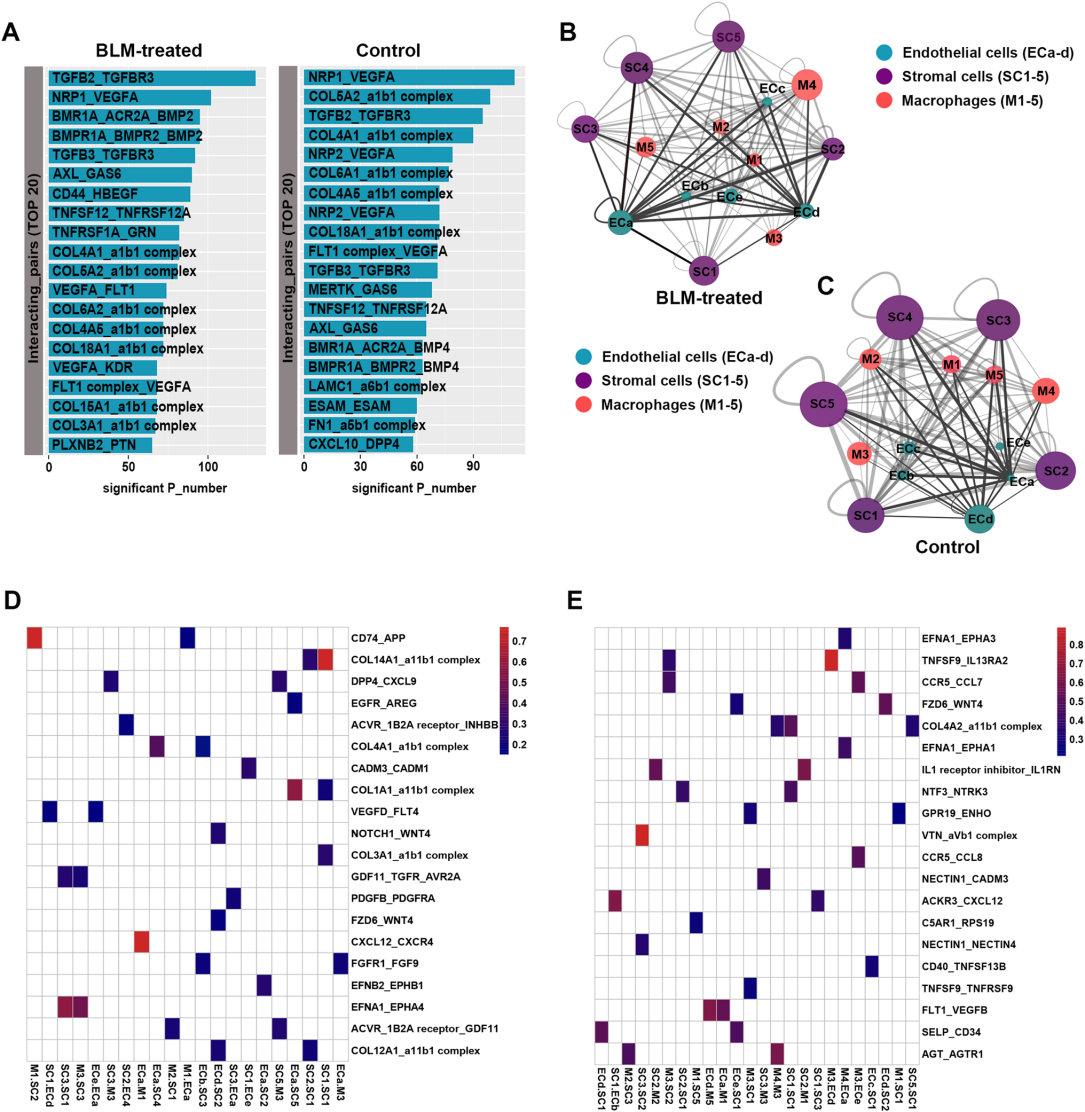
Cell communication predicted by CellPhoneDB. **a** The top 20 ligand-receptor pairs across ECs, macrophages, and stromal cells. **b** Network visualizing potential specific interactions in the BLM-treated lungs, in which nodes are selected clusters and edges represent the number of significant ligand–receptor pairs. The network layout was set to force-directed layout. **c** Network visualizing potential specific interactions in the control lungs. **d** Heatmap: Top 20 (p-value) ligand–receptor pairs. **e** Heatmap: Top 20 (p-value) ligand–receptor pairs

In addition, we found that SingleR failed to identify perivascular cells (PCs) and vascular smooth muscle cells (VSMCs) which are highly involved in both fibrosis and angiogenesis. 

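Rgs5, a gene of pericytes and of vascular smooth muscle, was 7.31 higher on the log2 scale in the 3-like stromal subcluster than in the mean of the others (standard error 0.30, adjusted p = 1.2e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cspg4, the gene of the pericyte proteoglycan NG2, was 4.88 higher (standard error 0.27, adjusted p = 6.5e-15 from edgeR), Pdgfrb, the receptor gene through which pericytes are recruited, 2.63 higher (standard error 0.29), Cnn1, a calponin gene, 4.49 higher (standard error 0.33) and Tagln, the gene of transgelin, 4.52 higher (standard error 0.31). Trpc6, a cation channel gene too low for the test, had UMIs in 8.33% of 3-like cells and in 0.735% or less of the cells of the other 4 subclusters. In 4-like cells Cnn1 was 3.41 higher (standard error 0.43) and Tagln 3.80 higher (standard error 0.32), while Cspg4 at -1.19 (standard error 0.72) and Pdgfrb at 0.43 (standard error 0.43) did not pass. In 1-like cells Pdgfrb was 1.00 higher (standard error 0.32). These genes were kept out of the clustering, and in 3-like cells all 5 that could be tested passed, also when adjusted over the list alone.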

Feature plots of known marker genes of VSMCs (Cnn1, Acta2, Tagln, Rgs5) and PCs (Cspg4, Trpc6, Pdgfrb) suggested that these cells may be included in stromal population (Supplementary Fig. 18).

### Cell communication predicted by CellPhoneDB

In order to systematically examine the interaction between ECs, macrophages, and stromal cells, the CellPhoneDB database of ligand–receptor interacting pairs developed by Roser et al. [27] was used in this study. Briefly, by identifying the expression levels of biologically relevant ligand–receptor complexes within cell populations of interest and using empirical shuffling to calculate which ligand–receptor pairs display significant cell-type specificity, we generated cell–cell communication networks in the control and the BLM-treated lungs. 

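Tgfb3, the gene of a transforming growth factor, had UMIs in 24.8% ± 3.65 (SD, n = 3 rats) of the fibroblast-like cells of control rats and in 53.9% ± 4.18 (SD, n = 3) of those of BLM-treated rats. Its receptor gene Tgfbr3 had UMIs in 82.6% ± 5.02 and 66.5% ± 3.43 of the same cells, and in 24.9% ± 2.57 and 27.1% ± 2.04 of endothelial cells. Nrp1, a co-receptor gene for VEGF, was found in 64.4% ± 5.82 and 63.4% ± 2.64 of endothelial cells, and Vegfa in 61.3% ± 18.5 and 65.1% ± 3.45. Gas6, the ligand gene of the receptor Axl, was found in 24.2% ± 2.19 and 59.9% ± 5.84 of fibroblast-like cells, and Axl in 81.4% ± 5.57 and 73.5% ± 10.1 of macrophages. Col4a5, a collagen gene of basement membranes, was found in 58.1% ± 8.49 and 56% ± 3.46 of fibroblast-like cells. The integrin gene Itga1 was found in 27.3% ± 1.76 and 18.2% ± 2.43 of endothelial cells. These shares are unthinned, and the median fibroblast-like cell held 1423 UMIs in control and 3142 UMIs in BLM-treated rats. After thinning to 500 UMIs the shares in fibroblast-like cells were 10.1% ± 3.95 and 18.1% ± 2.37 for Tgfb3, 58.5% ± 9.2 and 23.5% ± 1.47 for Tgfbr3, 6.45% ± 3.02 and 25.6% ± 5.09 for Gas6 and 31.6% ± 7.62 and 19% ± 2.7 for Col4a5. All the unthinned shares lie above the limit of 10% of cells that the study set for a ligand or receptor. In fibroblast-like cells of BLM-treated rats Tgfb3 rose by 1.17 on the log2 scale (standard error 0.25), Nrp1 by 2.06 (standard error 0.28), Gas6 by 2.01 (standard error 0.23) and Axl by 0.99 (standard error 0.26), while Tgfbr3 fell by 1.69 (standard error 0.19) and Col4a5 by 0.88 (standard error 0.19), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test of pairs by shuffling was not rerun.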

The common ligand–receptor pairs in both control and BLM-treated lungs were TGFB3_TGFBR3, NRP1_VEGFA, AXL_GAS6, and COL4A5_a1b1 complexes. 

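Hbegf, a growth factor gene of the epidermal growth factor family, rose in the endothelial cells of BLM-treated rats by 1.33 on the log2 scale (standard error 0.24, adjusted p = 0.00252) and in macrophages by 1.06 (standard error 0.27, adjusted p = 0.0306; edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). It had UMIs in 24.9% ± 4.96 (SD, n = 3 rats) of the endothelial cells of control rats and in 44.5% ± 1.74 (SD, n = 3) of those of BLM-treated rats, and after thinning to 500 UMIs in 14.3% ± 3.55 and 26.4% ± 1.69. Cd44, a hyaluronan receptor gene, was found in 65.5% ± 13.1 and 73% ± 3.43 of macrophages, and its log2 fold change there, 0.04 (standard error 0.14), did not pass. Vegfa rose in macrophages by 3.04 (standard error 0.37), from 2.35% ± 0.184 to 16.1% ± 6.33 of cells with a UMI (0.805% ± 0.0527 and 4.22% ± 2.24 after thinning to 500 UMIs). In fibroblast-like cells, whose median was 1423 UMIs in control and 3142 in BLM-treated rats, Vegfa was found in 30.7% ± 3.37 and 67.1% ± 7.23 of cells unthinned and in 21.6% ± 1.87 and 32.9% ± 8.71 after thinning. Its log2 fold change there, 0.81 (standard error 0.27, adjusted p = 0.0705 from edgeR), did not pass. Its receptor genes did not rise over all endothelial cells. Flt1 had a log2 fold change of -0.54 (standard error 0.21, adjusted p = 0.164 from edgeR) and Kdr fell by 1.02 (standard error 0.20, adjusted p = 0.00437 from edgeR). The fall of Kdr could come from the absence of the control-only cells, which held it at 1442 ± 86.5 CPM. In a-like cells Kdr stood at 544 ± 130 CPM, 0.85 above the mean of the other subclusters (standard error 0.25, adjusted p = 0.0184 from edgeR). A change of Kdr within a subcluster was not tested.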

In BLM-treated lungs, the increased ligand–receptor pairs were CD44_HBEGF, VEGFA_FLT1, and VEGFA_KDR (Fig. 5a). Interaction network analysis indicated potential cross-talk between ECs, macrophages, and stromal cells (Fig. 5b, c). The enrichment of CXCL12_CXCR4 (ECa_M1), COL1A1_a11b1 (ECa_F5), COL4A1_a1b1 complex (ECa_F4), FGFR1_FGF9 (ECa_F3), and VEGFD_FLT4 (ECe_ECa) in BLM-treated lungs further proved the potential role of cluster *a* ECs in recruiting circulating monocytes, inducing the proliferation of fibroblasts, and promoting the production of ECM (Fig. 5d). 

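Cxcl12 rose in the endothelial cells of BLM-treated rats to 913 CPM, from 60.8 ± 92.8 CPM in control rats (SD, n = 3), and its receptor gene Cxcr4 rose in macrophages by 1.65 on the log2 scale (standard error 0.32, adjusted p = 0.00784, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcr4 had UMIs in 21.2% ± 9.66 of the macrophages of control rats and in 47.5% ± 6.65 of those of BLM-treated rats, and after thinning to 500 UMIs in 6.66% ± 2.52 and 20.2% ± 3.93. The shares below are unthinned. Col4a1, a basement membrane collagen gene, was found in 56.4% ± 8.36 and 74.9% ± 4.41 of endothelial cells, and its log2 fold change, 0.62 (standard error 0.23), did not pass. Col1a1 was found in 0.889% ± 1.54 and 4.24% ± 2.31 of endothelial cells. Its partner Itga11, an integrin gene, was found in 4.21% ± 3.9 and 5.92% ± 3.34 of fibroblast-like cells. Fgfr1, a fibroblast growth factor receptor gene, was found in 1.46% ± 1.97 and 2.36% ± 0.724 of endothelial cells, and Fgf9 in 0.645% ± 0.619 and 3.66% ± 1.47 of fibroblast-like cells. Flt4, the receptor VEGFR3, was found in 3.7% ± 5.29 and 3.6% ± 0.818 of endothelial cells, and Vegfd in 1.23% ± 2.14 and 0.29% ± 0.144. The shares of Col1a1, Fgfr1, Flt4 and Vegfd in endothelial cells lie below the limit of 10% of cells, and so do those in a-like cells of both groups together, at 2.97%, 2.1%, 3.41% and 0.217%. In stromal subclusters Itga11 reached at most 8.73%, in 1-like cells. Fgf9 reached 13.6% in mesothelial cells and had no UMI in the 720 3-like cells. Shares per subcluster and group were not analysed here. From the pairs enriched in BLM-treated lungs, the paper concludes that cluster a endothelial cells have a potential role in drawing monocytes, in the growth of fibroblasts and in the production of matrix.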

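Tnfsf9, a cytokine gene of the tumor necrosis factor family, had UMIs in 1.05% ± 0.561 (SD, n = 3 rats) of the macrophages of control rats and in 5.69% ± 1.49 (SD, n = 3) of those of BLM-treated rats, where it rose by 2.40 on the log2 scale (standard error 0.27, adjusted p = 0.00059, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il13ra2, a decoy receptor gene for interleukin 13, was found in 0.222% ± 0.385 and 0.0496% ± 0.0859 of endothelial cells, and in 22.9% ± 2.12 and 18.3% ± 10.8 of mesothelial cells. Fzd6, a Wnt receptor gene, was found in 9.97% ± 4.74 and 11.1% ± 4.15 of endothelial cells. Wnt4 was found in 4.42% ± 3.94 and 13.3% ± 3.04 of mesothelial cells. Selp was found in 10.6% ± 5.27 and 7.41% ± 1.15 of endothelial cells, and its partner Cd34 in 4% ± 1.58 and 10.7% ± 1.8 of fibroblast-like cells. These shares are unthinned, and the median fibroblast-like cell held 1423 UMIs in control and 3142 UMIs in BLM-treated rats. After thinning to 500 UMIs Cd34 was found in 1.15% ± 1.09 and 2.11% ± 0.418 of these cells (exact permutation test, p = 0.2), and Tnfsf9 in 0.381% ± 0.228 and 1.5% ± 0.333 of macrophages. Vegfb, a ligand gene of Flt1, was found in 6.06% ± 3.4 and 10.2% ± 1.55 of macrophages, with a log2 fold change of 0.38 (standard error 0.22) that did not pass. Flt1 was found in 56.1% ± 10.8 and 49.7% ± 2.64 of endothelial cells. In d-like cells of both groups together Selp was found in 46.7% and Fzd6 in 28.8%, in 1-like stromal cells Cd34 in 12.2%, and in the mesothelial subcluster Wnt4 in 13.8%, all above the limit of 10% of cells. Il13ra2, found in 0.543% of d-like cells, lay below that limit, and so did Tnfsf9 in the macrophages of both groups.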

The enrichment of TNFSF9_IL13RA2 (M3_ECd), FZD6_WNT4 (ECd_F2), SELP_CD34 (ECd_F1), and FLT1_VEGFB (ECa_M5) suggested that cluster *d* ECs were closely involved in the biological process in the normal lungs (Fig. 5e).

## Discussion

The lung is a highly vascular organ responsible for efficient gas exchange. Understanding the role of ECs in the pathogenesis of fibrosis is important and current knowledge is limited. Here, our scRNA-seq data provide insight into the heterogeneity and plasticity of ECs in normal and fibrotic lungs and suggest that the potential cross-talk between ECs, macrophages, and stromal cells contributes to pathologic IPF.

A recent study reported that ECs from different tissues exhibited prominent transcriptomic heterogeneity to meet the distinct physiological needs [28]. Using scRNA-seq, Sébastien et al*.* [29] identified four capillary endothelial cell phenotypes in mice kidney, highlighting extensive heterogeneity of ECs within the cortex, glomeruli, and medulla. Similarly, Paul and colleagues identified four distinct EC subgroups from a living patient with IPF, but did not elaborate on their respective functions, phenotypes, or potential links with IPF progression [10].

In this study, we performed focused analyses on ECs and identified five distinct EC subpopulations. Cluster *a* ECs markedly expressed high levels of Cxcl12 and were expanded in the BLM-treated lung tissue. Further analysis showed that these cells were enriched for biological processes relevant to lung injury and fibrosis, such as “VEGF production,” “positive regulation of angiogenesis,” “monocytes chemotaxis,” and “ECM binding.” Thus, cluster *a* ECs exhibit a pro-fibrotic phenotype and may play a critical role in lung fibrosis through potential cross-linking with AMs and stromal cells. Cluster *c* ECs express high levels of Ackr1 and Vcam1 and may correspond to “large artery/vein” ECs as classified by Joanna et al. [30]. Cluster *e* ECs express high levels of Il33 and Selp and were enriched for “follicle-stimulating hormone secretion (FSHS)” process. FSH is a pituitary glycoprotein that regulates follicle maturation through its binding to follicle-stimulating hormone receptor (FSHR). Endothelial cells express FSHR, but its exact role in ECs remains unclear [31]. Recent data indicated that FSH stimulation promoted human umbilical vein endothelial cells migration but not proliferation [32], but the effect of FSH on pulmonary circulation needs to be further explored.

Cluster *d* ECs are mainly derived from the control lungs. These cells are not enriched for biological processes relevant to lung fibrosis, but markedly express high levels of genes that are closely associated with “responses to mechanical stimulus” and “lung/heart morphogenesis.” Current literature generally concurs that ECs can sense and translate mechanical signals into intracellular biochemical signals and mediate regulation of many physiological functions (e.g., cell adhesion, migration, proliferation, and wound healing process) [22, 33]. Studies by Chachisvilis et al*.* [34] also provided clear evidence that mechanotransduction in ECs can modulate endothelial permeability and is associated with the progression of atherosclerosis. The pulmonary circulation is constantly exposed to mechanical microenvironment. Therefore, we proposed that cluster *d* ECs may be the product of the mechanical microenvironment of the lungs and may contribute to the unique structure and support specific lung processes. This assumption is further supported by the following data: Nos3 + Cav1 + ECs can be found in the rat heart rather than the kidney or brain, which may be due to the fact that the heart is an organ that constantly generates mechanical signals to internal cells like the lung. The loss of cluster *d* ECs in the BLM-treated lungs is likely to be an important reason for the failure of revascularization of alveolar units.

ECs, macrophages, and stromal cells have close spatial connections and multi-directional intercellular communication in IPF lungs [35, 36]. In this study, five clusters of macrophages and five clusters of stromal cells were identified in fibrotic lungs. Cluster *2* AMs highly expressed genes related to wound healing and ECM deposition. In terms of transcriptional phenotype and potential functions, these cells correspond to a novel pro-fibrogenic scar-associated macrophage subpopulation in liver fibrosis [10]. Consistent with previous reports [37, 38], the data herein showed that fibroblasts and myofibroblasts may be the major collagen-producing cells. The transcriptomes of the five stromal cell clusters suggested that they were closely related to the production, decomposition, binding, and deposition of ECM. Moreover, the cluster *2* and *5* stromal cell showed high expression of genes relevant to “monocyte chemotaxis” and “response to VEGF stimulus” processes. These data further emphasize the important role of the cross-talk between ECs, macrophages, and stromal cells in regulating the progress of IPF.

To further elucidate the potential cross-talk that contributes to pathologic IPF, we performed CellphoneBD analysis and identified a wide range of classical receptor–ligand complexes within ECs, macrophages, and stromal cells subpopulations in both control and BLM-treated lungs. In BLM-treated lungs, the enrichment of CXCL12_CXCR4, CD74_APP, VEGFD_FLT4, FGFR1_FGF9, COL1A1_a11b1 complex, and COL4A1_a1b1 complex highlighted the “monocyte chemotaxis,” “regulation of proliferation and differentiation of fibroblasts,” and “ECM binding” activities of cluster *a* ECs. In addition, the enrichment of TNFSF9_IL13RA2, FLT1_VEGFB, and SELP_CD34 suggested that cluster *d* ECs were closely related to “innate immune response,” “cell–cell adhesion,” and “endothelium development.” Therefore, the important role of cluster *d* ECs in non-fibrosis lung should be considered.

Despite the significance of the findings in this study, there are several limitations that warrant discussion. Firstly, although some evidence supports the hypothesis that the special mechanical microenvironment leads to a unique ECs subpopulation, further studies are needed to characterize the evolutionary characteristics of this phenotype and to determine their involvement in the progression of IPF and related mechanisms in vivo and in vitro. Secondly, the genetic, anatomical, and behavioral differences between rodents and humans complicate the translation of results from mice to humans. Therefore, increased analysis based on samples from PF patients is necessary.

In conclusion, using scRNA-seq data and spatial mapping, the large degree of heterogeneity of ECs was identified and dissected into a multi-lineage interaction in BLM-treated and control lungs. These data provided important insights into the lineage relationships, homeostatic, and pathologic roles of ECs.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The authors declare that all data supporting the findings of this study are available in the paper and its Supplementary Information.

# Supplementary material for: Characterization of the heterogeneity of endothelial cells in bleomycin-induced lung fibrosis using single-cell RNA sequencing
**Source:** Angiogenesis. 2021 May 24;24(4):809–21. doi: 10.1007/s10456-021-09795-5
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Figures**

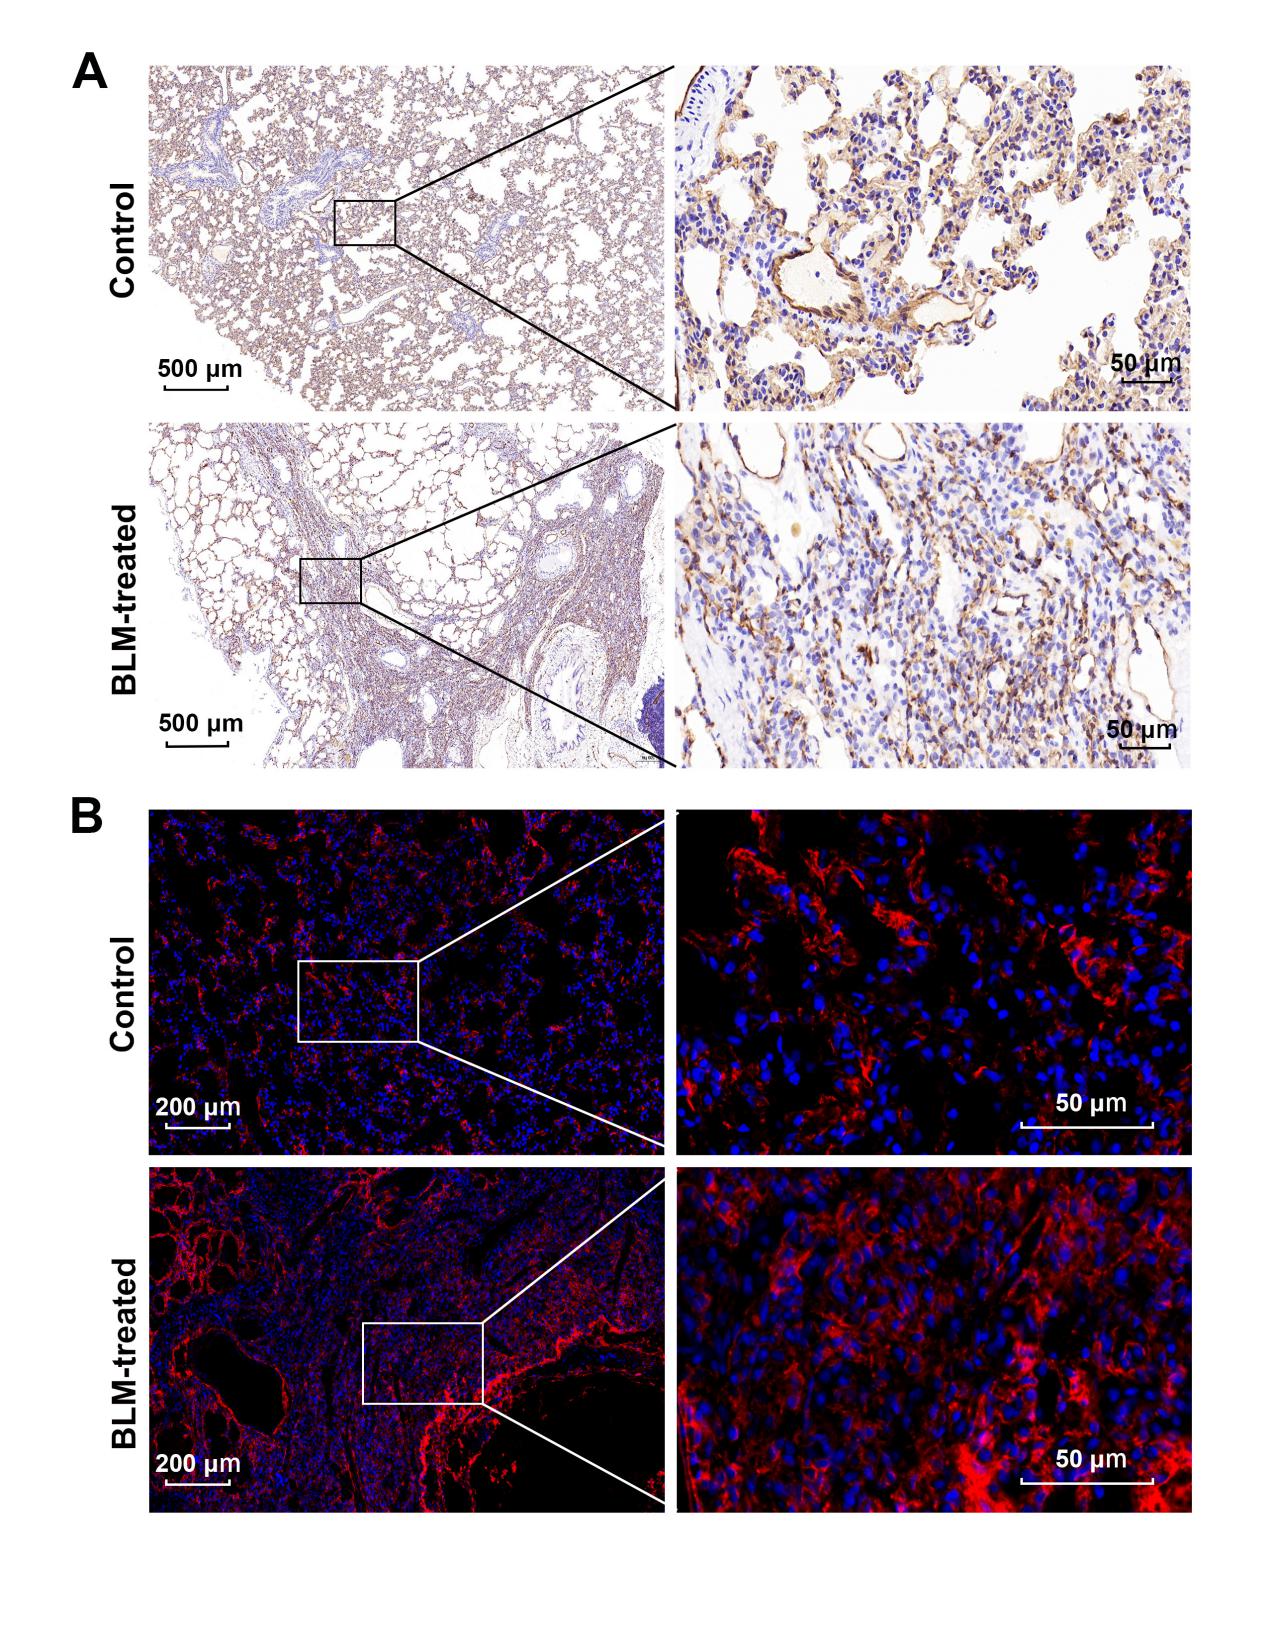

**Supplementary Figure 1. The deregulated angiogenesis in BLM-treated lungs.**

1. CD31 [immumohistochemical](C:/Program%20Files%20(x86)/Youdao/Dict/8.9.6.0/resultui/html/index.html" \l "/javascript:;) [staining](C:/Program%20Files%20(x86)/Youdao/Dict/8.9.6.0/resultui/html/index.html" \l "/javascript:;) in sections from lungs treated with saline and BLM (4 weeks), bar (left) = 500 μm, bar (right)=50 μm. (B) Immunofluorescence images of CD31 of lung sections. red (CD31), blue (DAPI), bar(left)= 200 μm, bar (right)=50 μm.

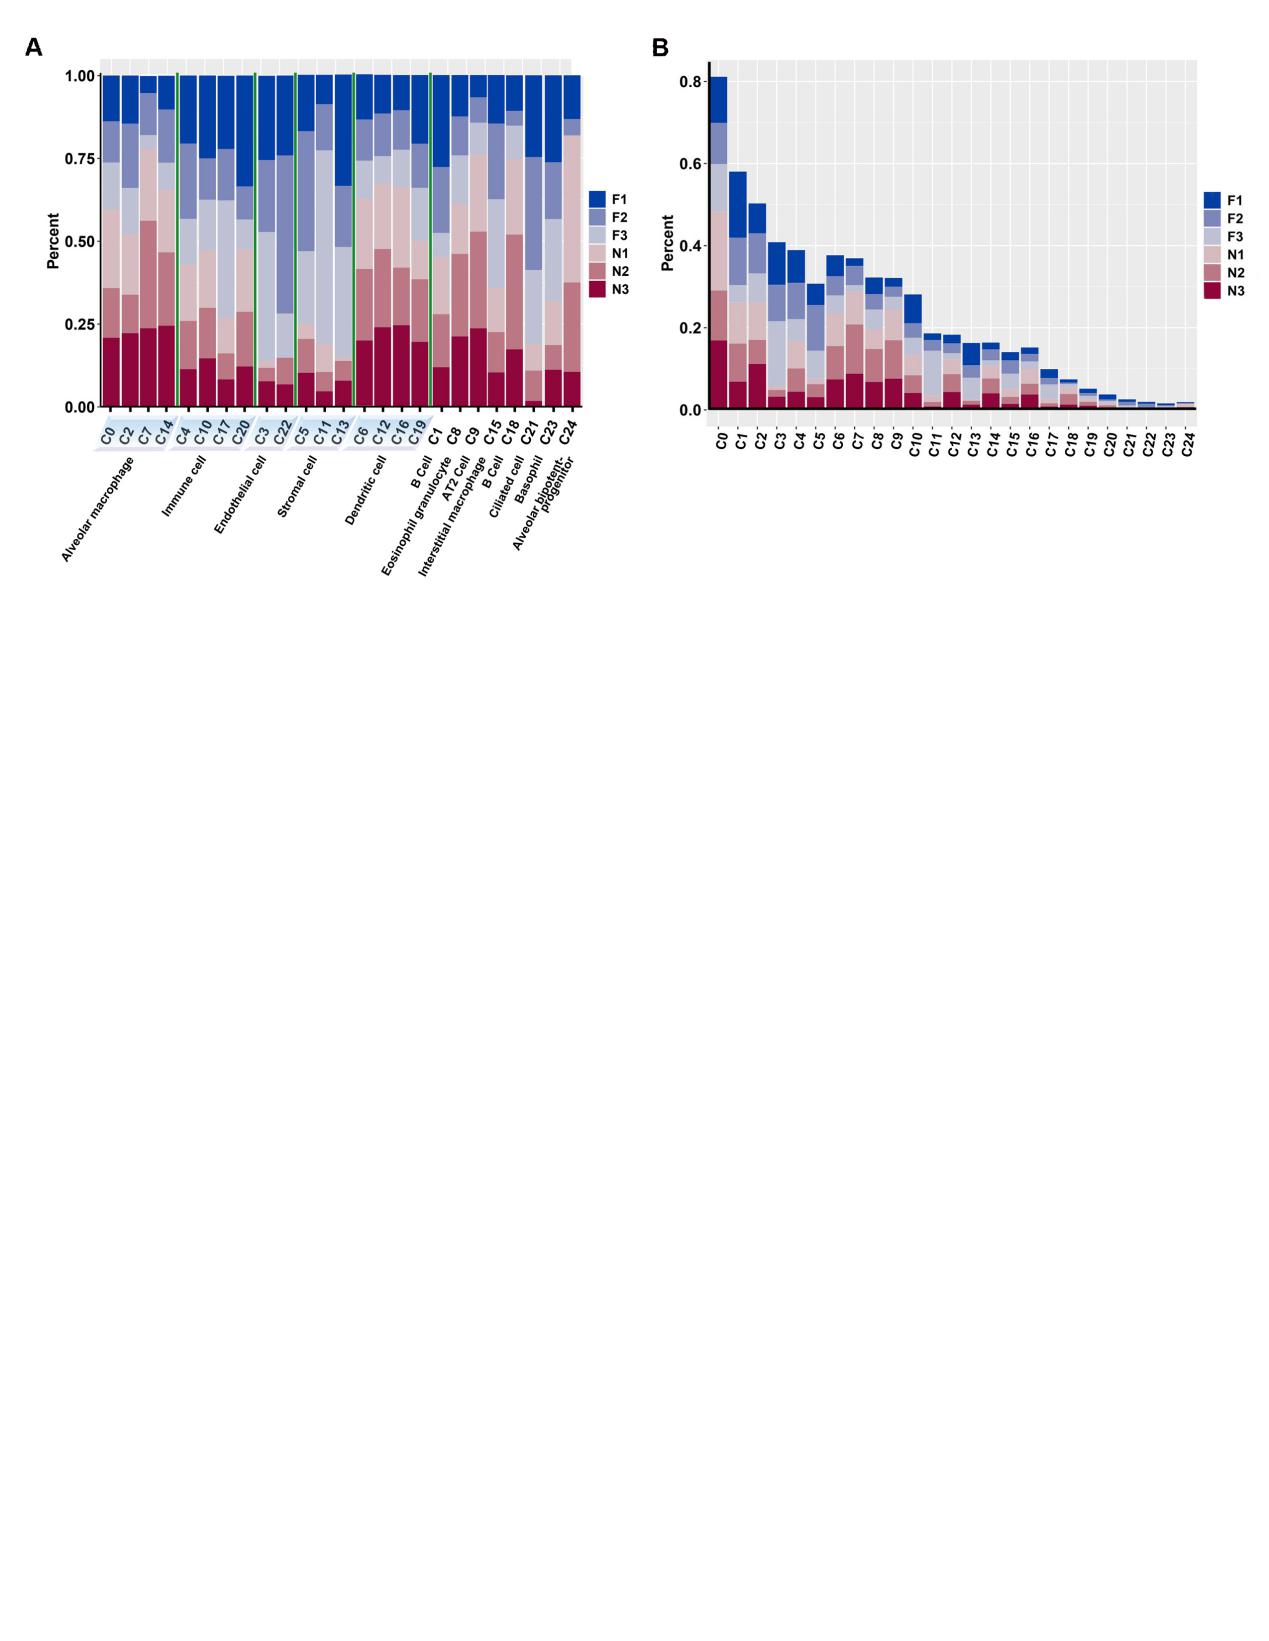

**Supplementary Figure 2. Cell type percent statistics.**

(A, B) The proportion of cells that contributed to each cluster by each sample, colored by samples.

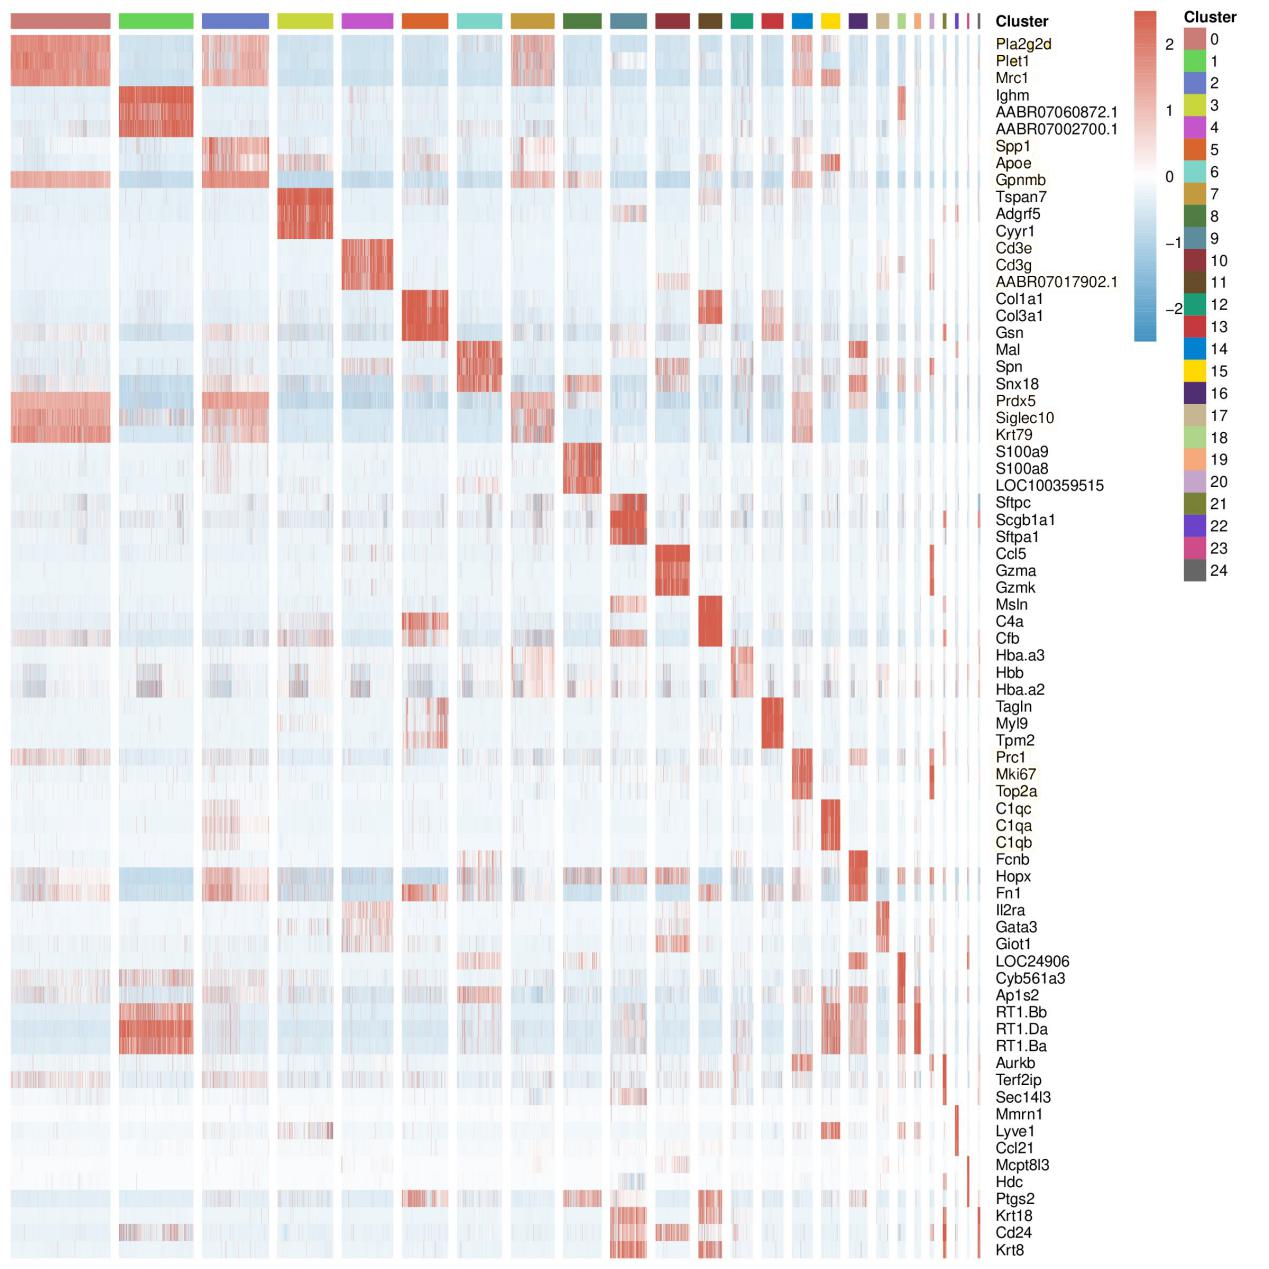

**Supplementary Figure 3. Marker genes of recognized cell clusters.**

Heatmap of the top 3 differentially expressed genes within 25 recognized cell clusters.

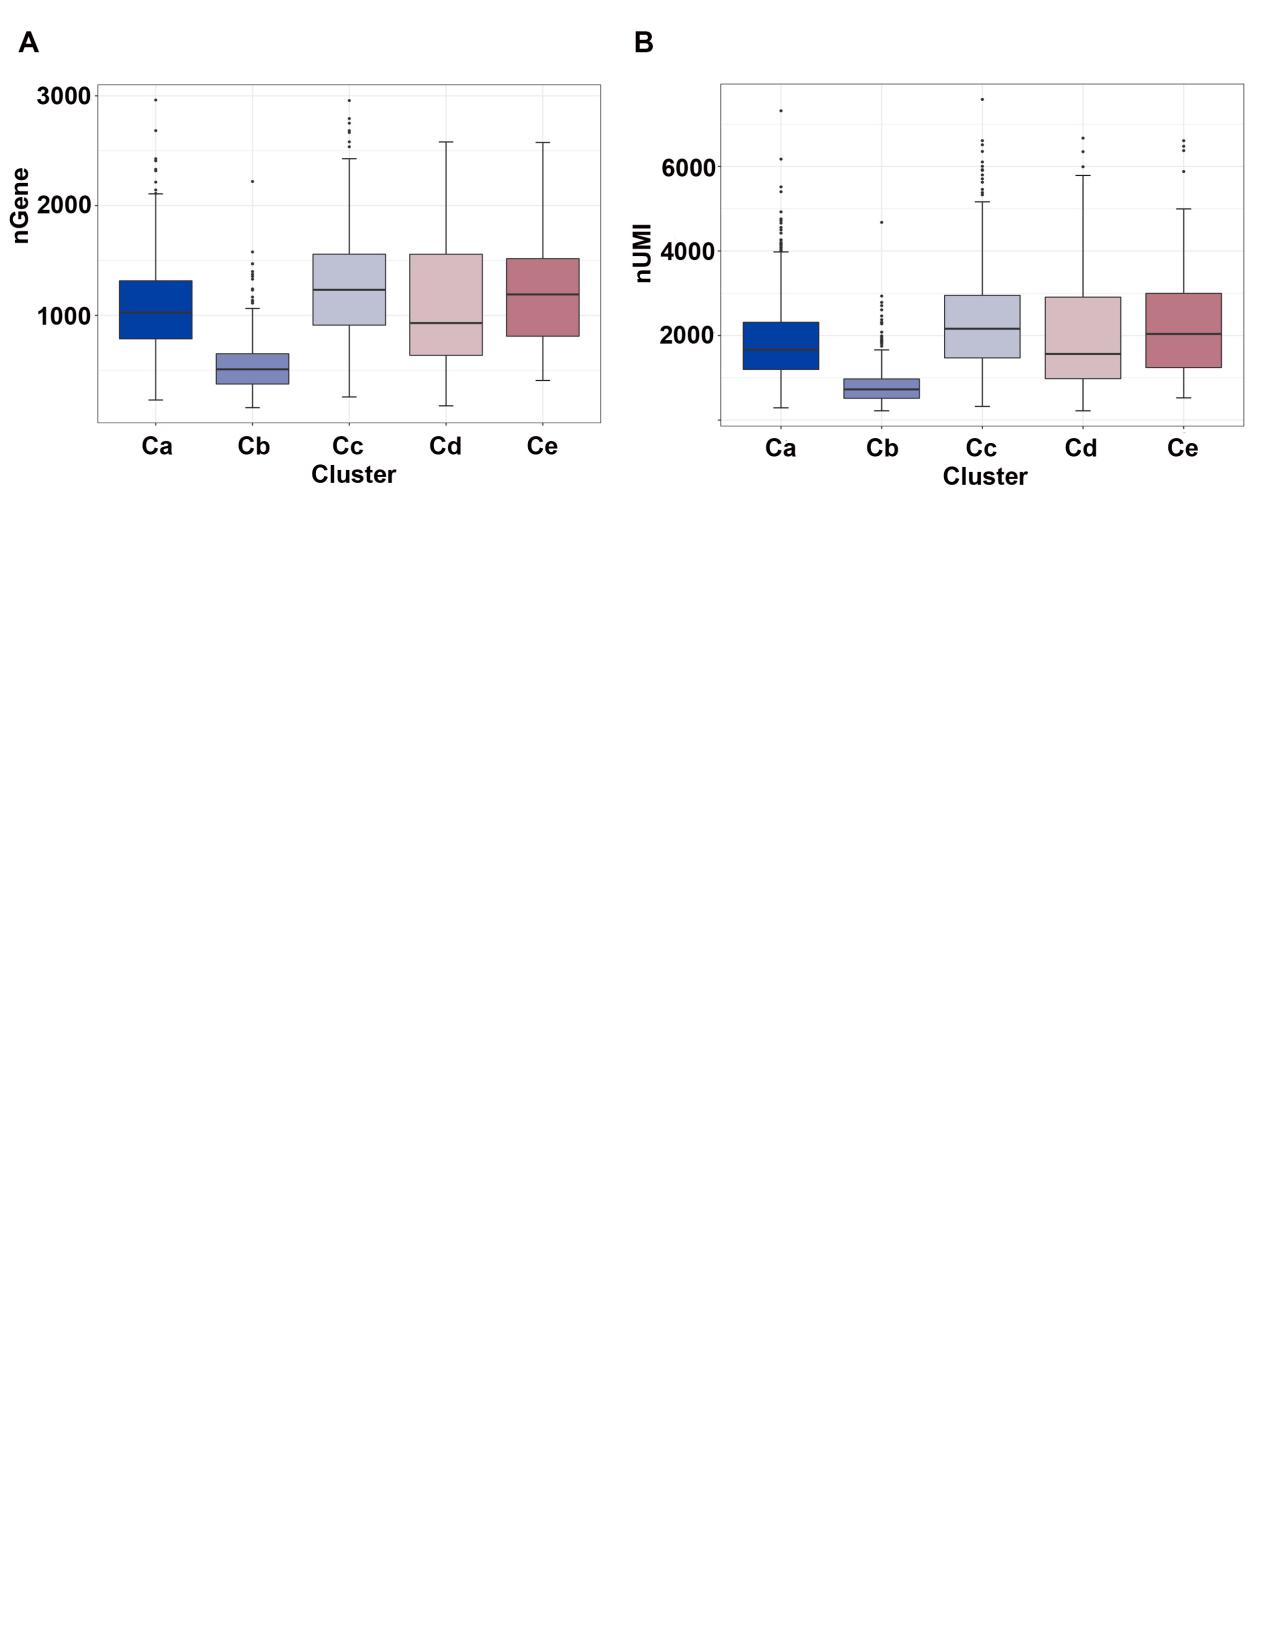

**Supplementary Figure 4. Transcript abundance and gene number of EC clusters.**

(A) Statistics of the number of genes in EC clusters. (B) Statistics of the transcript abundance of EC clusters.

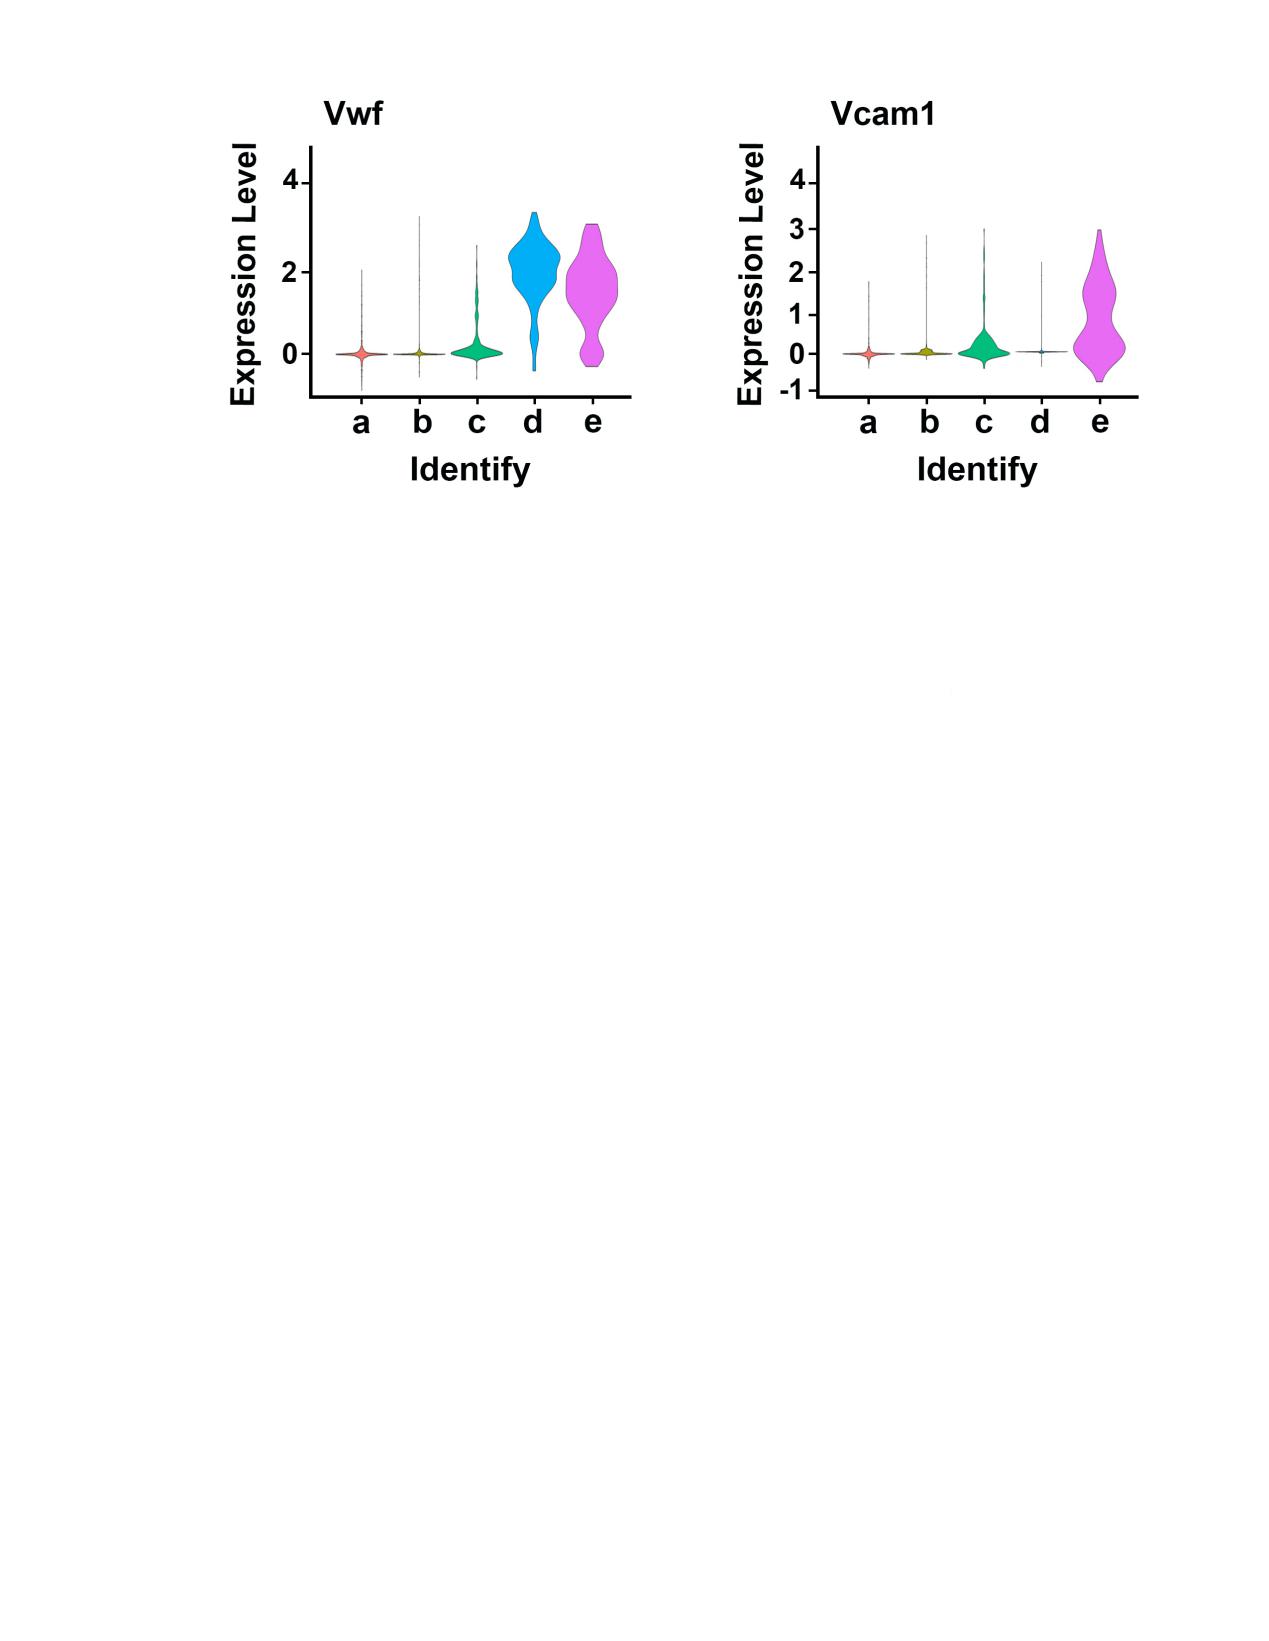

**Supplementary Figure 5. The expression level of Vcam1 in EC clusters.**

Violin plots of the expression level of Vcam1 (Vascular cell adhesion protein 1) in five EC clusters.

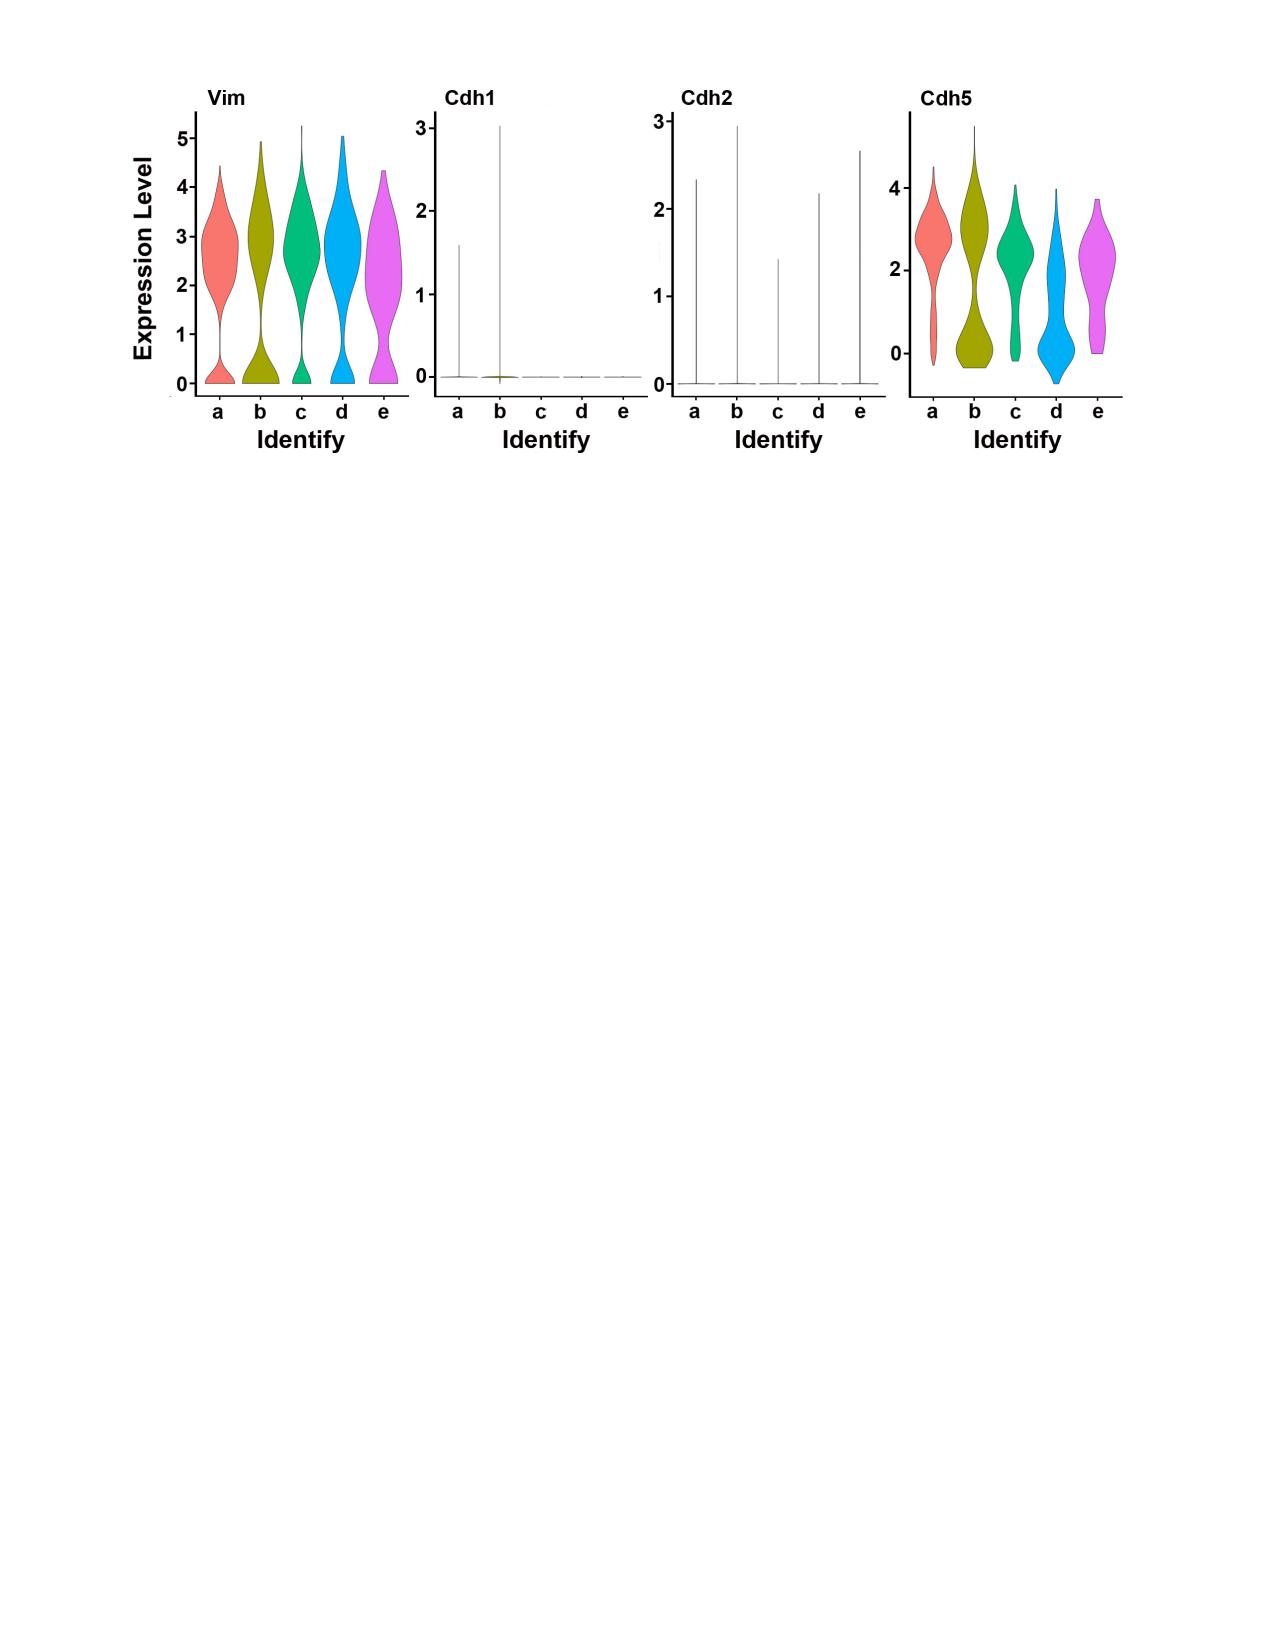

**Supplementary Figure 6. The expression levels of EndMT related genes in EC clusters.**

Violin plots of the expression levels of Vim (encoding Vimentin), Cdh1 (Cadherin-1/E-cadherin), Cdh2 (Cadherin-2/N-cadherin) and Cdh5 (Cadherin-5/VE-cadherin).

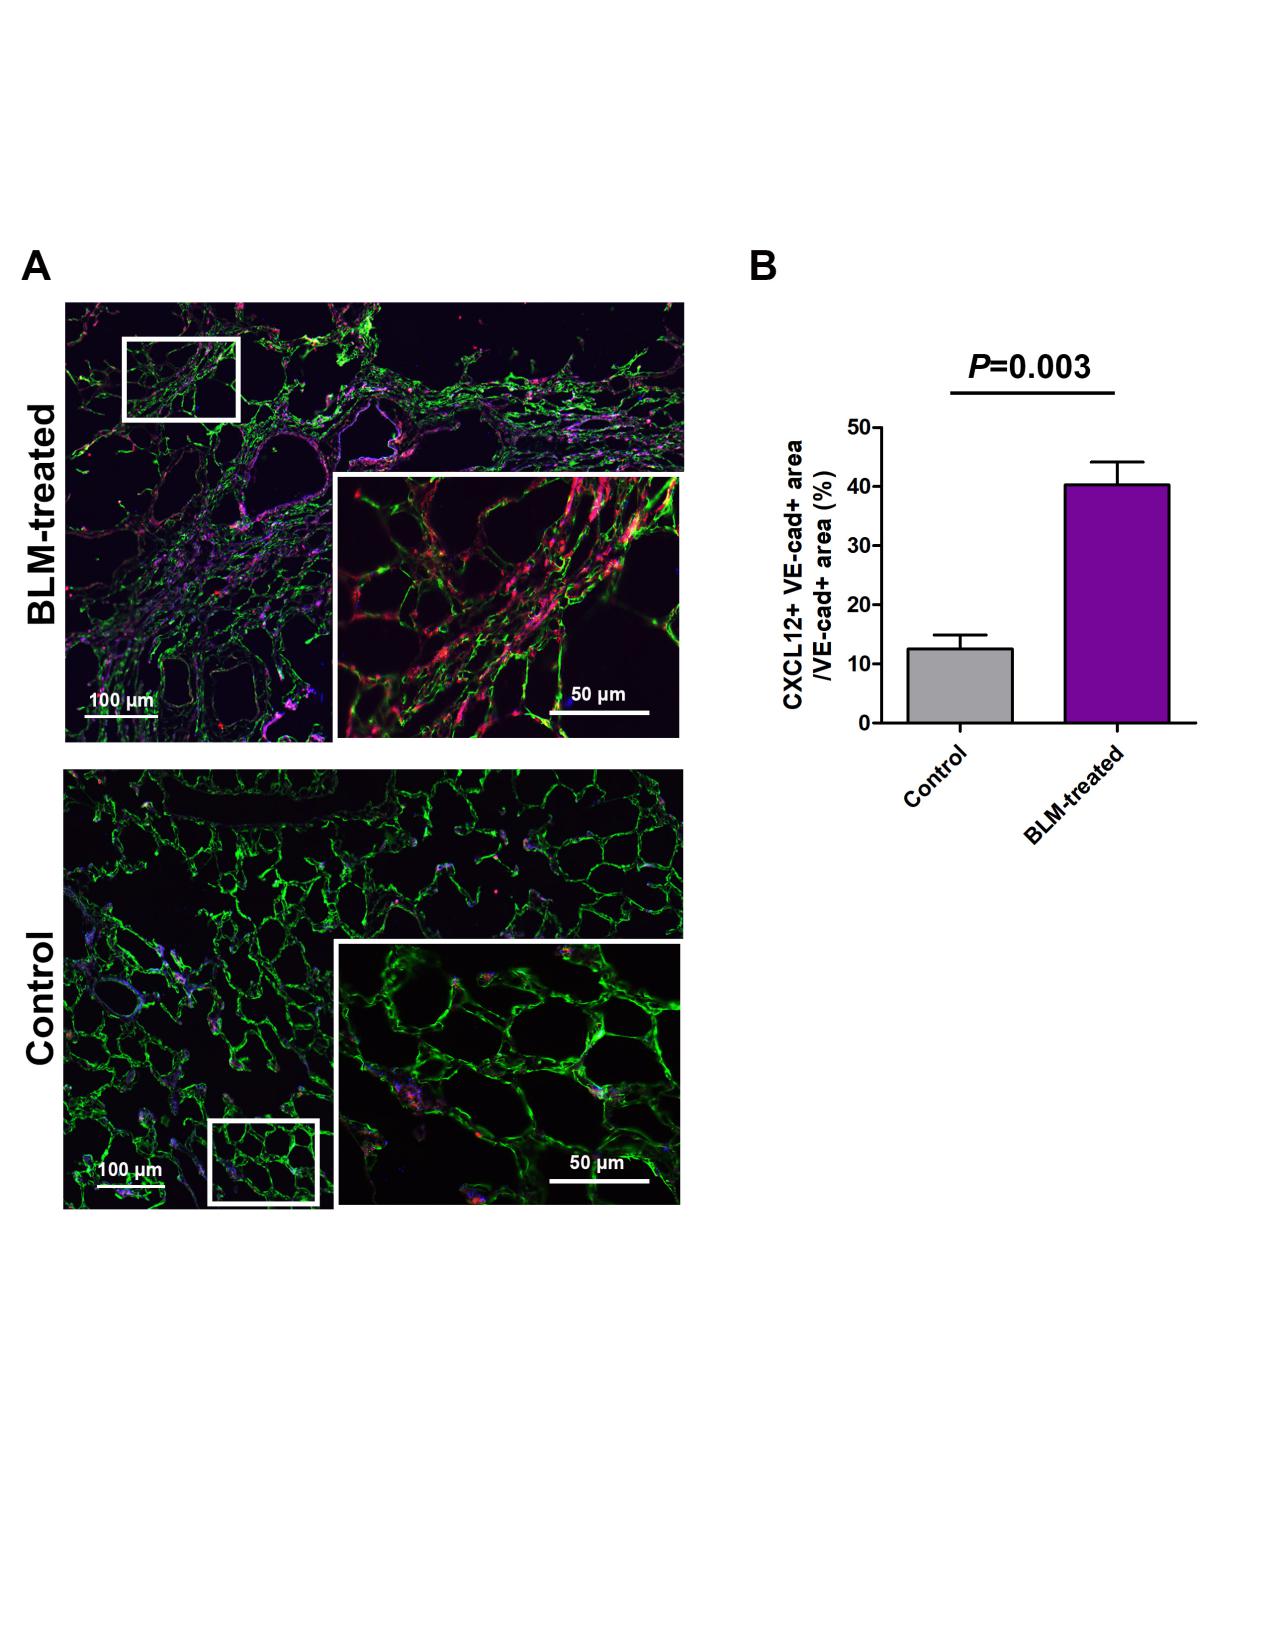

**Supplementary Figure 7. Localization of cluster *a* ECs in BLM-treated and control lungs**

(A) Representative immunofluorescence image: Cxcl12 (red), VE-cadherin (green), DAPI (blue), bar (left)=100 μm, bar (right)=50 μm. (B) Quantitative analysis of CXCL12+ ECs. Data is shown as Mean ± SEM. Statistical analysis using Mann-Whitney two-tailed test (n=5).

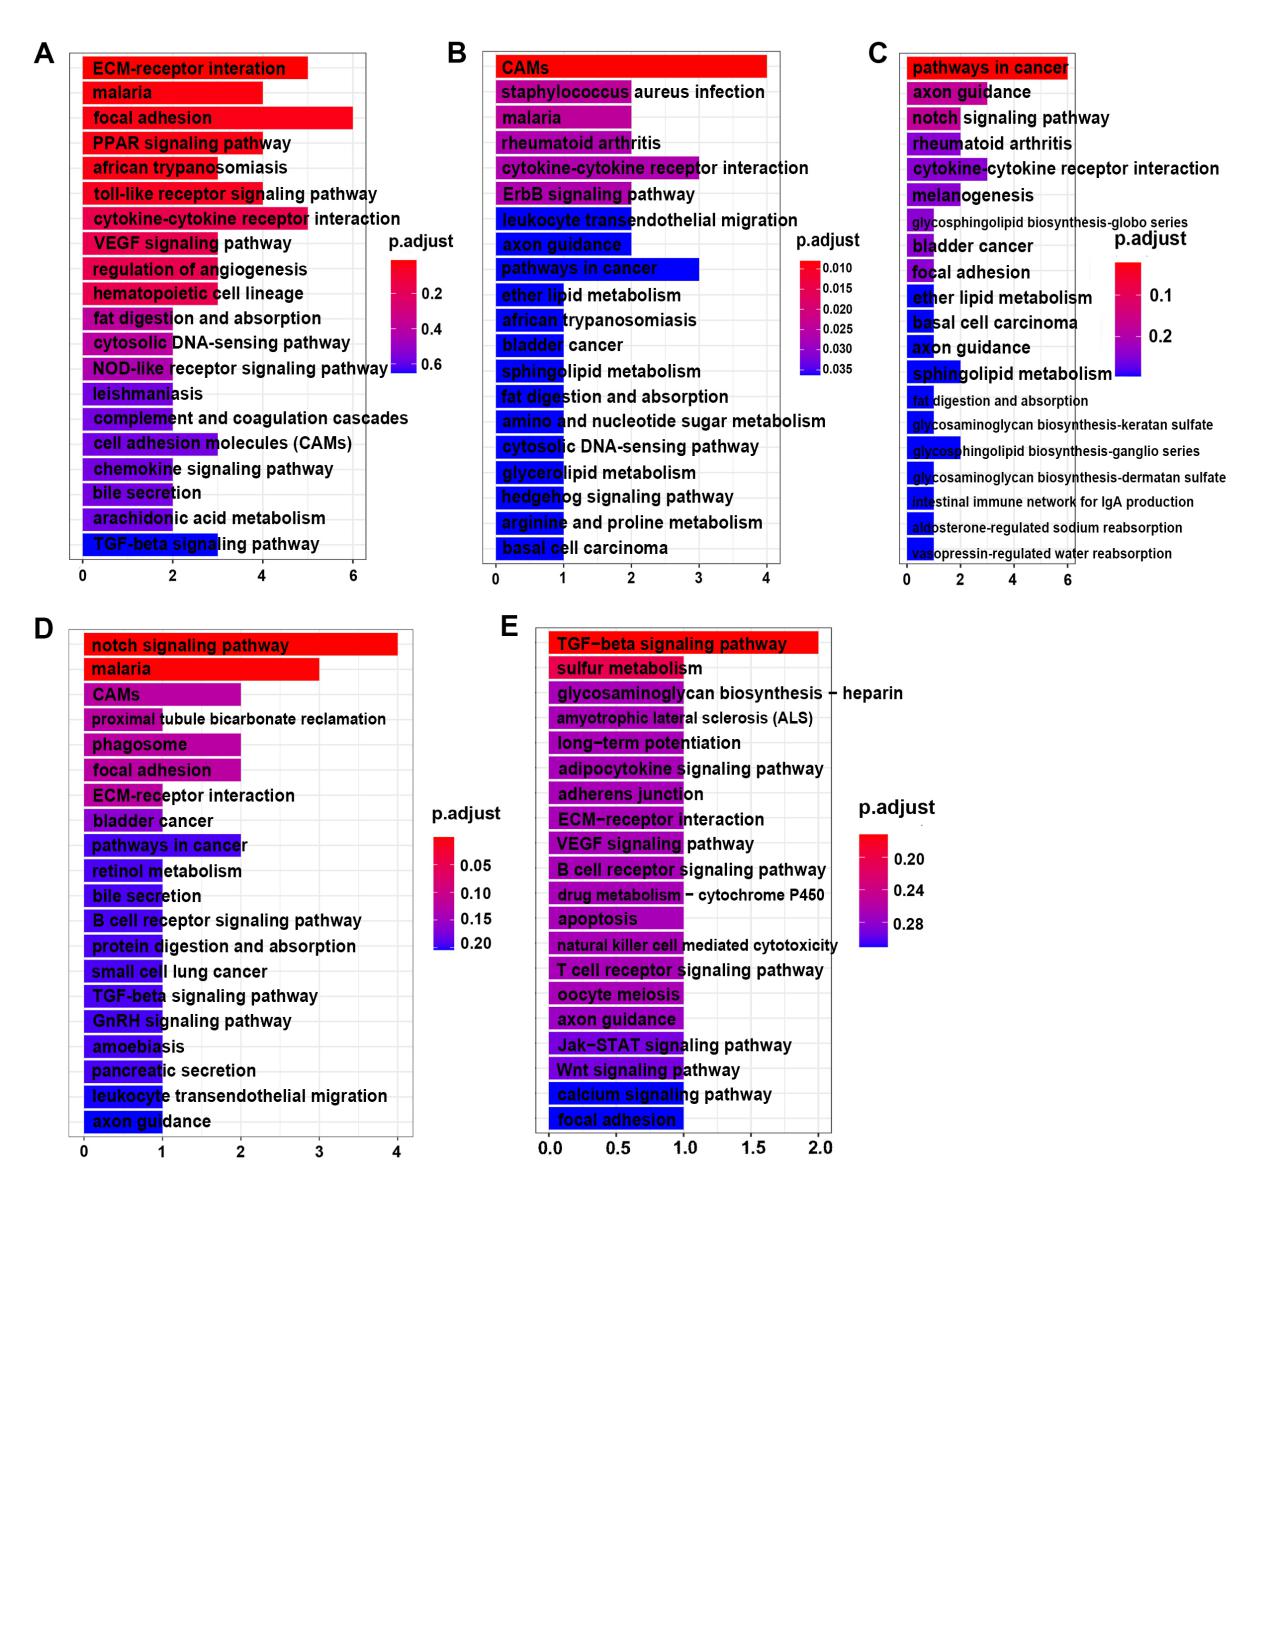

**Supplementary Figure 8. KEGG analysis on genes that were highly expressed in EC clusters.**

(A-E) Pathway enrichment analysis (top 20) of cluster *a, b, c, d* and *e* ECs, Fisher’s exact test.

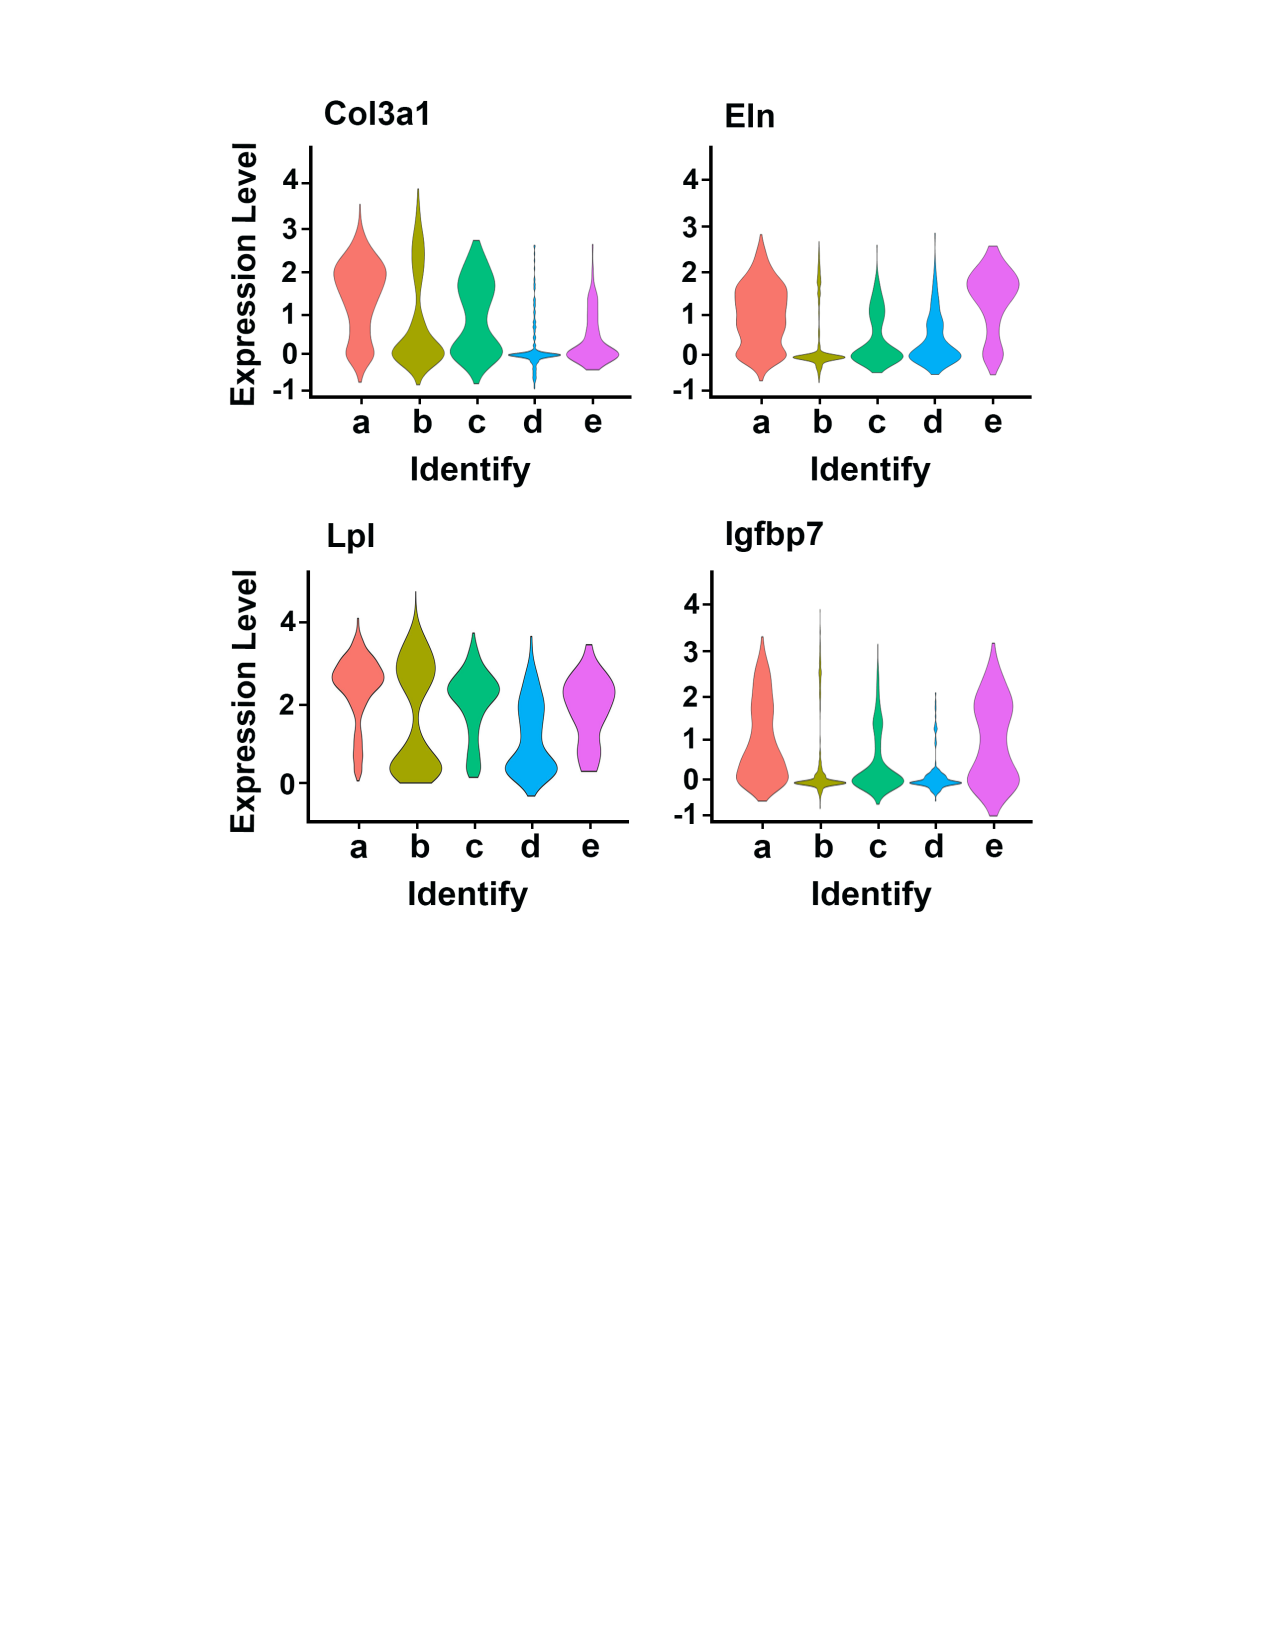

**Supplementary Figure 9. The expression levels of ECM-related genes in cluster *a* ECs.**

Violin plots of the expression levels of Col3a1 (Collagen alpha-1 (III) chain), Eln (Elastin), Lpl (Lipoprotein lipase) and Igfbp7 (Insulin-like growth factor-binding protein 7).

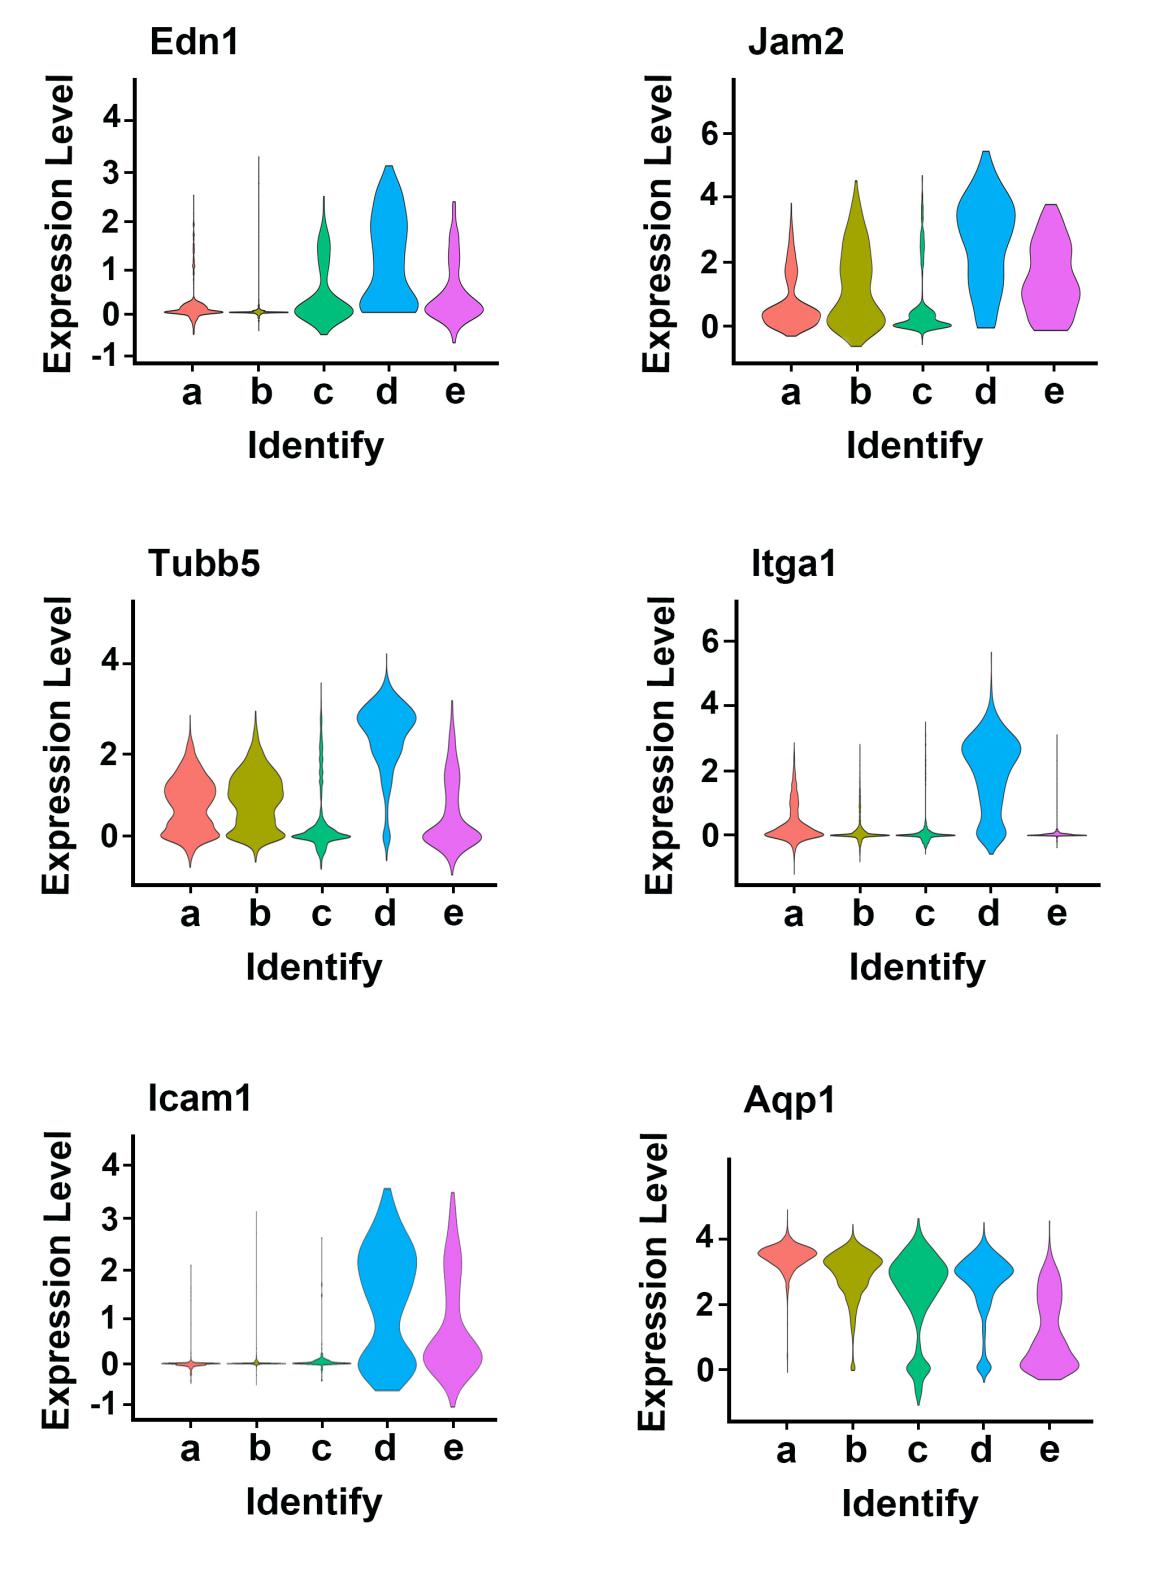

**Supplementary Figure 10. Genes related to process of transmitting mechanical stress into biochemical signaling in cluster *d* ECs.**

Violin plots of the expression levels of Edn1 (encoding endothelin-1), Jam2 (Junctional adhesion molecule B), Tubb5 (Tubulin beta-5 chain), Itga1 (Integrin alpha-1), Icam1 (Intercellular adhesion molecule 1) and Aqp1 (Aquaporin-1).

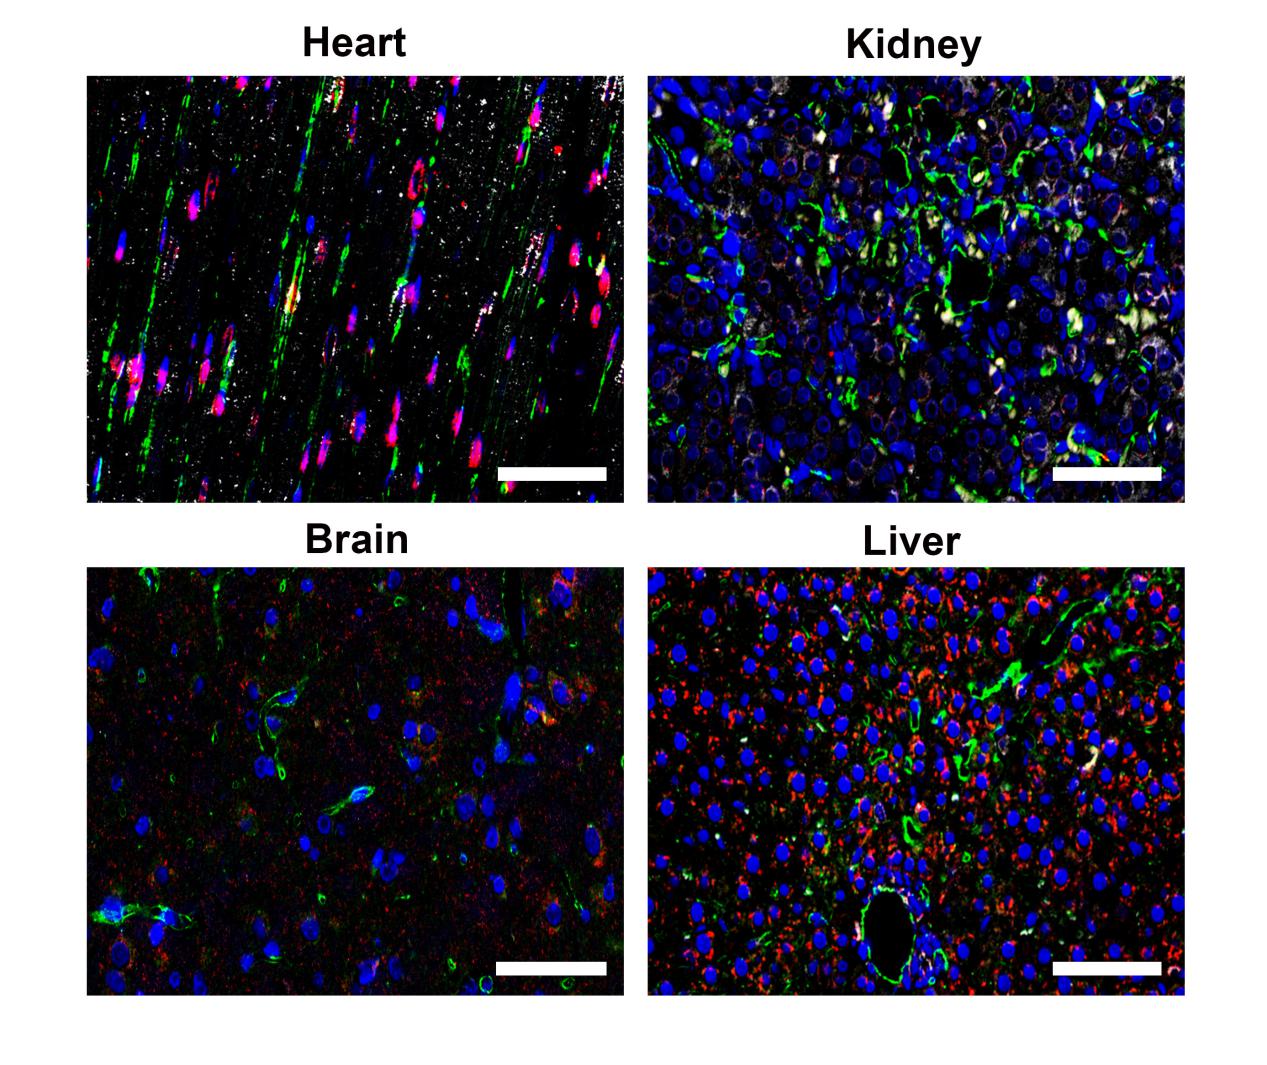

**Supplementary Figure 11. Identification of cluster *a* ECs in rat heart, liver, brain and kidney.**

Representative immunofluorescence image: Nos (red), Cav1 (white), VE-cadherin (green), DAPI (blue), bar=50 μm.

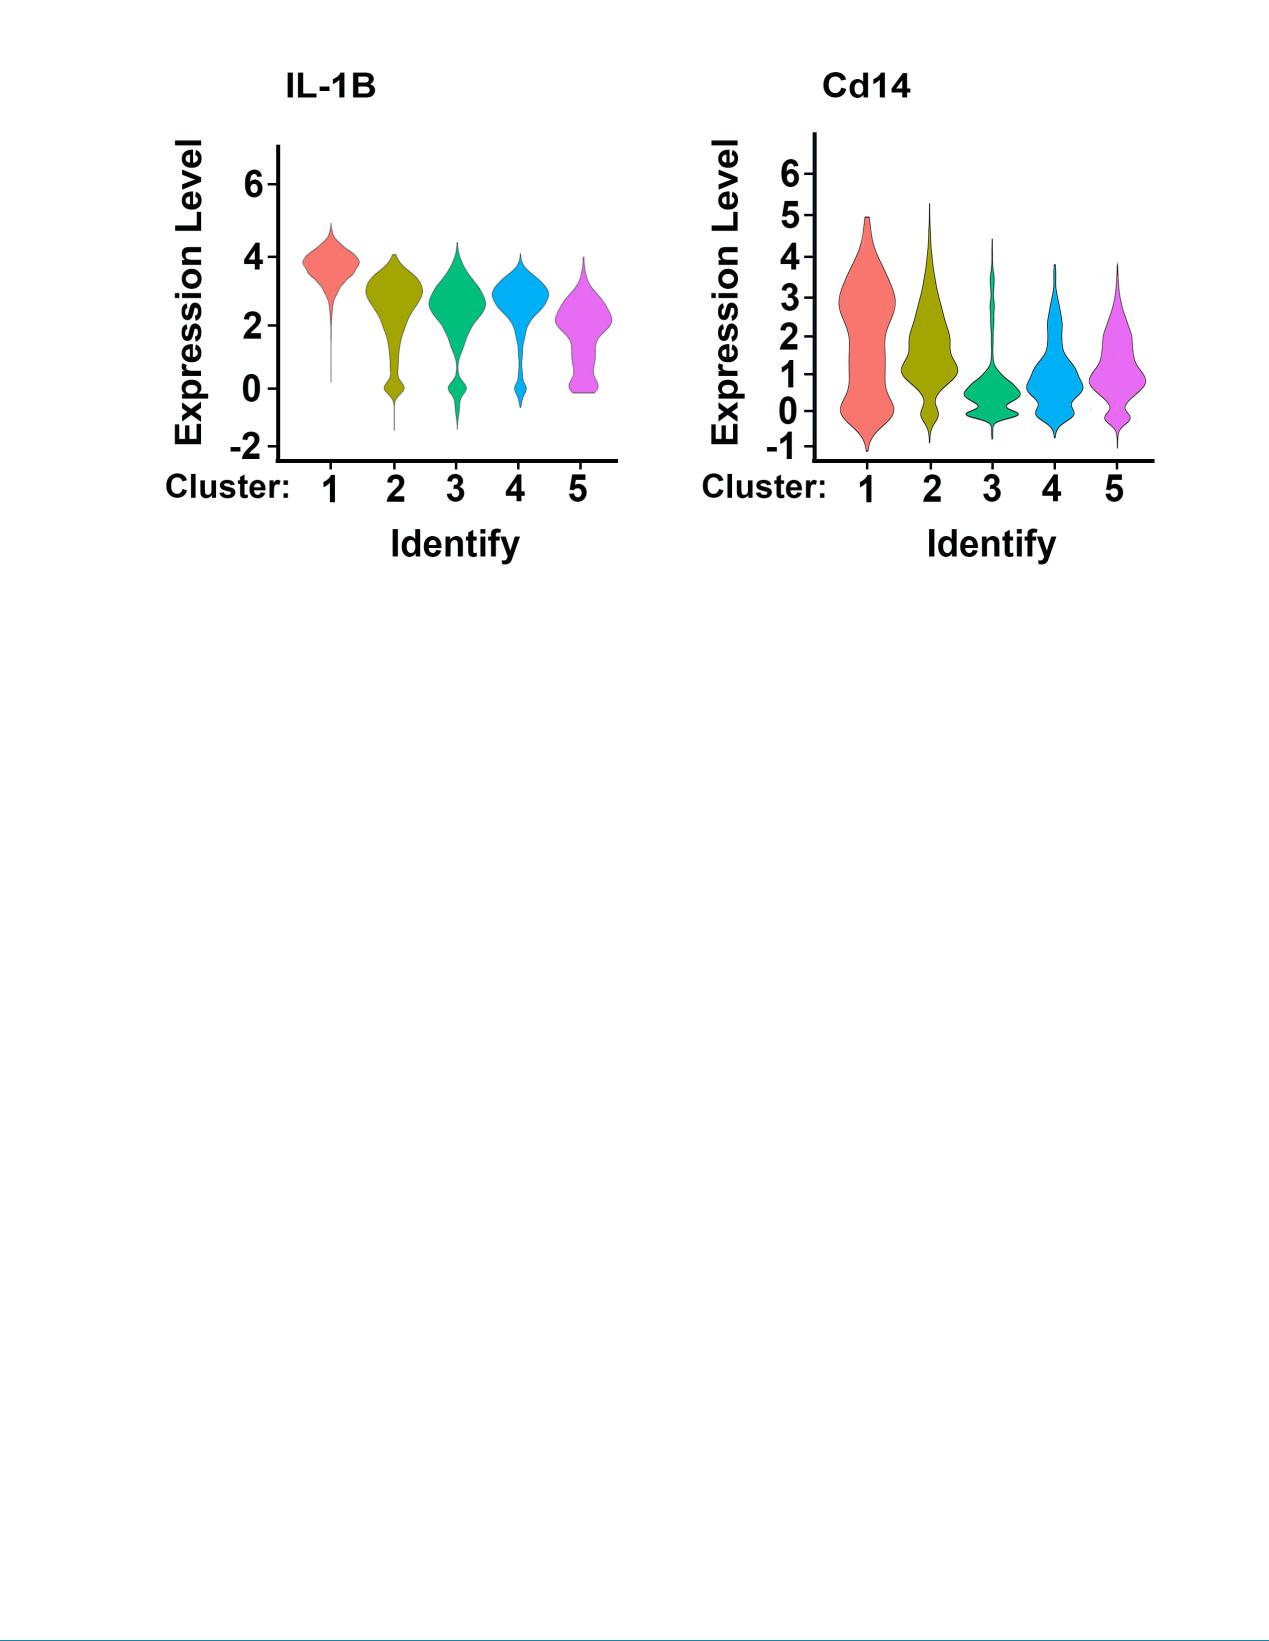

**Supplementary Figure 12. The expression levels of marker genes associated with monocytes.**

Violin plots of the expression levels of IL-1B (encoding interleukin-1 beta) and Cd14 (encoding monocyte differentiation antigen CD14).

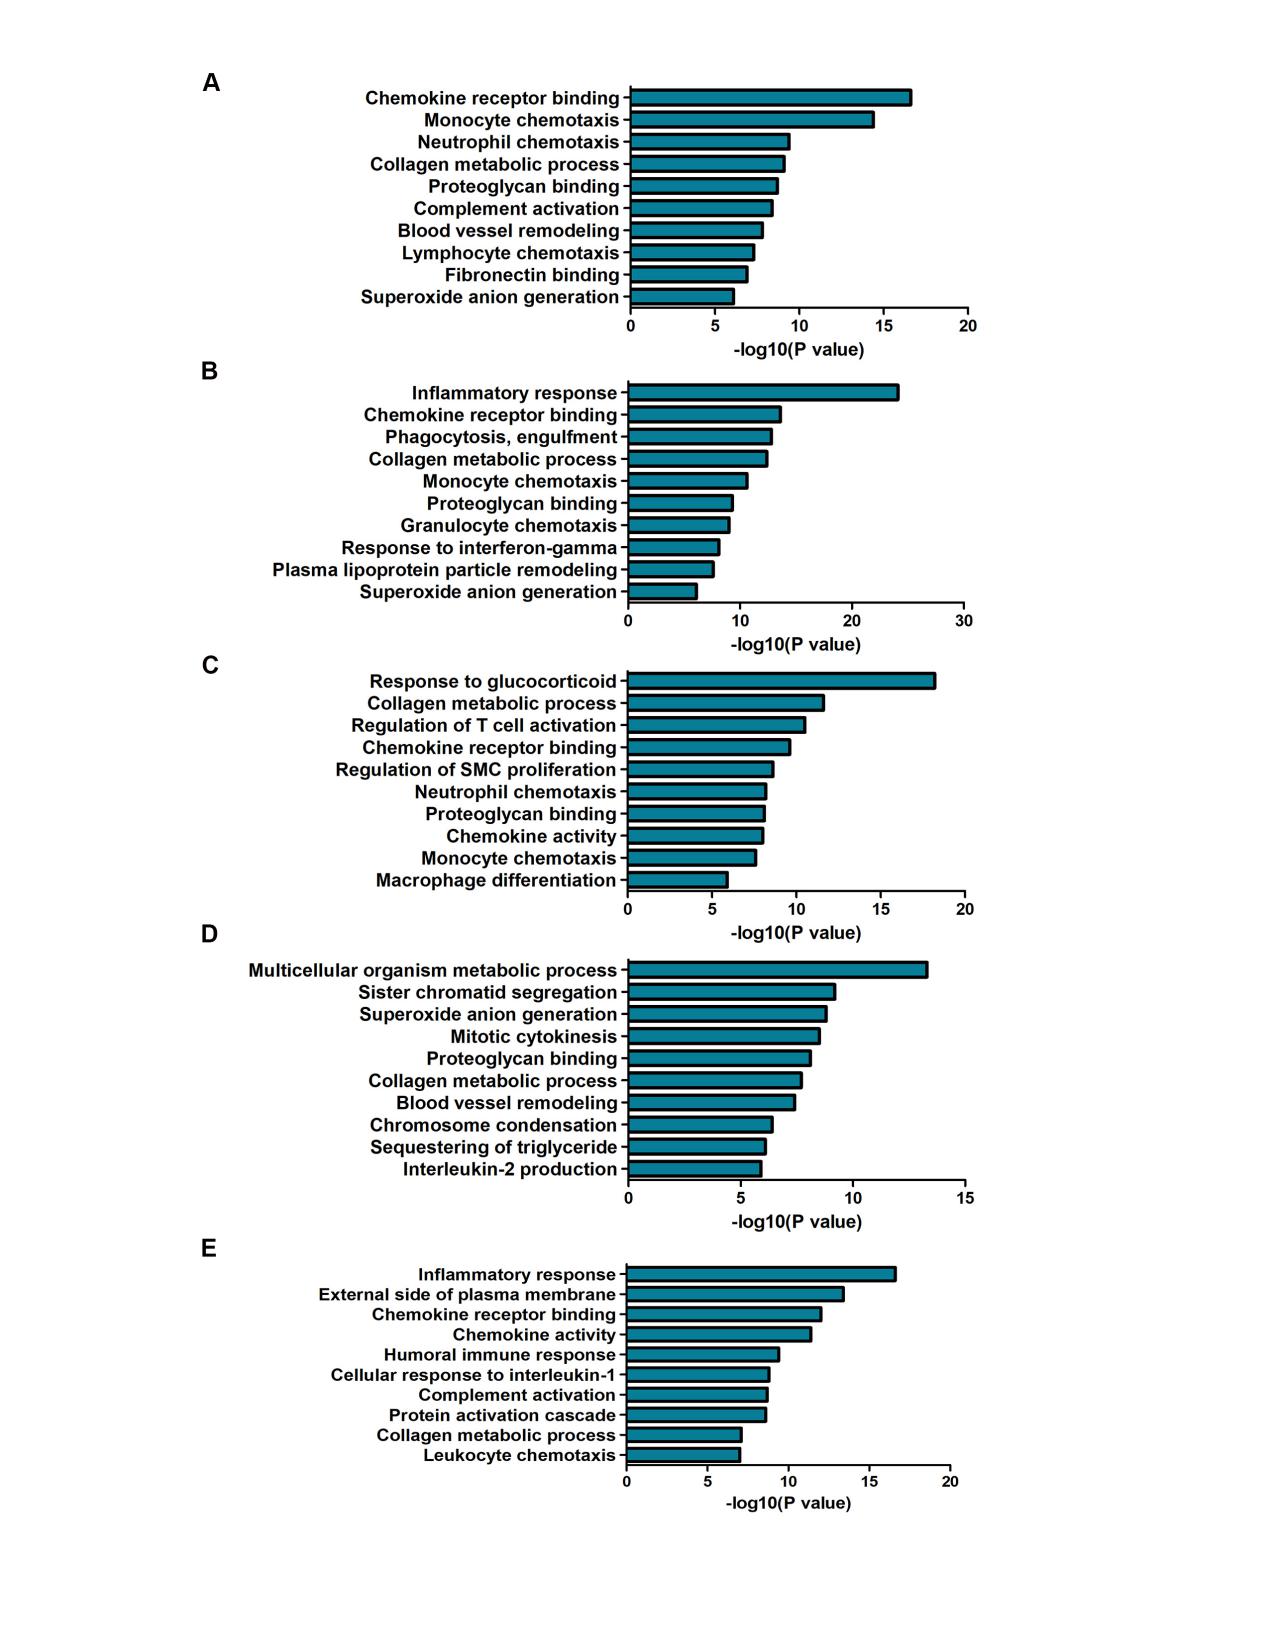

**Supplementary Figure 13. Gene Ontology enrichment analysis on genes that are highly expressed in macrophage clusters.**

(A) Selected GO enrichment of cluster *1* macrophages. (B) Selected GO enrichment of cluster *2* macrophages. (C) Selected GO enrichment of cluster *3* macrophages. (D) Selected GO enrichment of cluster *4* macrophages. (E) Selected GO enrichment of cluster *5* macrophages. Fisher’s exact test.

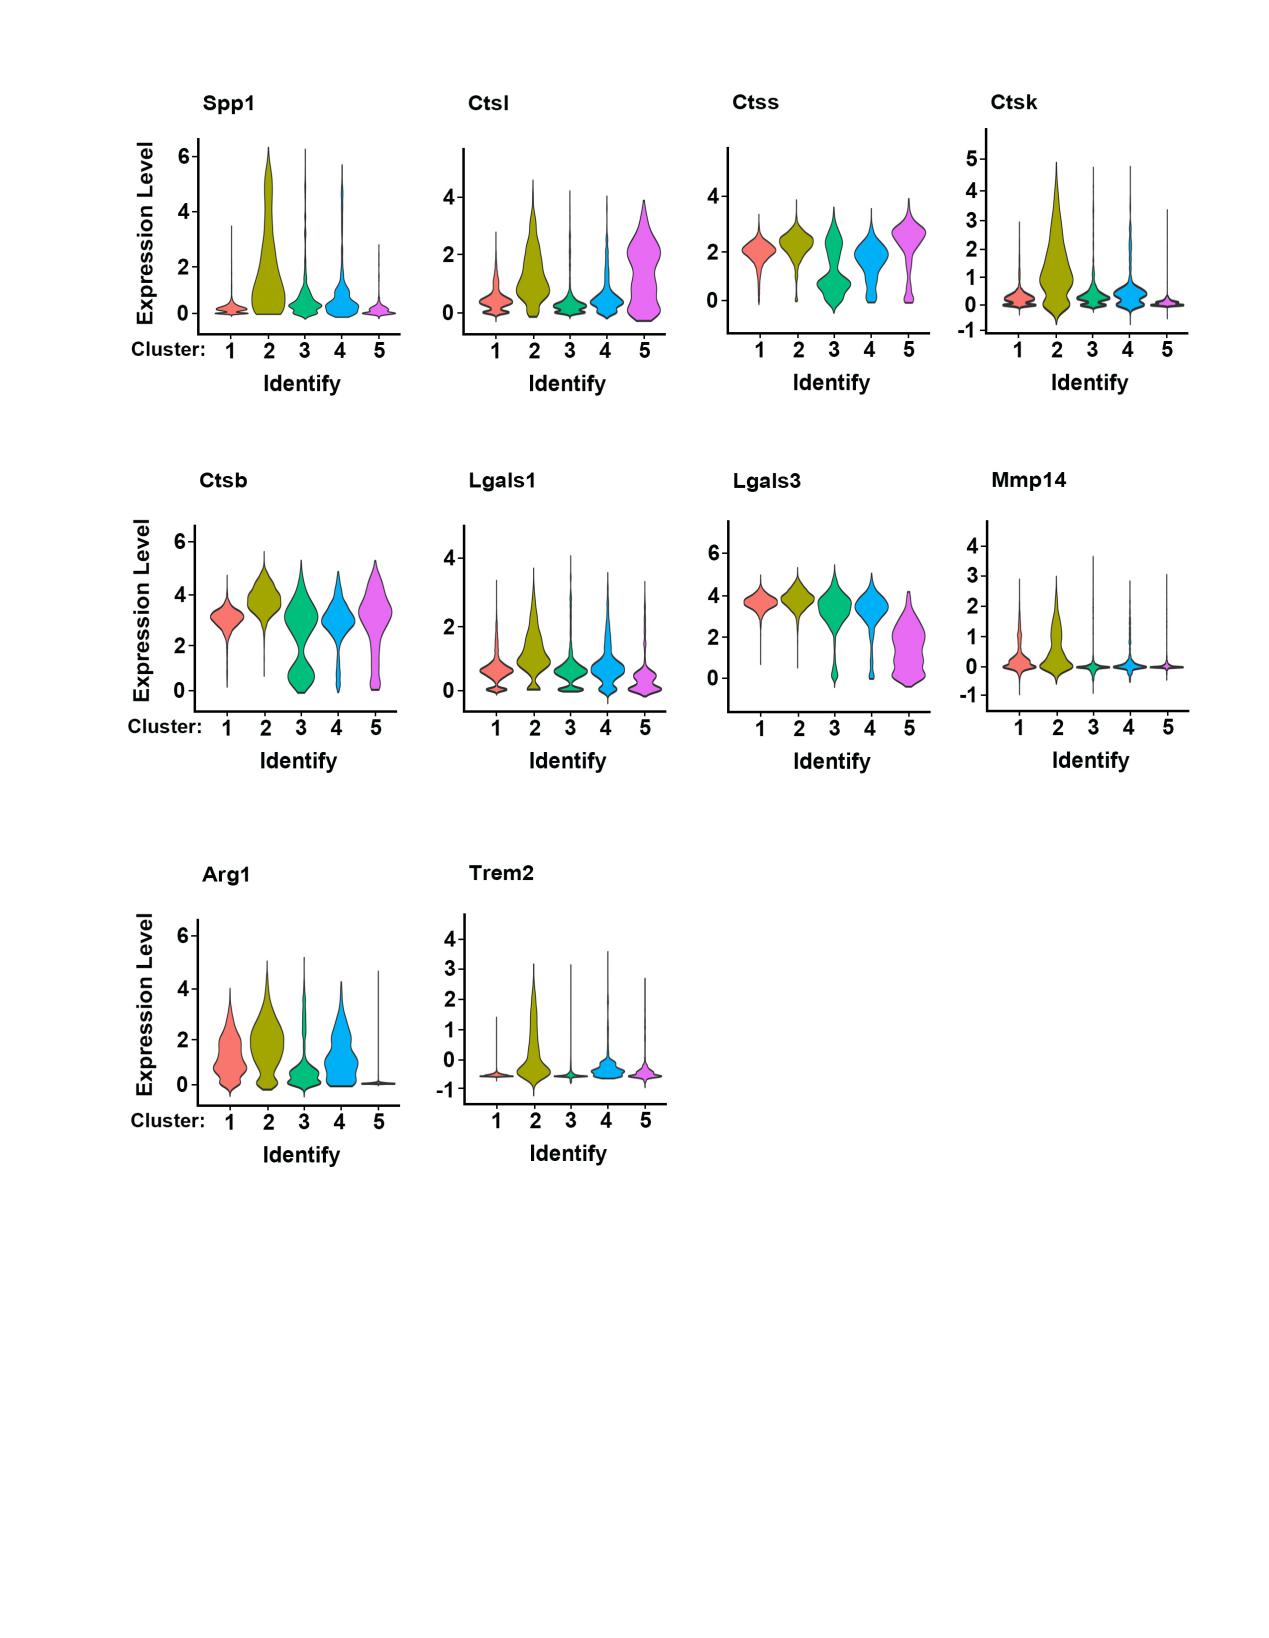

**Supplementary Figure 14. The expression levels of scar-associated genes in cluster *2* macrophages.**

Violin plots of the expression levels of Spp1 (encoding osteopontin), Ctsl (procathepsin L), Ctss (cathepsin S), Ctsb (cathepsin b), Lgals1 (galectin-1), Lgals3 (galectin-3), Mmp14 (matrix metalloproteinase-14), Arg1 (arginase-1) and Trem2 (triggering receptor expressed on myeloid cells 2).

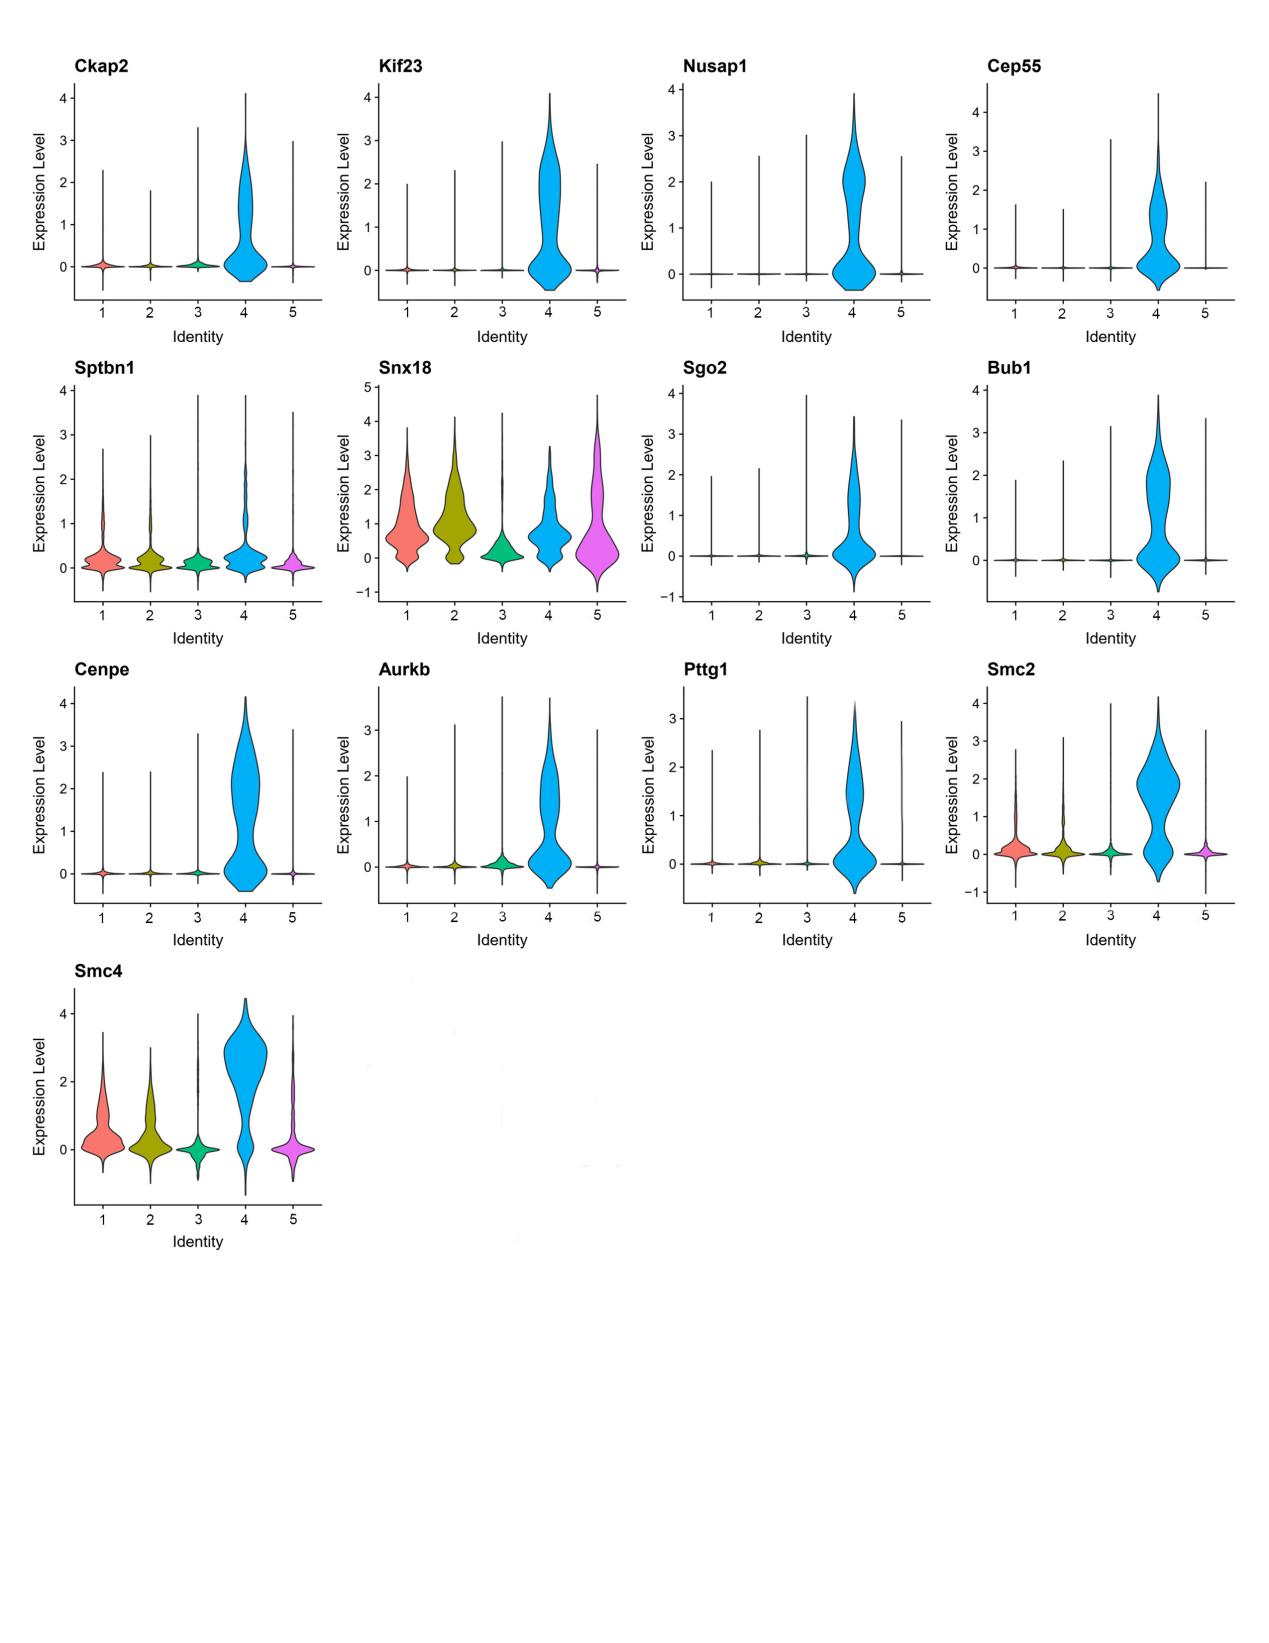

**Supplementary Figure 15. The expression levels of selected genes in cluster *4* macrophages.**

Violin plots of the expression levels of Ckap2 (encoding cytoskeleton-associated protein 2), Kif23 (kinesin-like protein)，Nusap1 (nucleolar and spindle-associated protein 1), Cep55 (centrosomal protein of 55 kDa), Sptbn1 (spectrin beta chain), Snx18 (sorting nexin-18), Sgo2 (shugoshin 2), Bub1 (mitotic checkpoint serine/threonine-protein kinase BUB1), Cenpe (centromere-associated protein E), Aurkb (aurora kinase b), Pttg1 (pituitary tumor-transforming gene 1), and Smc2 (SMC protein 2).

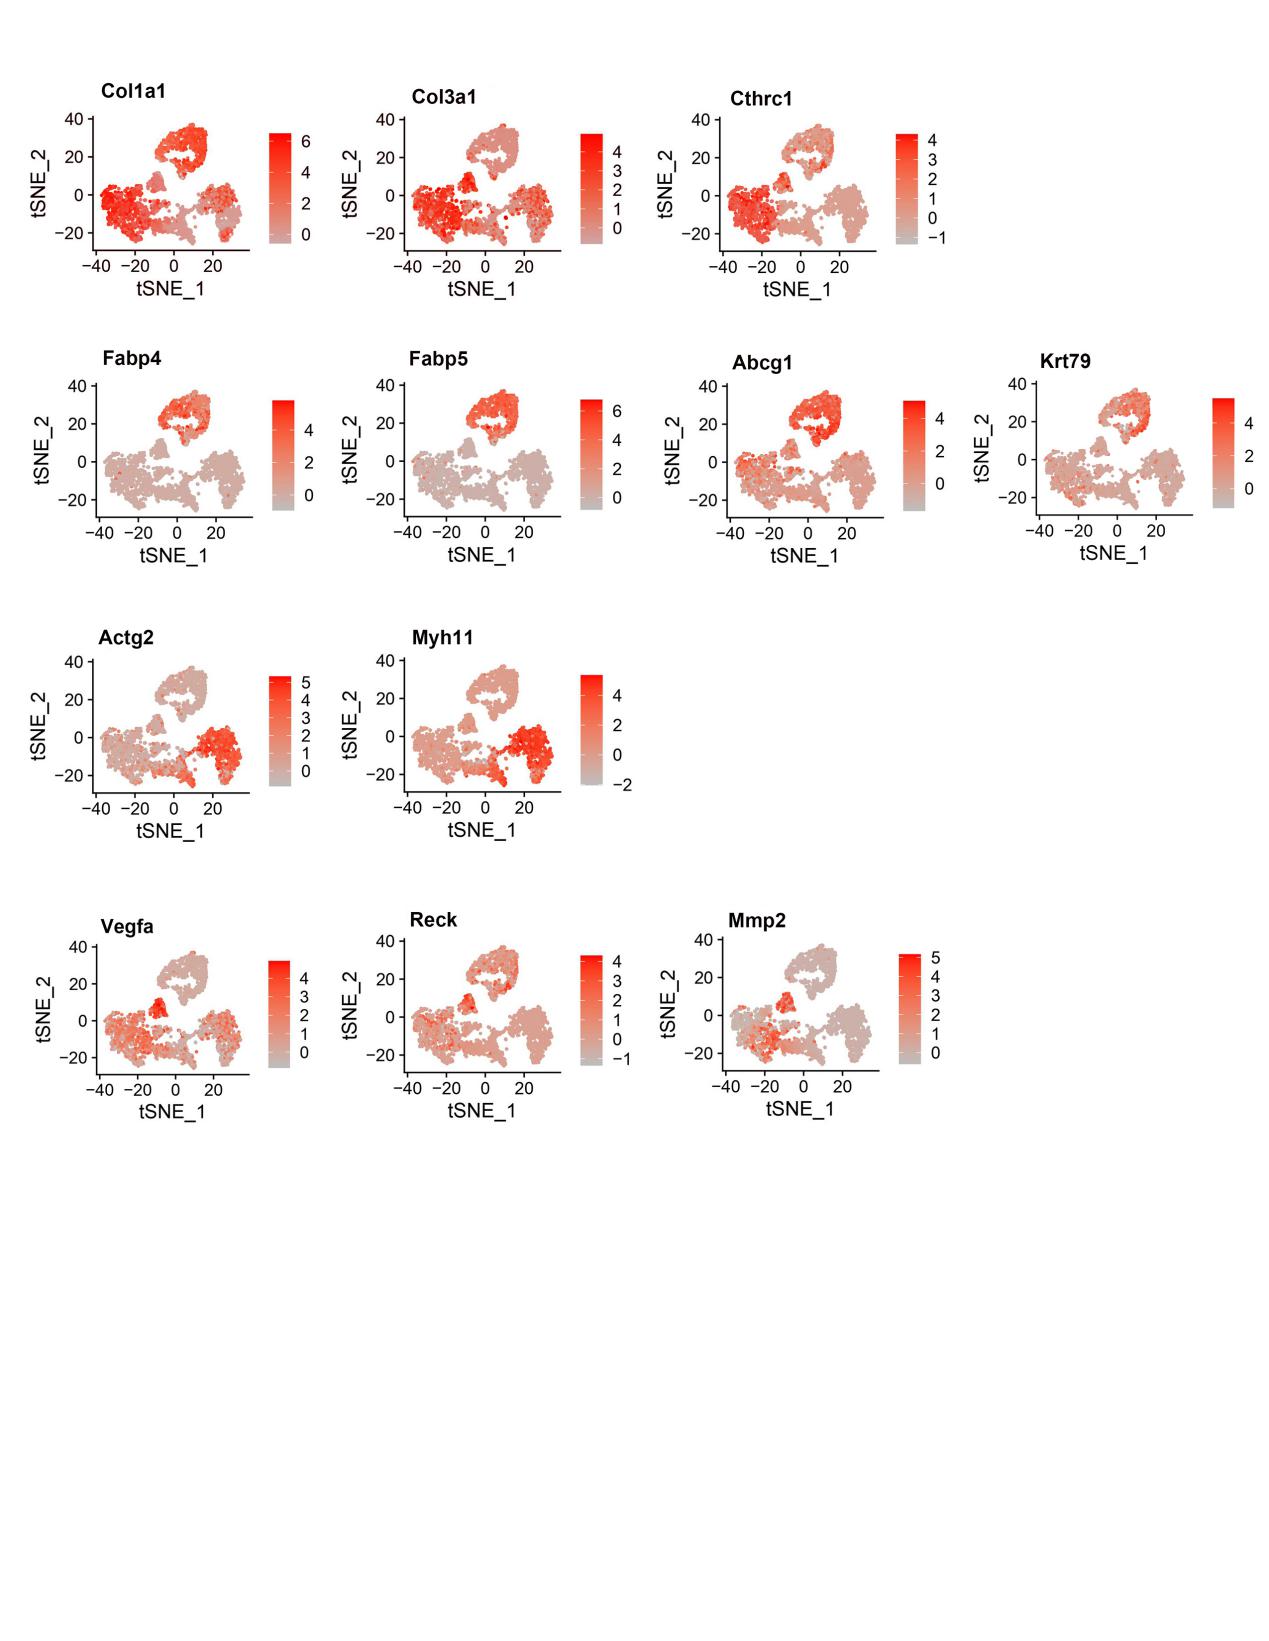

**Supplementary Figure 16. The expression levels of selected genes in stromal cell clusters.**

Expression levels of Col1a1 (encoding collagen alpha-1 (I) chain), Col3a1 (collagen alpha-1 (III) chain), Cthrc1 (collagen triple helix repeat-containing protein 1), Fabp4 (fatty acid-binding protein-4), Fabp5 (fatty acid-binding protein-5), Abcg1 (ATP-binding cassette sub-family G member 1), Krt79 (type II cytoskeletal 79), Actg2 (actin gamma 2), Myh11 (myosin-11), Vegfa (vascular endothelial growth factor A), Reck (reversion-inducing cysteine-rich protein with Kazal motifs), Mmp2 (type IV collagenase) on t-SNE plots.

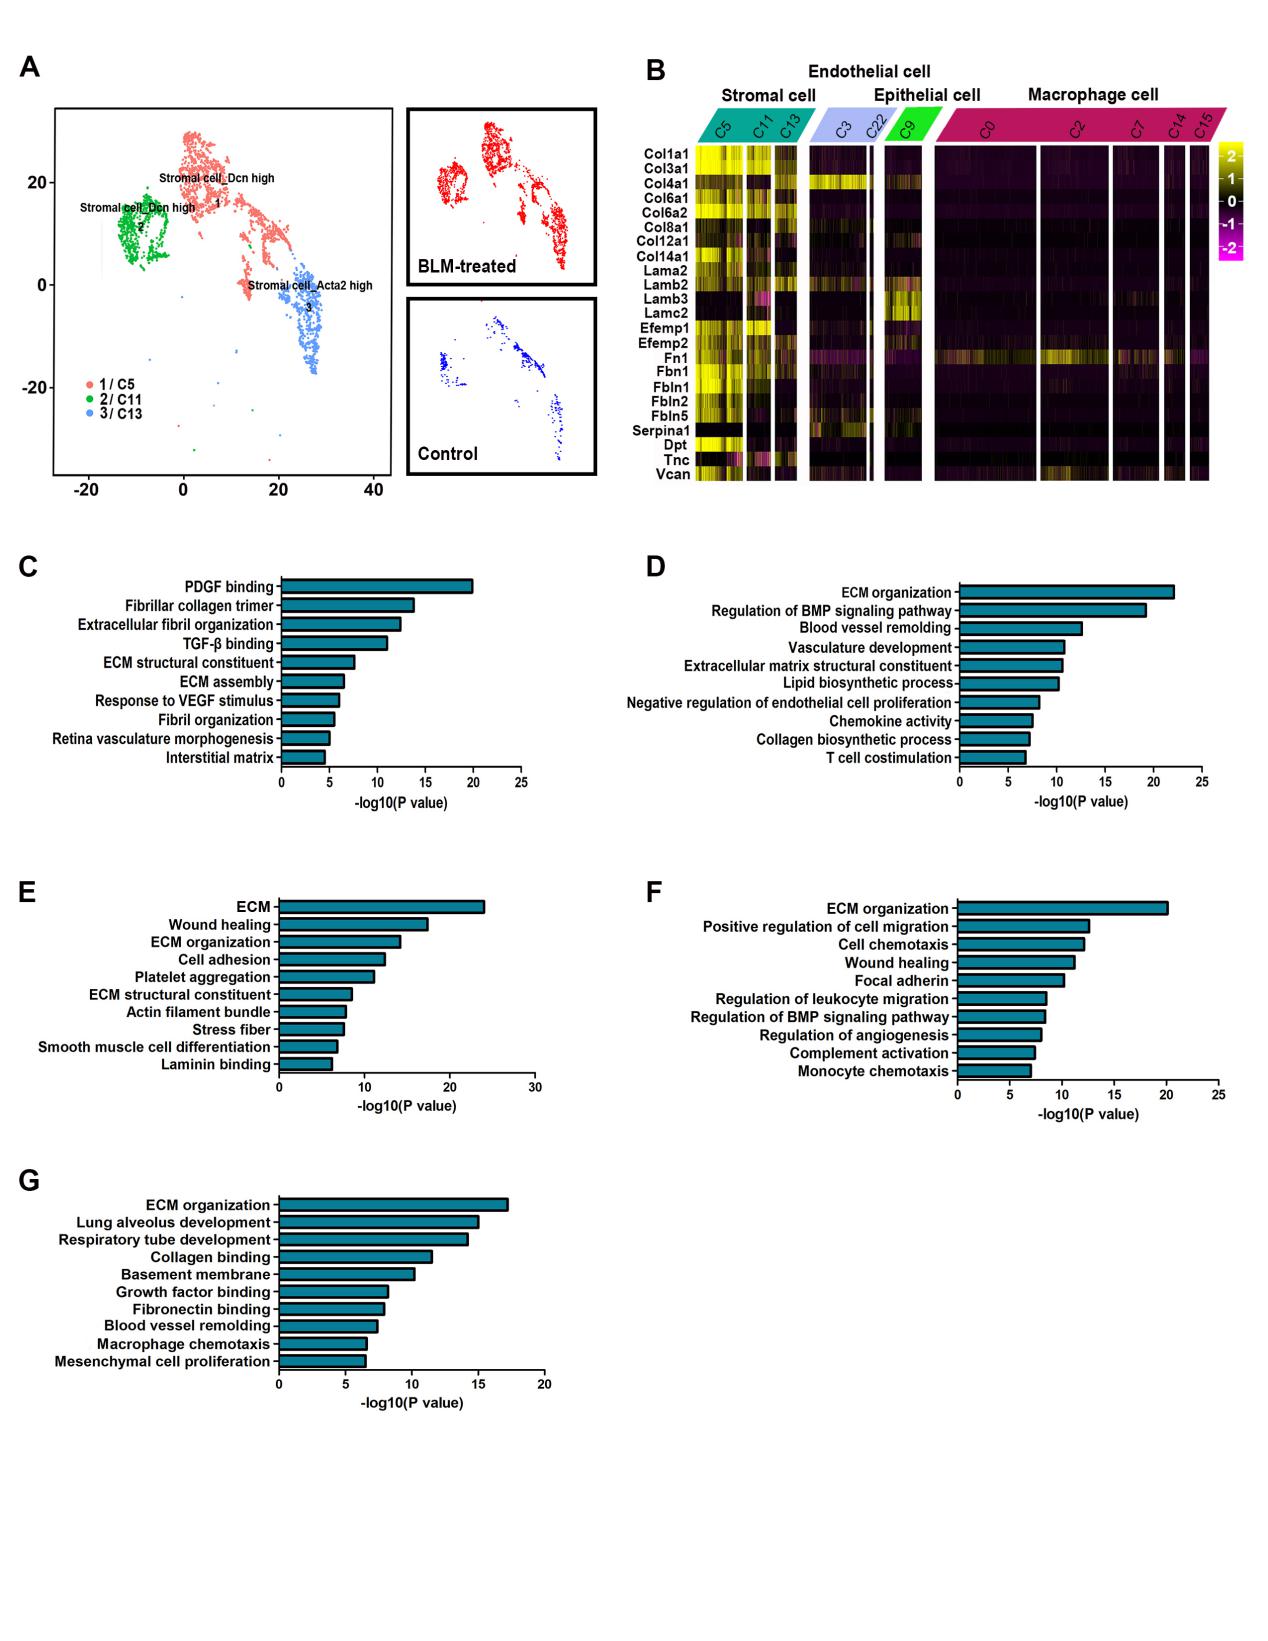

**Supplementary Figure 17. Single-cell profiling of stromal cells and GO analysis.**

(A) Clustering and annotating 3,067 stromal cells (left), annotating injury condition (right). (B) Heatmap depicting relative expression (normalized and scaled z-scored) of known ECM components previously shown to be increased in fibrotic lungs. (C) Selected GO enrichment of cluster *1* stromal cells. (D) Selected GO enrichment of cluster *2* stromal cells. (E) Selected GO enrichment of cluster *3* stromal cells. (F) Selected GO enrichment of cluster *4* stromal cells. (G) Selected GO enrichment of cluster *5* stromal cells. Fisher’s exact test.

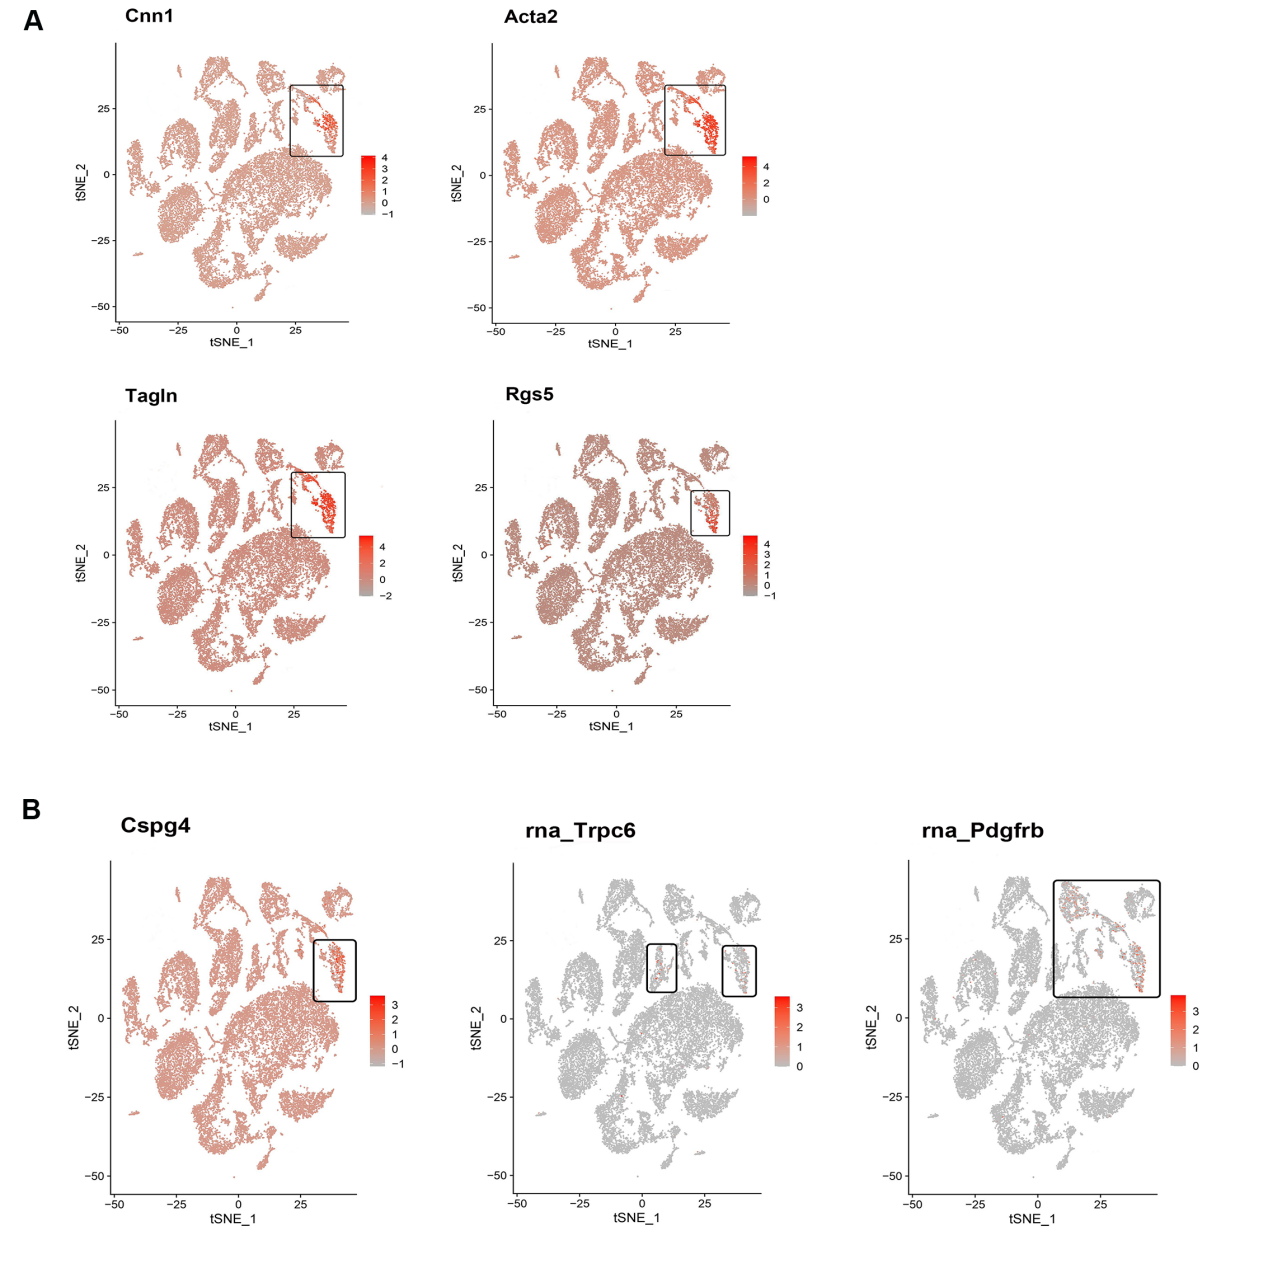

**Supplementary Figure 18. The expression of selected genes in 25,547 cells from the control and BLM-treated lungs.**

1. Distribution of known marker genes of vascular smooth muscle cells. (B) Distribution of marker genes of perivascular cells.

How the deposited data were processed for this re-analysis (not part of the article)

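The study measured mRNA in single cells of whole lungs, dissociated on day 28 after BLM or vehicle, with whole transcriptome libraries of the BD Rhapsody system sequenced on a NovaSeq 6000. The deposited values are counts that the authors made: whole UMI counts, not normalized, per gene for every cell they kept, with 4 genes without any count and a largest count of 4297. The aligner, the counting program and the rule by which cells were kept are not given in the sources used here, and the genome build named by the submitters is mm9. The header of the deposited table has no name for the column of cell names, so that a gene's values lie 1 field to the right of its name. The shift was checked on the most abundant genes: read with it, Actb, B2m, Fth1, Lyz2, Sftpc and Tmsb4x are among them, and read by position Actbl2, B3galnt1 and Sftpd would be. After the shift the last name, Zfp692, has no values.

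Control rats gave 10538 cells with 23608949 UMIs and BLM-treated rats 15009 cells with 33444381 UMIs. The median cell of control replicates 1 to 3 held 1661.5, 1066 and 1840 UMIs, and that of BLM-treated replicates 1 to 3 held 1253, 1295 and 1565. Names of a mitochondrial accession took between 2.30% and 3.76% of the UMIs of a rat. All deposited cells were kept. Scrublet called 89 cells, 0.348% of all, as doublets, and these were removed only in an alternative.

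Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were scaled to at most 10, and cells were joined to 15 neighbours on 30 principal components and clustered with the Leiden algorithm at resolution 1.0. Samples were not integrated. A cluster took the name of the class whose marker list stood highest in it, or no name. Endothelial, macrophage and stromal cells were clustered again on 20 principal components without the genes that the study names for their subtypes, at the lowest resolution with 5 subclusters of at least 20 cells. A subcluster was matched to a letter or number of the study where the mean log2 fold of its markers was at least 1 and highest there. An endothelial or stromal subcluster with Ptprc in more than 50% of its cells received none, a rule set after the leading genes of a stromal subcluster were seen.

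UMIs were summed per rat and class, with 3 control and 3 BLM-treated rats, and tested with edgeR 4.0.16 after filterByExpr and TMM by the quasi-likelihood test, with Benjamini-Hochberg adjustment at 0.05. Genes between subclusters were tested on sums of at least 5 cells, each subcluster against the mean of the others, with the rat as a block. Lists of genes were fixed in advance, 47 in all, of which 42 were tested in endothelial cells, 38 in macrophages and 41 in stromal cells. The lists of dissociation stress and of mitochondrial transcripts had 0 measured genes and were not analysed here. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with the correlation estimated for each list. Counts of list members are given over all genes and adjusted over the list alone. Shares of cells were tested with edgeR on cell counts and with a two-sided exact permutation test. Shares of endothelial cells with Cxcl12 or with Nos3 and Cav1 were compared after thinning each cell to 500 UMIs. Shares of ligand and receptor genes are given unthinned, with thinned values where stated.

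Alternatives were DESeq2 1.42.0, RLE scaling, no filter, each rat left out, doublets removed, cells of at least 500 UMIs, resolutions 0.5 and 2.0, lower and higher subcluster resolutions, the named genes kept in the clustering, and thinning to 300 and 1000 UMIs. Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2 and R 4.3.3 were used. The tests were tested on simulated data, with negative binomial counts drawn at the means, depths and dispersions of each class and 200 genes changed. Of genes changed by 2 on the log2 scale, 92% were found in endothelial cells, 99% in macrophages and 92.2% in stromal cells, and of genes changed by 1, 28.3%, 64.9% and 19.3%. A raised list of 20 genes was found in all 3 classes with the preset correlation, and with the estimated one in macrophages alone. With the preset correlation 0 random lists passed in the simulations. Other splits of the real rats gave up to 9 lists in endothelial cells, 16 in macrophages and 2 in stromal cells. The simulation thus cannot show how far the lists past the preset correlation hold. A 4-fold change of the endothelial share was found in 13 of 20 draws.

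Named are all genes that the study names for a class, the 10 genes with the largest log2 fold change up and down among those past the threshold whose 3 rats of a group all lie above the 3 of the other at a mean of at least 20 CPM, and members of lists as examples. Pecam1, Ackr1, Ear2, Ccl8, Cxcl8, Serpine3, Dcn and Ccr2 were not analysed here. Ligand and receptor pairs were not tested by shuffling, and stained sections, cultured cells and enriched terms were not analysed here.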

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

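Of the tests in this part, the test for fewer macrophages, the thinning at further resolutions and without the Ptprc-high cells, and the removal of the 5% of cells with the highest doublet scores were chosen only after the result was seen.

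A group of 124 endothelial cells with Kdr, Car4 and Apln at high levels came from control rats alone. After every cell was thinned to 500 UMIs, 0% of them fell in clusters with under 5% of cells of BLM-treated rats at the main resolution, where 106 of 118 shared a cluster with 31 Ptprc-high cells but with only 16 of 1236 a-like cells. The value was 89.8% at that resolution with the Ptprc-high cells not counted and 91.5% at the first resolution with 5 subclusters. A lower resolution with 2 clusters merged them with a-like cells. The 0% of the planned test and the merger at the lower resolution are what depth as the cause would give. Yet in the planned run only 16 of 1236 a-like cells shared their cluster. Unthinned, the median was 1289 UMIs in the 124 cells and 1203 UMIs in a-like cells of BLM-treated rats. These values argue against depth as what set them apart from a-like cells. The 89.8% and 91.5% argue against it too, but come from versions chosen after the result was seen. A batch difference or free RNA that moved all endothelial cells alike would shift arterial and venous cells by about as much. Over 417 genes the slope was 0.412 (95% bounds 0.352 and 0.474), less than an equal shift would give, with 336 genes in the same direction. Noise in the difference between the subclusters would lower the slope too, so that it cannot decide, and a shared shift stays open. Whether these capillary cells were lost from injured lungs or changed into a-like cells stays open.

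Endothelial and stromal cells took larger shares of all cells in BLM-treated rats, and fewer macrophages among the captured cells would raise every other class alike. Among the cells other than macrophages the log2 fold changes of 6 classes lay 3.06 apart (standard error 0.60), with endothelial cells at 2.28 and neutrophils at -0.78, which argues against that explanation. Fibroblast-like cells stood at 1.26 there (standard error 0.47, adjusted p = 0.0514 from edgeR's quasi-likelihood test). Of all cells they stood at 1.56 (standard error 0.45, adjusted p = 0.0220 from the same test). Their call thus ended with a smaller fold at a like error, while that of endothelial cells was kept (adjusted p = 0.0191). The 6 classes did not hold the union of stromal classes, which stood at 1.97 of all cells (adjusted p = 0.00194 from the same test). Whether digestion freed endothelial and stromal cells more easily from fibrotic tissue stays open.

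A subcluster of endothelial cells and another of stromal cells were led by genes of leukocytes. Of the 79 endothelial cells 55, or 69.6%, and of the 108 stromal cells 79, or 73.1%, were among the 5% of cells with the highest doublet scores, against 3.54% and 6.75% in the other cells. The doublet values are consistent with pairs of an endothelial or stromal cell and a leukocyte. At equal depth the share of cells with Ptprc was at least 14.6 times as high in these subclusters as in the rest, but leukocyte genes singled them out, so that this value restates the pattern and cannot tell. With 69.6% of cells at the lower of the pair, free RNA and a real mixed state stay open.

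B cells had 19 genes past the threshold between the groups, T cells 53, neutrophils 685, monocytes 13 and NK cells 2, all in classes that the study did not compare. In B cells there was 1 gene without control replicate 1, 6 without control replicate 2 and 9 without control replicate 3. In T cells there were 15, 7 and 4 without control replicates 1, 2 and 3, 30 without BLM-treated replicate 1 and 103 without BLM-treated replicate 2. In neutrophils there were 357 without control replicate 1, 382 without BLM-treated replicate 1 and 180 without BLM-treated replicate 2. In monocytes there were 7, 29 and 2 without control replicates 1, 2 and 3, and 2 and 0 without BLM-treated replicates 1 and 2. In NK cells there were 0 without control replicate 1 or 3, 3 without control replicate 2, and 1 and 4 without BLM-treated replicates 1 and 2. All 8 tested complement genes were higher in the fibroblast-like cells of BLM-treated rats.

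The 6 rats can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split alone, 1 of 10, gave as many genes or lists as it did in all but 1 comparison. The highest other split gave 0 genes against 427 in endothelial cells, 1 against 1347 in macrophages, 0 against 801 in stromal cells, 3 against 19 in B cells, 2 against 53 in T cells, 1 against 685 in neutrophils and 1 against 13 in monocytes. For lists it gave 9 against 10 in endothelial cells, 16 against 18 in macrophages and 2 against 12 in stromal cells. With single rats left out the real split still gave 266 genes in endothelial cells (without control replicate 3), 720 and 760 in macrophages (without control replicate 1 and BLM-treated replicate 2) and 522 and 359 in stromal cells (without control replicates 1 and 3). In NK cells 2 of 10 splits gave at least the 2 genes of the real one, and another split gave 22. The cause of that count was not tested.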

How the results depend on the processing

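Of the tests in this part, the removal of the 5% of cells with the highest doublet scores and the removal of the Ptprc-high subcluster were chosen only after the result was seen.

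With 3 rats per group and 27 endothelial cells in control replicate 1, small changes can be missed. There were 445 gene results within classes, 131 between subclusters and 40 list results that passed. Over their combinations with other settings, runs with a rat left out included, 5805 of 6664, 1352 of 1479 and 405 of 477 were the same. With each rat left out in turn 226 of 445 genes, 98 of 131 subcluster results and 28 of 40 lists stayed past the threshold every time. The cause was not tested for any changed result below.

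No list passed with an estimated correlation: 0 in endothelial cells, 0 in macrophages and 0 in stromal cells. DESeq2 gave 33 genes in B cells, 441 in neutrophils and 8 in monocytes. Without a filter there were 121 genes in B cells, 223 in T cells, 51 in NK cells and 36 in monocytes, 4 listed genes in a-like cells, and the cell cycle list in stromal cells had an adjusted p of 0.000555 in place of 0.73 from camera. At resolution 2.0 there were 10 genes in B cells and 1 in NK cells. The number in the label as a block gave 29 genes in B cells, 1 in NK cells, 348 in neutrophils and 1 in monocytes, and 286 in endothelial cells, 1010 in macrophages and 748 in stromal cells. Not every sample correlated best with the sample of its own number, and same-number correlations lay between -0.256 and 0.0856. With 3 rats per group such values cannot show whether the numbers pair the rats.

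With called doublets removed neutrophils had 1089 genes, the Ptprc-high stromal subcluster 1 listed gene, Il18 in endothelial cells a log2 fold change of 0.64 in place of -2.17 and Pla2g2d 0.10 in place of -2.09. With the 5% of highest doublet scores removed Lipa in endothelial cells stood at 0.0131 in place of -1.18, Rgs5 in the Ptprc-high stromal subcluster at -4.13 in place of 2.49, and that subcluster and the Ptprc-high endothelial subcluster had 1 and 2 listed genes. Without the Ptprc-high endothelial subcluster Cd74 stood at -0.15 in place of 1.86 and Pla2g2d at 0.26, and control-only and e-like cells had 8 and 7 listed genes. With the named genes kept in the clustering Col3a1 in control-only cells stood at -4.60 in place of 0.17, and in the Olr1-led macrophages Ctsb at 0.62 in place of -0.33, Ctss at 0.31 in place of -0.04 and Lgals1 at 0.42 in place of -0.76.

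With TMM over classes the macrophage share had a log2 fold change of -0.45, with adjusted p = 0.115 from edgeR's quasi-likelihood test. At a lower resolution, with 3 clusters in place of 5, the share of a-like cells stood at 0.11 and need not be of the same cells. The share of endothelial cells with Cxcl12 differed by 15.5 percentage points at 300 UMIs, 32.6 at 1000 and 38.2 without thinning.

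With single rats left out, the counts of genes ranged from 266 to 373 in endothelial cells, 720 to 1515 in macrophages, 359 to 988 in stromal cells, 1 to 19 in B cells, 4 to 103 in T cells, 0 to 4 in NK cells, 180 to 750 in neutrophils and 0 to 29 in monocytes. Lists ranged from 8 to 14, 16 to 24 and 11 to 17 in endothelial, macrophage and stromal cells. Listed genes ranged from 4 to 8, 9 to 13, 4 to 6, 6 to 11 and 7 to 17 in a-like, d-like, control-only, e-like and Ptprc-high endothelial cells. In Alpk3-led, Olr1-led, 5-like, 2-like and 4-like macrophages they ranged from 12 to 14, 10 to 13, 7 to 9, 6 to 8 and 12 to 13. In 1-like, mesothelial, 3-like, 4-like and Ptprc-high stromal cells they ranged from 5 to 7, 5 to 6, 8 to 9, 2 to 5 and 1 to 3.

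With single rats left out, calls of shares were lost in 8, 8 and 5 cases without control replicates 1, 2 and 3 and in 2, 7 and 4 without BLM-treated replicates 1, 2 and 3. These were calls of ciliated, mesothelial, monocyte, fibroblast-like, smooth muscle or pericyte and proliferating cells, of 3 unnamed clusters and of the 1-like stromal cells. The log2 fold changes of shares ranged from 2.32 to 2.70 for a-like, -1.03 to -0.30 for d-like, -10.8 to -10.03 for control-only, -1.75 to -0.48 for e-like and -0.93 to 1.41 for Ptprc-high cells, from 1.97 to 3.05 for ciliated, 2.27 to 3.30 for endothelial, -0.72 to -0.59 for macrophages and 1.71 to 2.16 for stromal cells. The control-only subcluster held 0 cells of BLM-treated rats, so that its values give a direction and no measured size. The share of e-like cells passed without control replicate 3 (adjusted p = 0.0148 from edgeR's quasi-likelihood test). The share with Cxcl12 ranged from 23.2 to 25.5 percentage points and that with Nos3 and Cav1 from -4.14 to -0.128.

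The sign turned without control replicate 3 for Il18 (0.53; range -2.49 to 0.53), Lipa (0.0250; -1.42 to 0.0250) and Plin2 (0.58; -1.95 to 0.58) in endothelial cells, and for Lpl in a-like (-0.84; -0.84 to 1.32) and Ptprc-high cells (-1.23; -1.23 to 2.04). Cxcl2 in d-like cells ranged from -2.29, without BLM-treated replicate 3, to 0.91, and Sgo2 in 5-like macrophages from -0.0211, without BLM-treated replicate 2, to 1.39. The cell cycle list in stromal cells had an adjusted p of 0.0121 without control replicate 1 and 0.00148 without control replicate 2 from camera, up to 0.927. Others kept their sign: Cd74 1.57 to 2.499, Pla2g2d -2.88 to -0.11, Col3a1 in control-only cells 0.28 to 0.48, Ctsb -0.35 to -0.30, Ctss -0.08 to -0.003, Lgals1 -1.03 to -0.55 and Rgs5 1.68 to 2.73.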

Differences from the paper's values

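None of the values in this part comes from a test chosen after the result was seen. The paper names a Wilcoxon rank sum test for genes between clusters and gives no test for the percentages compared here, while here the rat is the replicate.

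The paper gives macrophages as 27.50% of the cells of control rats, and here they were 41.74%. Of the alternatives set before the data were examined, resolution 2.0 gave 40.33% and the cells without control replicate 3 gave 39.97%. These fall just within 1.5 times the paper's value, the limit used, but leave most of the gap to it. For BLM-treated rats the paper gives 40.34%, and here the value was 26.92%, so that the direction is the opposite of the percentages as labelled, while the paper's own sentence speaks of a decrease. The paper's total of 8,379 macrophages follows from its percentages only when the labels of the groups are exchanged, since as labelled they give 8953. Exchanged, the paper's values would be 40.34% for control rats, against 41.74% here, and 27.50% for BLM-treated rats, against 26.92% here, which closes both gaps. The paper counts 479 endothelial cells of control rats and Fig. 2e, read by eye, shows about 360, while here there were 218, and no alternative set in advance removes the difference. The paper's 2.17% of the cells of control rats would be 229 cells.

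The paper places Eln and Col3a1 in cluster a, and both were highest in d-like cells here. It places Cxcl2 and Cxcl10 in cluster a, while here Cxcl2 was highest in the Ptprc-high subcluster and Cxcl10 was higher in e-like cells. Among the other subclusters Cxcl2 was highest in a-like cells, as in the paper, at 95.1 ± 79.4 CPM. It stood at 37.8 ± 53.1 CPM in e-like, 35.4 ± 69 CPM in d-like and 4.7 ± 8.15 CPM in control-only cells, levels that carry no test. Of its membrane genes of cluster d, Itga1, Icam1, Aqp1 and Jam2 were higher in e-like cells here, and Piezo1 and Dll4 did not pass in d-like cells. The paper finds no difference between subtypes in genes of mesenchymal transition and no use of general endothelial genes for telling subtypes apart, while Cdh5, Kdr, Flt1 and Vwf differed between subclusters here. Vim passed the test in the Ptprc-high subcluster alone. The paper gives Cav1 as low in cluster a, and here its levels in a-like and d-like cells, 2485 ± 832 and 2416 ± 781 CPM, lay within their spread and carry no test. Vcam1 of cluster c was highest in d-like and e-like cells. The paper reports a smaller part of cluster d after BLM, and here the share of d-like cells did not pass the test. The d-like cells held the arterial gene Gja5 at 2526 ± 959 CPM and Kdr at 19.1 ± 28.5 CPM. The paper places its cells with Nos3 and Cav1 in alveolar capillaries, so that the d-like share cannot decide whether such capillary cells were lost. A group of endothelial cells from control rats alone matched none of the clusters a, c, d and e, and was not compared with cluster b. Within the paper, Aqp1 is named for cluster d while Supplementary Fig. 10, read by eye, shows it highest in cluster a.

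Genes placed as in the paper that did not serve to match a subcluster included Igfbp7, higher in a-like cells, and Tie1, Bmp4 and Clu, higher in d-like cells. Gja1, which the paper plots without naming a cluster for it in the text, was higher in d-like cells too. Igfbp7 was also higher in control-only cells, by 2.19 against 1.26 in a-like cells in the test with the rat as a block. Its mean level had the other order, at 1984 ± 327 CPM in control-only and 2795 ± 197 CPM in a-like cells. Col1a1 and Col3a1 were higher in 1-like stromal cells, as in the paper's cluster 1. Jam2 was higher in d-like cells too, though not when adjusted over the list alone. Lpl was higher in a-like and in Ptprc-high cells too, but stood at -0.84 in a-like cells without control replicate 3. The placement of Ntrk2, Cxcl12, Nos3, Mgp, Il33 and Selp is no result, since these genes served to match the subclusters. Values that lie close were the shares of endothelial cells in BLM-treated rats, 11.67% in the paper and 11.13% here, and of stromal cells, 17.29% and 17.4%. Ciliated cells lay further apart, at 0.73% in the paper and 1.19% here in BLM-treated rats (SD 0.62 between rats). Without BLM-treated replicate 2 the value was 0.651%, close to that of the paper. Without BLM-treated replicate 1 or 3 it was 1.36% or 1.37%. In control rats they were 0.08% in the paper and 0.152% here (SD 0.118).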

Other observations

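Of the tests in this part, the removal of the Ptprc-high endothelial subcluster was chosen only after the result was seen.

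In the fibroblast-like cells of BLM-treated rats all 8 tested complement genes rose, also when adjusted over the list alone. Cfb, the gene of complement factor B, rose by 4.76 on the log2 scale (standard error 0.55, adjusted p = 0.000111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and C3, the central complement gene, by 3.33 (standard error 0.65). The regulator gene Serping1, which encodes the C1 inhibitor, rose by 2.16 (standard error 0.22). The list moved up in camera's test (adjusted p = 5.42e-07), with adjusted p = 0.264 with an estimated correlation. In macrophages Pla2g7, a phospholipase gene, rose by 6.56 (standard error 0.66) and Mmp12, the macrophage elastase gene, by 2.80 (standard error 0.38). Fam3d, a cytokine-like gene, fell by 5.43 (standard error 0.36) there. Of 9 tested genes of matrix degradation 7 rose in macrophages, with the same count when adjusted over the list alone (camera, adjusted p = 1.29e-05), with adjusted p = 0.29 with an estimated correlation.

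Endothelial cells of BLM-treated rats held more of Adamts1, a matrix protease gene (1.56, standard error 0.27), and of Plaur, the urokinase receptor gene (2.28, standard error 0.57). Vegfc, a growth factor gene of lymphatic vessels, fell by 1.92 (standard error 0.35) and the apelin receptor gene Aplnr by 1.73 (standard error 0.26). Cyp1a1, a target gene of the aryl hydrocarbon receptor, fell by 4.35 (standard error 0.45) and Igfbp5 by 3.18 (standard error 0.62). Of 4 tested MHC class II genes 3 rose (4 when adjusted over the list alone; camera, adjusted p = 0.00188), with adjusted p = 0.486 with an estimated correlation, and Cd74 stood at -0.15 once the subcluster with Ptprc was left out.

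Neutrophil-like cells had 359 genes higher and 326 lower, with 357 changed genes in all without control replicate 1, 382 without BLM-treated replicate 1 and 180 without BLM-treated replicate 2. Trem2, a gene of macrophages, rose by 3.74 (standard error 0.54), and S100a8 and S100a9, alarmin genes of neutrophil granules, fell by 1.82 (standard errors 0.27 and 0.30). At resolution 2.0 a cluster led by Mmp8, S100a9 and S100a8 held 124, 141 and 282 cells of control and 103, 166 and 123 of BLM-treated replicates 1 to 3. A neutrophil cluster led by Il1r2 and Hcar2 held 43, 77 and 51, and 71, 213 and 84. This shift could give part of the fall of S100a8 and S100a9, but is too small to give all of it. In T cell-like cells Il17a, the cytokine gene of type 17 cells, rose by 3.13 (standard error 0.59, adjusted p = 0.0148 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Il1rl1, the receptor gene for interleukin 33, by 1.91 (standard error 0.43). This class joins a cluster led by Lef1 and Cd3e, with 5.6% ± 1.14 and 6.38% ± 2.61 of all cells of control and BLM-treated rats, and a cluster led by Il2ra and Il1rl1, with 1.02% ± 0.257 and 3.3% ± 1.68. The latter held 43 of 266, 26 of 175 and 35 of 236 cells of the class in control replicates 1 to 3. In BLM-treated replicates 1 to 3 it held 96 of 358, 154 of 790 and 202 of 336. Genes of the class could have risen by this shift, but the rise of Il17a by 3.13 is more than the shift alone would give. In B cell-like cells Egr3 rose by 2.40 (standard error 0.40) and Nr4a3 by 1.41 (standard error 0.20), both genes induced by antigen receptor signalling. At resolution 2.0 a cluster led by Fcer2, Lax1 and Irf4 held 54, 79 and 64 cells of control and 272, 460 and 62 of BLM-treated replicates 1 to 3. The class held 355, 248 and 341, and 596, 892 and 167 there. This shift could give part of the rise of its genes, but is too small to give all of that of Egr3. In NK cell-like cells Dusp2 rose by 1.75 (standard error 0.22) and Ccl3 by 1.36 (standard error 0.21). In monocyte-like cells Fkbp5, a target gene of glucocorticoids, rose by 1.74 (standard error 0.29) and Cish by 2.13 (standard error 0.43). With single rats left out, the number of changed genes fell to 1 in B cell-like cells (without control replicate 1), 4 in T cell-like cells (without control replicate 3), 0 in NK cell-like cells (without control replicate 1 or 3) and 0 in monocyte-like cells (without BLM-treated replicate 2). Sftpc fell by 2.97 in B cell-like cells, fell by 3.07 in monocyte-like cells and fell by 4.23 in neutrophil-like cells.

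After thinning to 500 UMIs, 5.47% ± 4.02 (SD, n = 3) of the endothelial cells of control rats and 3.32% ± 0.482 (SD, n = 3) of those of BLM-treated rats held both Nos3 and Cav1, a difference of -2.15 percentage points (exact permutation test, p = 0.5). At 300 UMIs every control rat lay above every BLM-treated rat, with 3.7% ± 1.47 and 1.16% ± 0.442, a difference of -2.54 (exact permutation test, p = 0.1, the smallest possible). The difference was -3.38 at 1000 UMIs (exact permutation test, p = 0.9), and without thinning it turned to 1.52 percentage points, with 12.2% ± 4.83 and 13.7% ± 1.38 (exact permutation test, p = 0.7). Cxcl12 was held by 1.49% ± 2.59 and 25.5% ± 0.882, a difference of 24 percentage points (exact permutation test, p = 0.1). Thinning left out 26 and 143 cells, and unthinned shares of Cxcl12 were 3.92% ± 4.84 and 42.1% ± 0.387. Alveolar macrophage-like cells, which should lack these genes, held Cxcl12 in 0.0455% and 0.0942% of cells.

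After thinning, 0% of the capillary cells of control rats fell in clusters nearly free of cells of BLM-treated rats at the main resolution. There 106 of 118 shared a cluster with 31 Ptprc-high cells but with only 16 of 1236 a-like cells. The 0% became 89.8% with the Ptprc-high cells not counted, a version chosen after the result was seen. Neither these values nor the slope of 0.412 tells whether the capillary cells were lost or turned into a-like cells. Labelling capillary endothelium before BLM and following the label to day 28 would show a-like cells without it if they grow in from elsewhere. A-like cells with the label could be capillary cells that turned into them. They could also descend from the a-like cells of control lungs, 14.6% ± 2.54 (SD, n = 3) of the endothelial cells there, if the label marks these too. The changes of complement, contractile and matrix genes could belong to a shift between kinds of fibroblast-like cells and not to a change within a kind. A cluster led by Dpt, C7 and Fbln1 went from 0.435% ± 0.3 to 6.31% ± 2.78 of all cells. A cluster with Cldn11 went from 2.11% ± 0.723 to 1.2% ± 0.534 (SD, n = 3, no test). Counting Cfb and C3 by in situ hybridization within cells marked by Cldn11 or Pi16 would tell these apart for the complement genes. Il17a in T cells could be tested by flow cytometry of lung T cells at day 28, with the rat as replicate.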
